# GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function

**DOI:** 10.1038/s41388-025-03432-x

**Published:** 2025-05-17

**Authors:** Vivek Anand, Fouad El-Dana, Natalia Baran, Jenny Borgman, Zheng Yin, Hong Zhao, Stephen T. Wong, Michael Andreeff, V. Lokesh Battula

**Keywords:** Breast cancer, Mechanisms of disease

## Abstract

*TP53* mutations are common in breast cancer (BC) and are associated with poor prognosis. GD3 synthase (GD3S/*ST8SIA1*), a gene associated with breast cancer stem cells, is upregulated in tumors with p53 mutations. However, the functional relationship between GD3S and p53 is unknown. Here, we show that GD3S levels are highest in breast tumors with specific p53 mutations. Functional studies revealed that wild-type (WT) p53 inhibits GD3S expression, whereas mutation in p53 enhances GD3S expression by upregulating GD3S promoter activity. Moreover, we found that GD3S inhibits wild-type p53–induced apoptosis in BC cells, while BC cells harboring gain-of-function p53 mutations are dependent on GD3S for their growth. Mechanistic insights indicate that GD3S strengthens mitochondrial function by regulating their oxygen consumption rate and membrane polarity. Our findings demonstrate that specific GOF p53 mutations rely on GD3S to exert their tumor-promoting effects and that GD3S is a novel anti-apoptotic factor in BC cells.

**Figure:**
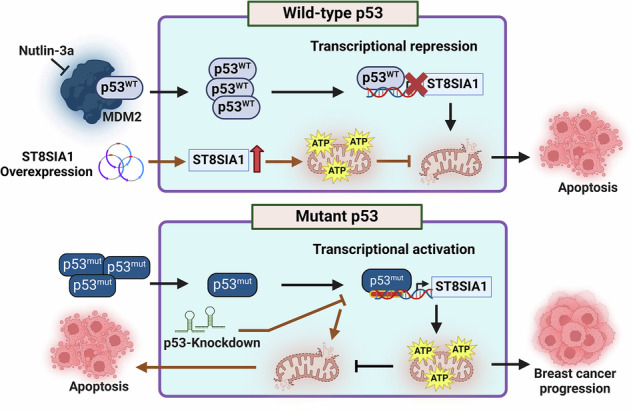
Stabilizing WT p53 and reducing mutant p53 levels downregulates GD3S expression, thereby augmenting apoptosis. GD3S overexpression counteracts the cell death triggered by WT p53 stabilization in BC cells, as well as that triggered by p53 knockdown in cells with specific GOF p53 mutations, which suggests that GD3S helps confer apoptosis resistance.

Stabilizing WT p53 and reducing mutant p53 levels downregulates GD3S expression, thereby augmenting apoptosis. GD3S overexpression counteracts the cell death triggered by WT p53 stabilization in BC cells, as well as that triggered by p53 knockdown in cells with specific GOF p53 mutations, which suggests that GD3S helps confer apoptosis resistance.

## Introduction

The tumor suppressor protein p53 is essential for maintaining genomic stability and regulating cellular responses to stress. Mutations in p53 are common in breast cancer and especially prevalent in triple-negative BC (TNBC); up to 80% of TNBCs have p53 mutations that are associated with poor prognosis [1]. Recent efforts aimed at therapeutically targeting mutant p53 in human malignancies, including BC, have yielded only limited success in early-phase clinical trials. This is attributed to a range of factors encompassing the diverse cellular functions of p53, its structural complexity, and the heterogeneous array of mutations in the p53 gene [2, 3]. Developing effective p53-targeting therapies for BC requires an improved understanding of the molecular mechanisms underlying the association between p53 mutations and the genes responsible for BC progression.

We previously reported that ganglioside GD2 expression identifies BC stem cells and is associated with increased tumorigenesis [4–8]. Interestingly, GD3 synthase, a key regulatory enzyme that catalyzes the rate-limiting step of GD2 biosynthesis, is significantly upregulated in BC patients with p53 mutations [7]. Knockdown of this enzyme prevents tumor initiation in mouse models [7]. Like p53 expression, GD3S expression is regulated by environmental stress; we have shown that metabolic stress induces the cancer stem cell phenotype in BC cells via upregulation of GD3S [5]. However, the link between p53 and GD3S and their combined role in tumorigenesis has not been elucidated.

Various forms of p53 mutations have been observed to influence the regulation of cancer stem cell functions [9–11]. These mutations have been broadly categorized as loss-of-function (LOF) or gain-of-function (GOF) mutations [12]. While LOF mutations disarm p53’s tumor-suppressing functions like DNA repair, cell-cycle arrest, and apoptosis, GOF mutations endow p53 with oncogenic properties [9, 12]. Often associated with GOF phenotypes are hotspot p53 mutations, most frequently missense mutations predominantly impacting the DNA-binding domain of p53 and promoting tumor progression [9–15]. The frequent co-occurrence of GD3S in GD2^+^ tumors with different p53 mutations, including hotspot mutations, as well as GD3S’s relationship with wild-type p53, suggests collaborative and complementary functions of GD3S and p53 in driving tumor progression, but these remain poorly elucidated. To address this, our manuscript aims to elucidate the intricate interplay between GD3S and WT or mutant p53 by employing a comprehensive strategy that analyzes data from BC patients and cell lines through various experimental approaches, aiming to shed light on the mechanistic aspects of their cooperative effects and reveal novel therapeutic vulnerabilities for BC treatment.

## Materials and methods

### Methods

#### Sex as a biological variable

Our study exclusively examined female mice because the disease modeled is only relevant in females.

#### Breast cancer cell lines

A panel of TNBC cell lines was purchased from ATCC (Manassas, VA) and cultured at 37 °C in a 5% CO_2_ incubator less than 6 months after revival, per ATCC recommendations, in either Roswell Park Memorial Institute medium or Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin (Mediatech, Corning Inc., Manassas, VA). The non-TNBC cell lines MCF7 and ZR751 were a kind gift from Dr. Naoto Ueno’s laboratory at MD Anderson Cancer Center. The patient-derived xenograft–derived TNBC cell line HIM3 was a kind gift from Dr. Piwnica-Worms’s laboratory at MD Anderson.

#### Inducible p53 knockdown and GD3S overexpression

To achieve inducible p53 knockdown and GD3S overexpression, we utilized lentiviral-mediated short-hairpin RNA (shRNA) for the stable knockdown of mutant p53 in TNBC cell lines harboring specific GOF p53 mutations. Further details on the generation of inducible p53 knockdown and GD3S overexpression can be found in the supplementary methods.

#### Flow cytometry

Breast cancer cells were subjected to trypsin and washed once with phosphate-buffered saline (PBS). The cells were then incubated for 30 min with 4 μL/reaction of allophycocyanin-conjugated purified anti-human ganglioside GD2 antibody (Cat. #357302, BioLegend, San Diego, CA). For GD3 expression analysis, cells were stained with 3 μL/reaction of unconjugated anti-GD3 antibody (clone R24, Millipore Sigma, Burlington, MA) for 30 min on ice and then washed twice with PBS. For secondary staining, the cells were incubated for 30 min with 100 μL of diluted goat anti-mouse antibody conjugated to Alexa Fluor 647 (Cat. #A21235, Life Technologies, Carlsbad, CA). Staining with 4′, 6-diamino-2-phenylindole (DAPI; Cat. #D1306, Thermo Fisher Scientific, Waltham, MA) was used to exclude dead cells. Allophycocyanin-conjugated purified mouse IgG2A antibody (Cat. #400219, BioLegend) was used as an isotype control to account for nonspecific antibody binding. After incubation, the cells were washed once with PBS containing 0.5 μg/mL DAPI and analyzed with an LSR II (BD Biosciences, Franklin Lakes, NJ) or Gallios (Beckman Coulter, Brea, CA) flow cytometer. Ten thousand events were acquired for each sample. All experiments were performed in duplicate, and all flow cytometry data were analyzed with FlowJo software (version 10, Ashland, OR).

#### Western blotting

Breast cancer cells (3 × 10^6^) were subjected to lysis. Proteins were harvested from the cell lysates using Laemmli buffer containing 50 μL/mL β-mercaptoethanol. Protease and phosphatase inhibitor cocktail was added to the protein lysates at a 1:1 ratio, and 15 μL of each protein sample was loaded onto 4–15% Mini-PROTEAN TGX precast gels for separation (Cat. #4561086, Bio-Rad Laboratories, Hercules, CA). Additional details are available in the supplementary methods.

#### Immunohistochemistry

We obtained formalin-fixed, paraffin-embedded (FFPE) archived primary breast tumor tissues expressing wild-type or mutant p53 from MD Anderson’s Tissue Bank, approved by MD Anderson’s Institutional Review Board (protocol #PA19-0732). Informed consent was obtained from all participants. Immunohistochemical (IHC) analysis of GD3S and p53 expression were conducted using standard methods. Additional details are available in the supplementary methods.

#### Live cell analysis for apoptosis assays

To assess the impact of doxycycline-induced mutant p53 knockdown on apoptosis, different Hs578T and BT549 clones (SCR_shp53-GD3S_EV, SCR_shp53-GD3S_OE, shp53-GD3S_EV, and shp53-GD3S_OE) were plated in 96-well plates (Corning) with 100 µL of growth medium and incubated for 12 h. The cells were then treated with vehicle or 1 µM doxycycline, and apoptosis was assessed by measuring Annexin V (Cat. #4642, Sartorius) binding and Caspase-3/7 (Cat. #4440, Sartorius) activity using the IncuCyte live-cell analysis system (Sartorius, Göttingen, Germany). Fluorescence signals were monitored at 1-h intervals for 12–24 h. Similarly, MCF7 and ZR751 cells expressing either an empty vector (EV) or GD3S overexpression (OE) were plated in 96-well plates and treated with increasing concentrations of Nutlin-3a (1.25–10 µM). The effect of WT p53 stabilization on apoptosis was measured by assessing Annexin V binding and Caspase-3/7 activity using the IncuCyte system.

#### Tumor spheroid assay

To assess the impact of doxycycline-induced p53 knockdown on the tumor spheroid–forming ability of different Hs578T and BT549 clones, we seeded SCR_shp53-GD3S_EV, SCR_shp53-GD3S_OE, shp53-GD3S_EV, and shp53-GD3S_OE cells in ultra-low attachment 96-well plates (Corning) at a density of 10 × 10^3^ cells in 100 µL of growth medium. After 3 days, the cells were exposed to either vehicle or 1 µM doxycycline, and spheroid formation and growth were assessed by using the IncuCyte live cell analysis system to monitor the brightfield area at 6-h intervals for 48–72 h.

#### Total RNA isolation and gene expression by real-time PCR

RNA extraction was performed using a RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Further details can be found in supplementary method.

#### Chromatin immunoprecipitation qPCR

The GD3S promoter binding of p53 was assessed by chromatin immunoprecipitation (ChIP)-qPCR with 5 × 10^6^ cells per reaction. Further details on the ChIP-qPCR can be found in the supplementary methods.

#### Luciferase reporter gene assays

For the assessment of GD3S promoter activity, the *ST8SIA1* promoter (human) sequence spanning 2278 bp (2042 bp upstream and 236 bp downstream of the transcription start site) was cloned into the lentivirus promoter reporter plasmid pLL-CMV-Luciferase-T2A-Puro (Cat. #LL150PA/VA-1, System Biosciences, Palo Alto, CA) through the SpeI and NheI restriction enzyme sites and verified with Sanger sequencing. Further details on Luciferase assay can be found in the supplementary methods.

#### RNA sequencing

Stable MCF7 cells with or without GD3S overexpression were cultured in triplicate, treated with 10 µM nutlin-3a for 72 h, and then washed in PBS. RNA extraction was then performed using an RNA extraction kit (Qiagen) according to the manufacturer’s instructions. The extracted RNA was sent to LC Sciences (Houston, TX) for RNA-sequencing analysis. Additional information regarding the RNA-sequencing analysis is provided in the supplementary methods.

#### Tumor xenografts

All animal experiments were approved by MD Anderson’s Institutional Animal Care and Use Committee (Protocol # 1972-RN01) and were performed in accordance with all state and federal rules and regulations. 6–8 week-old female NSG mice were procured from Jackson Lab, Bar Harbor, ME (NOD.Cg-Prkdc Il2rg/SzJ). Additional details are available in the supplementary methods.

#### Data acquisition and statistical analysis

The characteristics of the patients whose archived FFPE tissue samples were used were extracted from MD Anderson’s electronic health records system (Epic Systems, Verona, WI). *ST8SIA1* and p53 expression was evaluated in 79 breast tumor samples. Histochemical scores (H-scores; calculated by multiplying the staining intensity by the percentage of positive cells) for GD3S and p53 expression were reported as means ± standard deviations. Pearson correlation coefficient (*r*) analysis was used to assess the correlation between GD3S and p53 expression. An independent *t*-test was used to compare the mean for binary categorical variables. One-way analysis of variance was used to compare the mean across categorical variables with more than 2 groups. *P* values less than 0.05 were considered significant. All analyses of patient and cell line data were performed using IBM SPSS software for Windows (version 26) and Prism software (version 9, GraphPad Software, La Jolla, CA). Figures were generated using the Prism software. All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Results

### GD3S is differentially expressed in breast cancer with TP53 mutations

To confirm and characterize in detail the association between GD3S expression and p53 mutation status in primary breast tumors, we analyzed more than 1000 patients in The Cancer Genome Atlas (TCGA) PanCancer and Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) datasets [16]. Compared with those with WT p53, BC patients with p53 mutations had significant upregulation of GD3S expression (*P* < 0.0001) (Fig. 1A, B). In the TCGA dataset, GD3S expression was significantly higher in the presence of hotspot p53 mutations compared to non-hotspot mutations (*P* < 0.05) or WT p53 (*P* < 0.0001) (Fig. 1A). However, no significant differences in GD3S expression were observed between patients with different hotspot mutations (Figs. S1A and S1B). To validate these findings, we measured GD3S and p53 protein expression in archived FFPE primary tumor tissue samples (*n* = 79) with or without p53 mutations by IHC analysis. Of the 79 tumor samples analyzed, 22 (27.85%) had WT p53, 41 (51.9%) had non-hotspot p53 mutations, and 16 (20.25%) had hotspot p53 mutations. Consistent with our findings in the TCGA and METABRIC datasets, the expression levels of GD3S and p53 varied according to p53 mutation status among BC patient samples (Figs. 1C and S1C). Patients with WT p53 had low or negligible staining for GD3S and p53 (Figs. 1C, D and S1C). In contrast, patients with hotspot p53 mutations showed the highest GD3S expression (H-scores 65.56 ± 19.04) compared to patients with WT p53 (*P* < 0.0001) or non-hotspot TP53 mutations (*P* = 0.006) (Fig. 1D). Moreover, we found a significant positive correlation between p53 and GD3S expression in patients with hotspot p53 mutations (*r* = 0.692; *P* < 0.0001), but not in patients with non-hotspot p53 mutations (*r* = 0.04; *P* = 0.18) or WT p53 (*r* = 0.005; *P* = 0.76) (Figs. 1E and S1D, S1E).

**Fig. 1:**
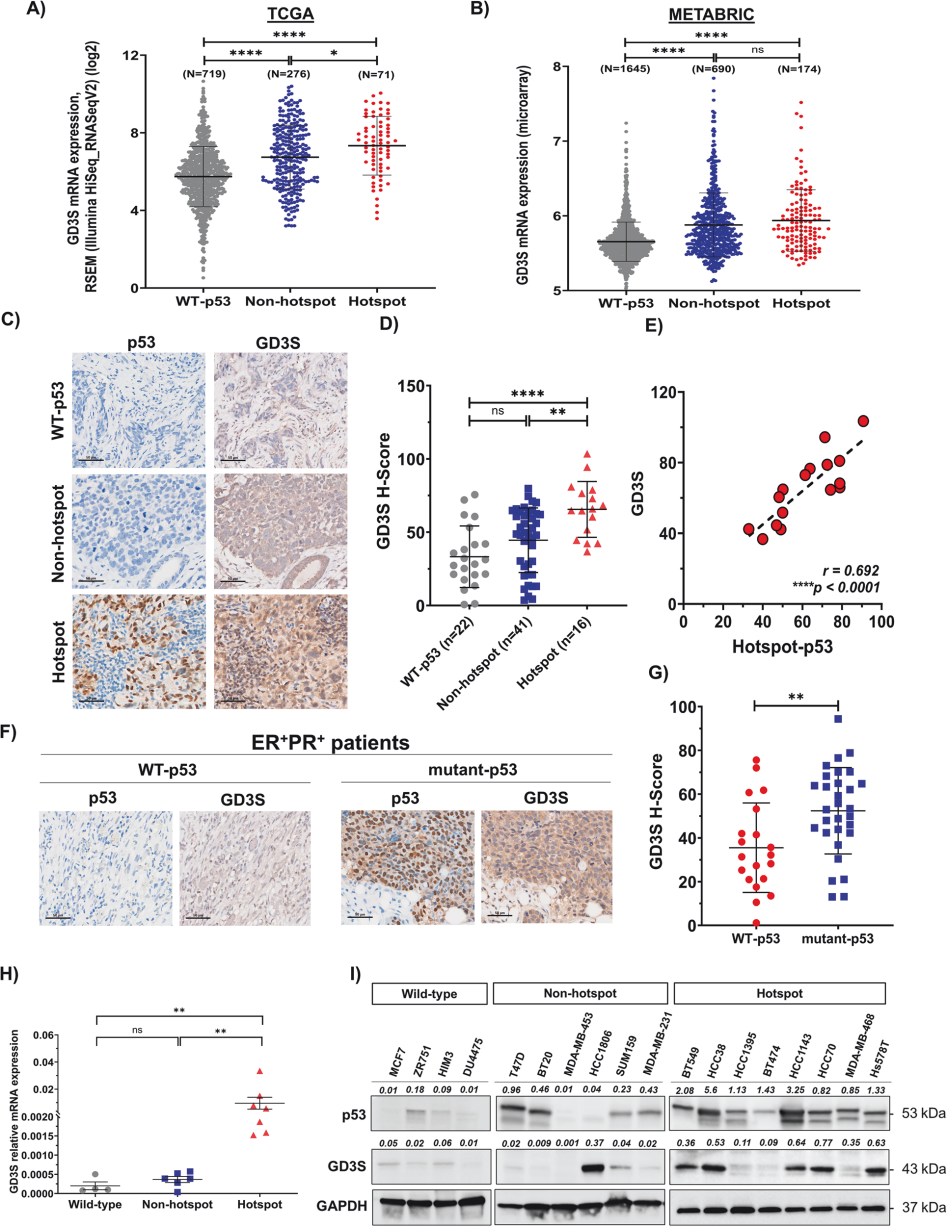
GD3S is overexpressed in breast cancer patients with p53 hotspot mutations. **A** In the TCGA and METABRIC breast cancer (BC) patient datasets, GD3S mRNA expression was correlated with p53 mutation status. In the TCGA dataset, GD3S mRNA expression was significantly higher in patients with p53 hotspot mutations (*n* = 71) than in patients with WT p53 (*n* = 719) or non-hotspot p53 mutations (*n* = 276). *P < 0.05; ****P < 0.0001. RSEM, RNA-seq by expectation-maximization. **B** Similarly, in the METABRIC dataset, GD3S expression was significantly higher in patients with non-hotspot (*n* = 690) or hotspot (*n* = 174) p53 mutations than in patients with WT p53 (*n* = 1645). ****P < 0.0001. **C** Representative IHC images of p53 and GD3S expression in archived FFPE samples from BC patients with WT p53 (*n* = 22), non-hotspot p53 mutations (*n* = 41), and hotspot p53 mutations (*n* = 16). **D** H-scores for GD3S expression in BC patients with different p53 expression status. **P = 0.006; ****P < 0.0001; ns, not significant. **E** Pearson correlation coefficient analysis revealed linear correlations between GD3S and p53 protein expression in patients with hotspot p53 mutations (*r* = 0.692). ****P < 0.0001. **F** Representative IHC images of p53 and GD3S expression in archived patient samples of ER^+^PR^+^ BC tissue with WT p53 (*n* = 20) or mutant p53 (*n* = 30). **G** H-scores for GD3S expression in the patient samples in (**F**). **P = 0.005. **H** Relative mRNA expression of GD3S in different BC cell lines with different p53 expression status. GD3S expression was significantly higher in cell lines with hotspot p53 mutations (*n* = 7) than in cell lines with WT p53 (*n* = 4) or non-hotspot p53 mutations (*n* = 6). **P = 0.02. **I** Western blotting for p53 and GD3S in breast cancer cell lines with WT p53 (*n* = 4), non-hotspot p53 mutations (*n* = 6), or hotspot p53 mutations (*n* = 8). GAPDH was used as a loading control. Throughout the figures, scale bar in IHC images represents 50 µm, and bar graphs show means and standard deviations.

Interestingly, we observed a similar phenomenon among a subset of estrogen and progesterone receptor–positive (ER^+^PR^+^) BC patients. Patients with p53 mutations (*n* = 30) in this subgroup had significantly elevated GD3S expression compared with those with WT p53 (n = 20; *P* = 0.005) (Fig. 1F, G). To further investigate the prognostic significance of GD3S in ER/PR^+^ breast cancer patients, we analyzed clinical parameters, including tumor grade, treatment details, and patient outcomes. Our analysis revealed that patients with p53 mutations spent a significantly shorter duration under treatment (29.03 ± 19.55 months) compared to those with WT p53 (73.95 ± 71.93 months, *P* < 0.05). This finding suggests that treatment was more effective in prolonging survival in WT p53 patients with lower GD3S expression, whereas patients with mutant p53 and high GD3S expression had poorer outcomes despite undergoing treatment (Table S1). In addition, among patients with p53 mutations, there was no significant difference in GD3S expression (*P* = 0.9) between ER^+^PR^+^ and TNBC patients (Fig. S1F and S1G). Together, these findings imply that GD3S expression in BC patients exhibits heterogeneity and is associated with p53 mutation status regardless of hormone receptor expression.

Next, to interrogate the effect of p53 mutations on the GD2 biosynthesis pathway, we first used the TP53 Cell Line Compendium to classify 24 available BC cell lines according to p53 mutation status (Table S2). Reverse phase protein array (RPPA) analysis of p53 expression levels from the MD Anderson Cell Lines Project (MCLP) revealed tightly regulated low p53 expression in cell lines with WT p53 (Fig. S2A). In contrast, cell lines with hotspot p53 mutations have the highest p53 expression levels and positively correlated with GD3S mRNA expression (Table S2, Figs. 1H and S2B). Moreover, flow-cytometry analysis unveiled differential expression of GD2^+^ and GD3^+^ cells among distinct BC cell lines characterized by different p53 mutation status (Table S2, Fig S2C and S2D). Compared to cell lines with WT p53, cell lines with p53 hotspot mutations had a significantly higher percentage of GD2^+^ cells (25.9% vs 3.4%; *P* = 0.02) as well as higher GD3S mRNA expression (*P* = 0.02). However, this was not observed with GD2 synthase (GD2S/*B4GALNT1*), indicating a strong correlation between GD3S expression and p53 mutation status (Figs. 1H and S2E).

To further validate the association between p53 mutation status and GD3S expression, we performed Western blotting to measure GD3S and p53 protein expression in 18 BC cell lines. In most cell lines with hotspot p53 mutations, both GD3S and p53 protein levels were upregulated, displaying a significant positive correlation (*r* = 0.85; *P* = 0.006) (Figs. 1I and S2F). In contrast, in cell lines with WT p53, both GD3S and p53 levels were reduced, showing a negative correlation (*r* = −0.12; *P* = 0.44). Conversely, a few cell lines with non-hotspot p53 mutations (T47D, BT20, SUM159, and MDA-MB-231) had elevated GD3S protein levels but very low p53 protein levels, resulting in a negative correlation, albeit a nonsignificant one (*r* = −0.43; *P* = 0.39). Taken together, these results indicate that GD3S expression in BC cells is strongly associated with specific p53 hotspot mutation status in both ER^+^ and TNBC subtypes.

### WT p53 downregulates GD3S expression

Since we found a substantial relationship between the presence of p53 mutations and the expression of GD3S and GD2 in BC cells, we sought to elucidate the regulatory role of WT p53 in GD3S expression. To achieve this, we used the MDM2 inhibitor nutlin-3a (N3a) to stabilize p53 expression [17, 18] in BC cell lines with WT p53 (DU4475, HIM3, ZR751, and MCF7). N3a treatment increased p53 protein expression in a dose-dependent manner (Fig. 2A). Interestingly, treatment with N3a also led to a dose-dependent decrease in GD3S mRNA expression and reduction in the percentage of GD2^+^ cells in all four cell lines (Fig. 2B). Compared with their untreated counterparts, DU4475 and HIM3 cells treated with N3a (up to 20 µM) had 21-fold and 3-fold reductions in GD3S expression, respectively, and MCF7 and ZR751 cells had 3.5-fold and 3-fold reductions in GD3S expression, respectively (*P* < 0.05) (Fig. 2B). These results suggest that stabilization of WT p53 exerts a dominant influence leading to GD3S downregulation and a subsequent reduction in the GD2^+^ BC stem cell population.

**Fig. 2:**
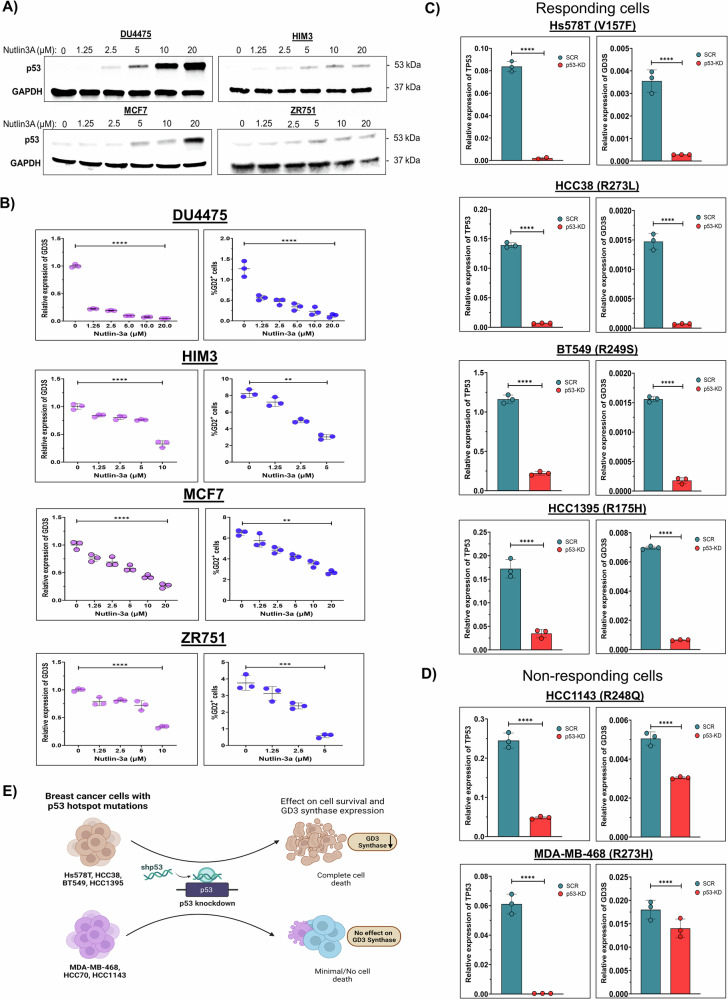
GD3S expression is inhibited in breast cancer cells with stabilized WT p53 and depleted mutant p53. **A** Western blotting for p53 and GAPDH (loading control) in DU4475, HIM3, MCF7, and ZR751 cells treated with different concentrations of nutlin-3a (0, 1.25, 2.5, 5, 10, or 20 µM) for 72 h. **B** Dose-dependent decreases in the relative mRNA expression levels of GD3S and the percentages of GD2-expressing cells were observed in HIM3, MCF7, and ZR751 cells treated with different concentrations of N3a for 72 h. **P < 0.01; ***P < 0.001; ****P < 0.0001. **C** In BC cell lines that responded to N3a (Hs578T, HCC38, BT549, and HCC1395) and have different p53 GOF mutations (V157F, R273L, R249S, and R175H, respectively), shRNA-mediated p53 knockdown significantly decreased GD3S (*ST8SIA1*) mRNA expression. ****P < 0.0001. **D** In BC cell lines that did not respond to N3a (HCC1143 and MDA-MB-468, with the p53 hotspot mutations R248Q and R273H, respectively) p53 knockdown only mildly decreased GD3S mRNA expression. ***P < 0.001; ****P < 0.0001. **E** Schematic diagram showing that p53 reduction significantly decreases GD3S expression and results in complete cell death in responding BC cells but has no or minimal effect on GD3S expression and cell death in non-responding BC cells.

### p53 GOF mutations confer a distinct survival advantage in breast cancer cells

Next, to investigate the effect of mutant p53 on GD3S expression, we knocked down p53 in BC cell lines with different p53 mutations (Hs578T, HCC38, BT549, HCC1395, HCC1143, HCC70, and MDA-MB-468) by transient overexpression of shRNA targeting p53 mRNA (Fig. S4A). Interestingly, three of the cell lines (Hs578T, HCC38, and BT549) did not survive p53 knockdown (Table S3), and we observed growth arrest in another cell line (HCC1395), indicating that these cell lines depend on mutant p53 for their survival. In addition, GD3S mRNA expression significantly decreased upon p53 knockdown in those four cell lines (*P* < 0.0001) (Figs. 2C and S3A, S3B), which suggests that these GOF p53 mutations (V157F, R273L, R249S, and R175H) have regulatory roles in modulating transcription of GD3S. In contrast, p53 knockdown did not impact proliferation or survival of MDA-MB-468, HCC1143, and HCC70 cells. Moreover, expression of GD3S was also not altered upon p53 knockdown in these cells (Figs. 2D and 3C), indicating that p53 hotspot mutants R273H in MDA-MB-468 cells and R248Q in HCC1143 and HCC70 cells may not directly regulate GD3S expression (Fig. 2E).

Previous studies have shown that mutant p53 exerts a dominant negative effect by interfering with the functions of the WT p53 in human cancers [19–22]. To investigate the influence of mutant p53 on WT p53, we induced the ectopic expression of mutant p53 (R175H and R249S) in MCF7 and ZR751 cells. To stabilize WT p53, we treated the same cells with N3a. We found that mutant p53 upregulated GD2 levels and GD3S expression (Fig. S4A–S4C). However, upon dose-dependent stabilization of WT p53 with N3a, GD2 levels and GD3S expression were significantly reduced, even in the presence of ectopically expressed mutant p53 protein. This indicates that the stabilization of WT p53 predominantly suppresses the effects of mutant p53 (*P* < *0.01*, *P* < 0.001, *P* < 0.0001). Next, to investigate the influence of WT p53 on mutant p53, we induced the transient expression of WT p53 in BT549, Hs578T, and HCC1395 cells. We found that exogenous expression of WT p53 in these BC cells with mutant p53 led to the downregulation of GD3S at both the mRNA and protein levels (*P* < 0.001, *P* < 0.0001; Fig. S4D, S4E). This observation challenges the established notion that mutant p53 exerts a dominant negative effect [19–22] and shows that WT p53 must be absent for the effects of mutant p53 to fully manifest.

### GD3S alone can inhibit p53-mediated apoptosis in breast cancer cells

To prevent mutant p53 knockdown–mediated cell death and validate the regulation of GD3S expression by p53, we generated stable doxycycline-inducible p53 shRNA–expressing versions of cell lines Hs578T (V157F) and BT549 (R249S) (Fig. S3A and S3B). These cells were further engineered to stably overexpress GD3S, enabling us to evaluate the effect of GD3S on mutant p53-dependent survival mechanisms in TNBC cell lines. To assess the role of GD3S in apoptosis resistance, we treated these inducible cell lines and their parental controls with or without doxycycline (1 µM) and monitored apoptotic responses via annexin V binding using the IncuCyte live-cell imaging system. As expected, p53 knockdown significantly increased annexin V fluorescence, indicating an apoptotic response in both Hs578T (V157F) and BT549 (R249S) cells. However, GD3S overexpression rescued cells from apoptosis, leading to a >70% reduction in annexin V–positive apoptotic cells compared to p53-knockdown EV controls (*P* < 0.001) (Fig. 3A–F). To further elucidate the mechanism of GD3S-mediated apoptosis inhibition, we analyzed caspase-3/7 activity, which represents executioner caspases and serves as a key indicator of late-stage apoptosis involving the intrinsic mitochondrial apoptotic pathway [23, 24]. Live-cell imaging revealed that GD3S overexpression significantly suppressed caspase-3/7 activation in p53-depleted Hs578T and BT549 cells, reinforcing its role in apoptotic resistance (*P* < 0.0001, Fig. S5A and S5B). Since caspase-3/7 activation requires mitochondrial outer membrane permeabilization and cytochrome c release, these findings suggest that GD3S inhibits both early (annexin V) and late (caspase-3/7) apoptosis via mitochondrial stabilization. Overall, these findings support a novel anti-apoptotic role of GD3S.

**Fig. 3:**
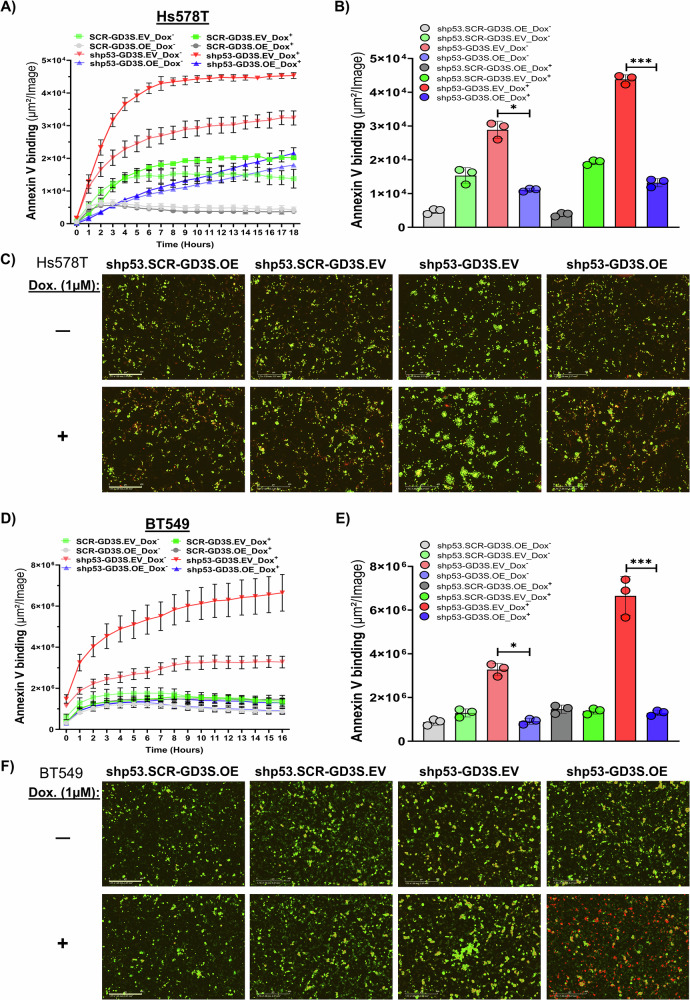
Increased GD3S expression counteracts the effect of p53 knockdown on the death of breast cancer cells with GOF p53 mutations. **A–F** Hs578T and BT549 cells expressing inducible p53-knockdown system were further genetically modified to stably overexpress GD3S and an empty vector (EV) control plasmid. Subsequently, these cells were treated with doxycycline (Dox;1 µM) to induce p53 knockdown. IncuCyte analysis of Hs578T cells (**A**, **C**) and BT549 cells (**D**, **F**) after p53 knockdown revealed that those without GDS3 overexpression had increased annexin V fluorescence compared with those overexpressing GD3S. Annexin V fluorescence levels were quantified using IncuCyte data analysis software. The representative images depict green pseudo-color for annexin v green staining, and the scale bar in IncuCyte images represents 400 µm. *P < 0.05; ***P < 0.001.

We endeavored to validate these findings using a xenograft mouse model by orthotopically implanting different clones of Hs578T and BT549 into the mammary fat pads of NSG mice. Given the inability of these cells to form tumors in vivo, we focused on evaluating the impact of GD3S on rescuing the tumor-promoting properties and clonogenic potential of these clones following p53 knockdown. We performed 3-dimensional (3D) tumor spheroid assays, mammosphere assays, and 2-dimensional (2D) colony-formation assays. After treatment with doxycycline to induce p53 knockdown, tumor spheroids comprising Hs578T and BT549 cells without GD3S overexpression completely disintegrated within 48 h, whereas those comprising cells with GD3S overexpression did not (Fig. 4A, B). Even with p53 knockdown, the mammosphere-forming and colony-forming abilities of GD3S-overexpressing Hs578T and BT549 cells showed no significant changes compared to cells without GD3S overexpression (Fig. S6A and S6B). These findings offer compelling evidence that GD3S acts as a suppressor of apoptosis in TNBC cells with specific GOF p53 mutations.

**Fig. 4:**
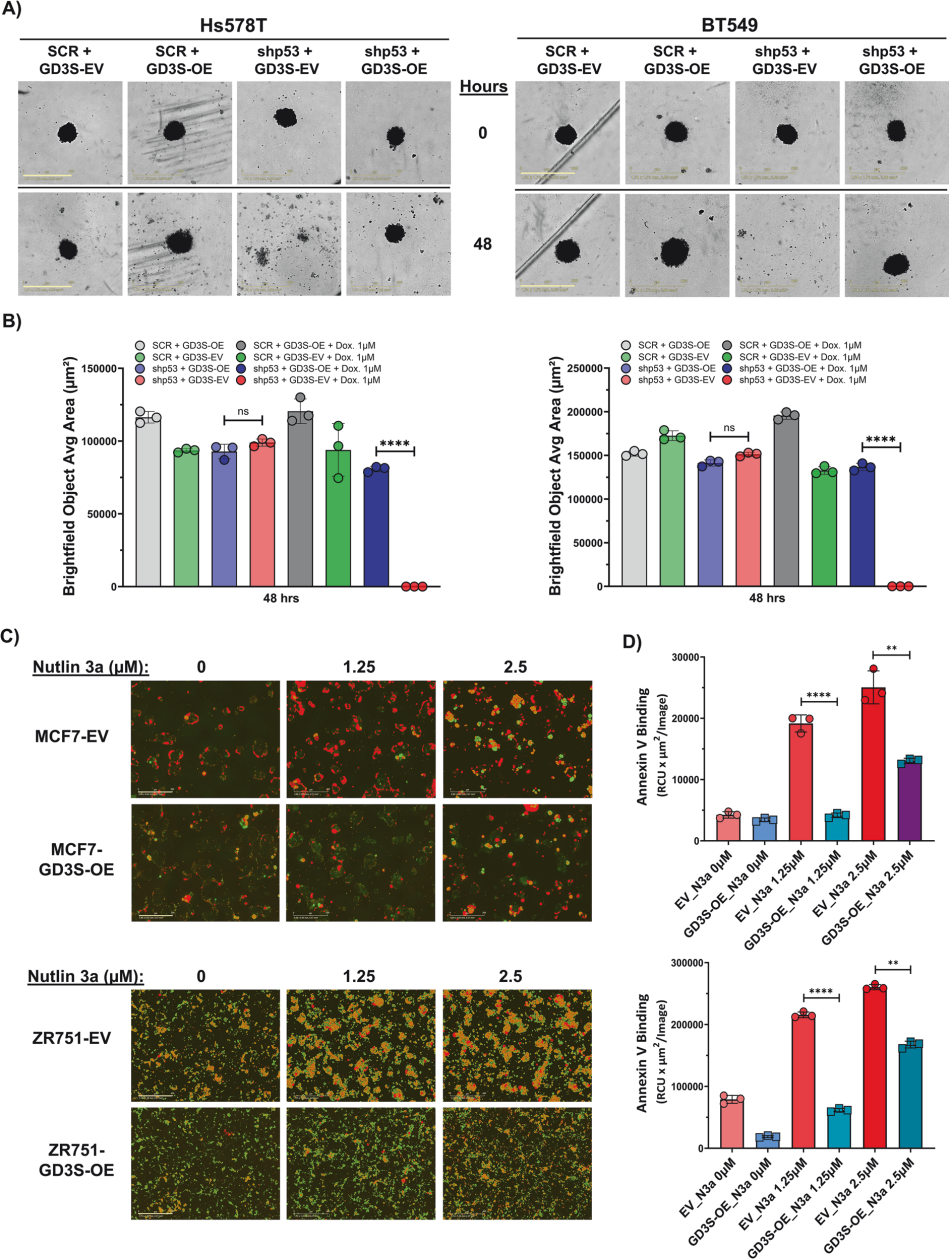
Elevated GD3S expression provides a survival advantage to breast cancer cells that have mutant or WT p53 and typically undergo p53-mediated cell death. **A**, **B** The effects of GD3S overexpression on the tumor spheroid–forming ability of Hs578T and BT549 cells were assessed after doxycycline (Dox) treatment to induce p53 knockdown. Representative IncuCyte brightfield images of tumor spheroids arising from Hs578T and BT549 clones with inducible p53 knockdown and with or without GD3S overexpression at 0 and 48 h are shown (Scale bar: Hs578T–800 µm, BT549–900 µm). The brightfield object areas for spheroids were quantified using IncuCyte data analysis software (**B**). **C** The effect of N3a (0, 1.25, or 2.5 µM) on the apoptosis of MCF7 and ZR751 cells with or without GD3S overexpression was assessed with annexin V binding using the IncuCyte system (Scale bar: MCF7–200 µm; ZR751–400 µm). **D** The annexin V fluorescence levels were quantified using IncuCyte data analysis software. The representative images depict red pseudo-color for annexin v red staining. ****P < 0.0001; **P < 0.01.

Next, to investigate the impact of GD3S on the apoptosis of ER^+^PR^+^ BC cells with WT p53, we subjected stable MCF7 and ZR751 cell lines with or without GD3S overexpression to different doses of N3a (0–2.5 µM). The apoptotic response following p53 stabilization was assessed via annexin V binding using the IncuCyte system. Apoptosis induced by p53 stabilization with N3a was significantly increased in a dose-dependent manner (*P* < 0.0001, *P* < 0.01) (Fig. 4C, D). Conversely, the apoptotic effect was diminished in GD3S-overexpressing cells, suggesting that GD3S helps protect cells against apoptosis induced by WT p53. Consistent with these findings, Caspase-3/7 IncuCyte analysis in MCF7 cells revealed a similar trend, where GD3S overexpression reduced Caspase-3/7 activation following N3a treatment (Fig. S5C). Together, these results establish a novel anti-apoptotic function of GD3S in BC cells, irrespective of p53 mutation status.

### WT p53 and p53 with GOF mutations exhibit distinctive transcriptional regulation of GD3S by directly binding to its promoter

Analysis of the GD3S promoter using the ConTra v3 web server (Ghent University, Belgium) revealed the presence of 5 conserved putative p53 binding sites in the >2.0-kilobase (kb) region across humans, chimpanzees, and gorillas (Fig. 5A) [25]. To determine whether p53 regulates GD3S promoter for its transcription, we cloned a more than 2.0-kb region of the GD3S promoter, spanning 2042 base pairs (bp) upstream and 236 bp downstream of the transcription start site, into a promoter-luciferase reporter plasmid (Fig. 5B). The GD3S promoter-luciferase construct and an EV control plasmid, along with Renilla luciferase as an internal control for normalization, were transfected into MCF7 and ZR751 cells. We then evaluated the promoter-luciferase activity in the presence or absence of various concentrations of N3a (0–10 µM) and found that increasing levels of WT p53 resulted in a dose-dependent repression of GD3S promoter activity in both cell lines (*P* < 0.0001) (Fig. 5C). To investigate the effect of mutant p53 on GD3S promoter activity, we introduced the GD3S promoter-luciferase construct along with control plasmids into Hs578T and BT549 cells stably transfected with a doxycycline-inducible p53 shRNA construct. Compared with the vehicle control, doxycycline (1 µM) induced knockdown of p53 significantly suppressed GD3S promoter activity. The promoter activities in Hs578T and BT549 cells were reduced by more than 5- and 4-fold, respectively (*P* < 0.0001) (Fig. 5D).

**Fig. 5:**
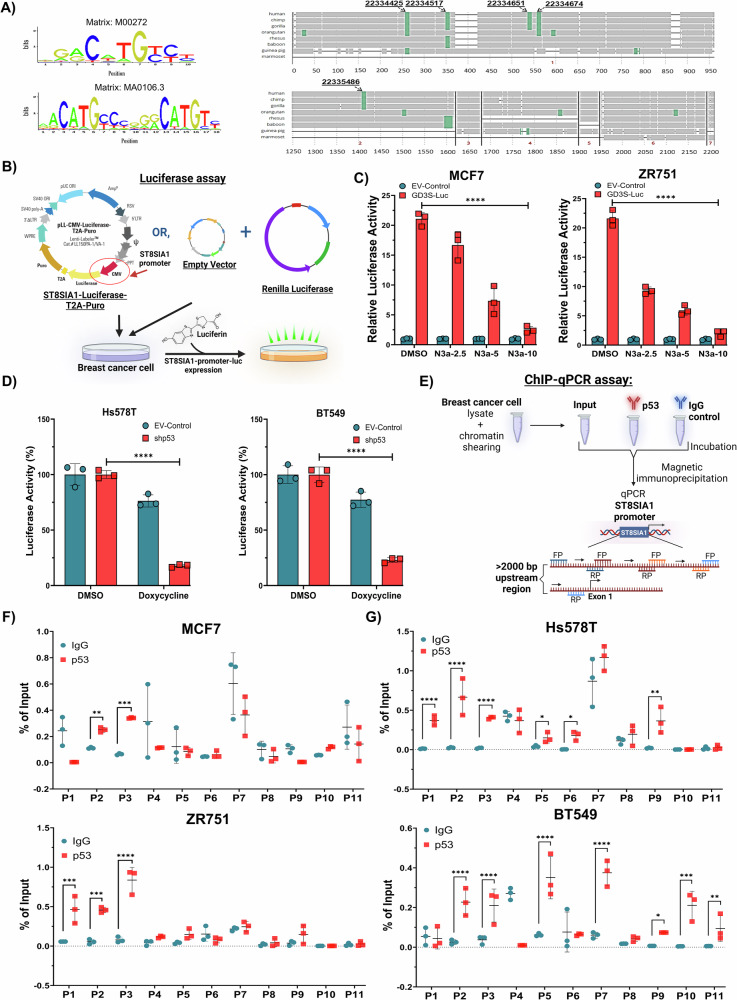
GD3S promoter activity is directly regulated by WT and mutant p53. **A** The ConTra v3 web server was used to identify consensus p53 binding sites on the upstream promoter regions and the conserved p53 binding regions in the more than 2000 nucleotides upstream of the GD3S promoter region across various species. **B** Schematic diagram illustrating the promoter-luciferase assay methodology. A luciferase reporter system was used to measure the luciferase activity directly regulated by the GD3S promoter after the cloning of more than 2000 nucleotides in the 5’ upstream promoter region of the GD3S gene. Luciferase activity was visualized through the transient expression of GD3S promoter-luciferase, EV-luciferase, and Renilla luciferase plasmids in BC cells. **C** MCF7 and ZR751 cells were transfected with GD3S-promoter-luciferase and control plasmids and then treated with increasing concentrations of N3a (0, 2.5, 5, and 10 µM) to assess the effect of p53 stabilization on GD3S promoter activity. Relative luciferase activity was measured after the luminescence of GD3S-promoter-luciferase was normalized to that of Renilla luciferase as the internal control. ****P < 0.0001. **D** Hs578T and BT549 cells with inducible p53 knockdown were transfected with GD3S-promoter-luciferase and control plasmids. The cells were then treated with doxycycline (1 µM) to induce p53 knockdown, and the effect of p53 knockdown on GD3S promoter activity was assessed. The luminescence of GD3S-promoter-luciferase was normalized to that of Renilla luciferase, and the fold decrease in luciferase activity was determined. ****P < 0.0001. **E** Schematic diagram illustrating the ChIP-qPCR assay methodology. FP, forward primer; RP, reverse primer. **F** ChIP-qPCR analysis showed a higher percentage of p53 binding enrichment on the specific GD3S upstream promoter region in MCF7 and ZR751 cells treated with an anti-p53 antibody than in those treated with the control non-immune IgG antibody. **P < 0.01; ***P < 0.001; ****P < 0.0001. **G** ChI*P*-qPCR analysis revealed a higher percentage of p53 binding enrichment on various regions of the GD3S upstream promoter in Hs578T and BT549 cells treated with an anti-p53 antibody than in those treated with the control non-immune IgG antibody. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Next, to determine direct binding of p53 to the GD3S promoter, we conducted a chromatin immunoprecipitation–quantitative PCR (ChIP-qPCR) assay. Magnetic IP was performed in cell lines with WT or mutant p53 to capture chromatin fragments bound to anti-p53 or immunoglobulin control antibody. The eluted chromatin was subjected to qPCR using the 11 primer pairs (Fig. 5E and Table S5). The ChIP-qPCR analysis demonstrated a notably increased percentage of input at the P1 and P2 primers in MCF7 cells and at the P1, P2, and P3 primers in ZR751 cells, signifying WT p53 enrichment at these specific regions of the GD3S upstream promoter in these cells (*P* < 0.01, *P* < 0.001, *P* < 0.0001) (Fig. 5F). However, the percentage of input was increased at the P1, P2, P3, P5, P6, and P9 primers in Hs578T cells and at the P2, P3, P5, P7, P9, P10, and P11 primers in BT549 cells, indicating distinct enrichment patterns of mutant p53 at the GD3S upstream promoter in cells with GOF p53 mutations (*P* < 0.05, *P* < 0.01, *P* < 0.001, *P* < 0.0001) (Fig. 5G). This highlights that both WT and mutant p53 can directly influence GD3S transcription by binding in distinct ways to its upstream promoter regions.

### GD3S overcomes WT p53–mediated tumor growth arrest in vivo

To investigate the role of GD3S in preventing p53-mediated apoptosis and promoting tumor growth in vivo, we implanted MCF7 cells stably overexpressing GD3S (MCF7-GD3S-OE) or EV control (MCF7-EV-CTRL) plasmids (2 × 10^6^ cells/mouse) into the mammary fat pads of NSG mice (NOD.Cg-Prkdc Il2rg/SzJ; *n* = 10 per group) under estradiol treatment (Fig. 6A). Once tumors were established (100 mm^3^), the mice were randomized to tumor size–matched treatment groups and received intraperitoneal injections of either N3a (5 mg/kg) or vehicle twice weekly for 7 weeks. Despite the loss of some mice for unexplained reasons, we observed that N3a treatment significantly decreased tumor growth in mice implanted with MCF7-EV-CTRL cells. However, there was no effect of N3a treatment on tumor growth in mice implanted with GD3S-overexpressing MCF7 cells (*P* < 0.001) (Fig. 6B, C). IHC analysis for p53 and GD3S in the resected tumor samples confirmed that N3a treatment stabilized p53 in both the MCF7-EV-CTRL and MCF7-GD3S-OE mice groups (*P* < 0.05, *P* < 0.01). Notably, substantial GD3S expression was observed exclusively in the MCF7-GD3S-OE group, and there was no significant alteration in GD3S expression after N3a treatment in the GD3S-overexpressing group (Fig. 6D). These findings reinforce our in vitro observations and illustrate that GD3S effectively suppresses WT p53–mediated apoptosis and promotes tumor growth in vivo, demonstrating the pro-tumorigenic potential of GD3S.

**Fig. 6:**
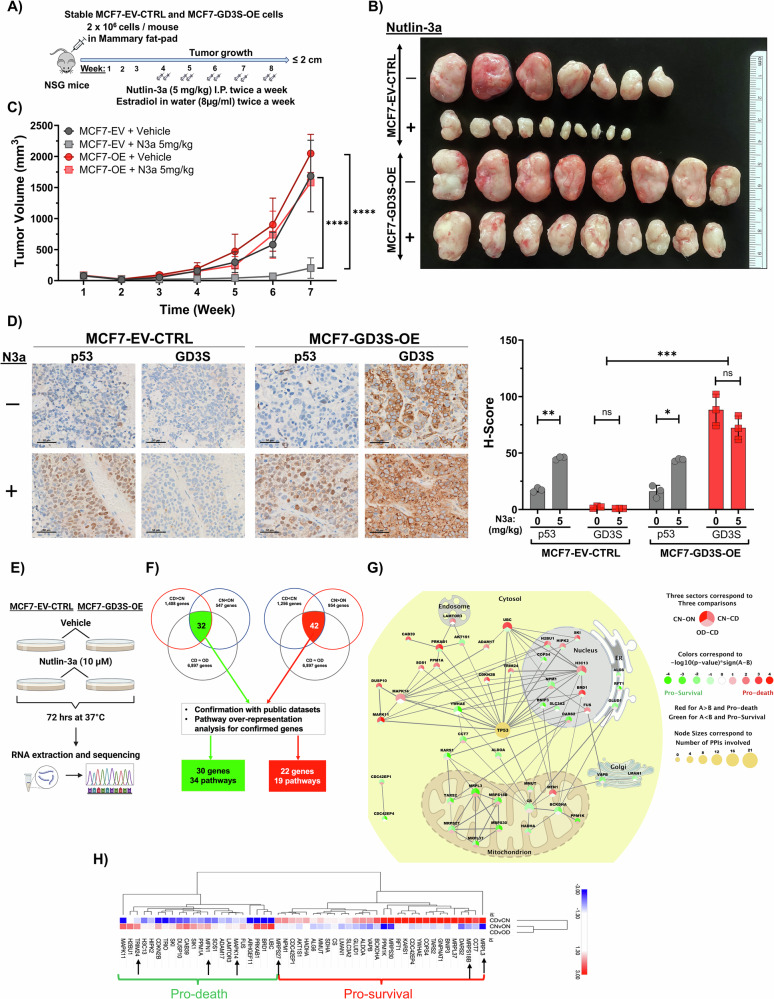
GD3S overexpression diminishes p53-mediated apoptosis in xenograft models by downregulating pro-death gene signature. **A** Schematic diagram illustrating the studies with MCF7 cell–derived xenografts with (MCF7-GD3S-OE) or without (MCF7-EV-CTRL) GD3S overexpression implanted into the mammary fat pads of female NSG mice (NOD.Cg-Prkdc Il2rg/SzJ; *n* = 10 per group), which were given estradiol in drinking water at a final concentration of 8 µg/mL. After tumors became palpable (~80 mm^3^), mice were randomized to receive N3a (5 mg/kg) or vehicle treatments. I.P. intraperitoneal. **B**, **C** Tumor volumes were measured twice weekly using calipers. When the diameters of their tumors were approximately 2 cm (~8 weeks after cell implantation), the mice were euthanized, and the tumors were imaged and weighed. ***P < 0.001. **D** Tumor samples were fixed in formalin, and IHC was used to assess p53 and GD3S expression, which was visualized with a Vectra Polaris microscope (Scale bar −50 µm) and quantified using Visiopharm image analysis software. ns = non-significant; *P < 0.05; **P < 0.01; ***P < 0.001. **E** Schematic diagram showing treatment conditions for RNA sequencing. **F** Venn diagram illustrates genes and related pathways after applying statistics and machine learning MATLAB toolbox for the enrichment. Conditions are labeled as follows: CD = control plasmid + DMSO, OD = GD3S-overexpression + DMSO, CN = control plasmid + N3a, ON = GD3S-overexpression + N3a. **G** Protein-protein interaction (PPI) network model connecting 52 of the 74 target genes. Each node represents a protein, and each node split into 3 sectors, representing log2 fold changes in all 3 categories with vs. without N3a treatments. Green represents pro-survival genes, red indicates pro-death genes for the top two sectors, and deeper colors indicate larger absolute values. **H** Heatmap displaying 52 genes categorized into pro-survival (*n* = 30) and pro-death (*n* = 22), with a black arrow indicating the chosen gene signature for validation through qPCR (refer to Fig. S7C and S7D).

### GD3S enhances mitochondrial activity to resist p53-induced cell death

Our investigation revealed that GD3S is a novel resistance factor in p53-mediated apoptosis in BC. 

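ST8SIA1, the gene for GD3S, was much higher in the GD3S-OE libraries than in the EV libraries with either treatment. It lies on chromosome 12 of GRCh38 from 22063773 to 22334714. Its level was 0.353 ± 0.223 FPKM (SD, n = 3 libraries) in EV cells with DMSO and 89.8 ± 24.4 FPKM (SD, n = 3) in GD3S-OE cells with DMSO. With N3a it was at 0.173 ± 0.286 FPKM (SD, n = 3; 0.503, 0.00415 and 0.0116 FPKM in replicates 1, 2 and 3) in EV cells and at 271 ± 7.21 FPKM (SD, n = 3) in GD3S-OE cells. Each GD3S-OE library exceeded each EV library of the same treatment (exact two-sided permutation test, p = 0.1 with DMSO and p = 0.1 with N3a, the smallest p that 3 libraries against 3 allow). The overexpression labels of all 12 libraries were borne out in this way. MCF7 is a luminal, estrogen receptor-positive breast cancer line, and N3a (nutlin-3a) blocks the binding of MDM2 to p53 and so stabilizes p53. Cells with the EV control plasmid or the GD3S plasmid received DMSO or 10 µM N3a for 72 h, which gave 4 groups of 3 libraries. The paper's Methods state that the cells were cultured in triplicate. The authors trimmed paired-end poly(A) reads with cutadapt, mapped them with HISAT2 to the human genome of Ensembl release 107 and estimated expression with StringTie and ballgown. The deposited table gave FPKM, fragments scaled to gene length and library size, and counts for 37626 Ensembl genes, with 63236921 to 88493223 counts per library. From it, the counts were scaled by TMM and the 4 groups were compared in 1 model by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study's own criteria were applied to FPKM. The main tests, the gene lists and the rule for the genes to be named were set before the data were examined. The paper's figures had been seen when that rule was written. Tests chosen after seeing the data are marked as such.

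**Figure D1:**
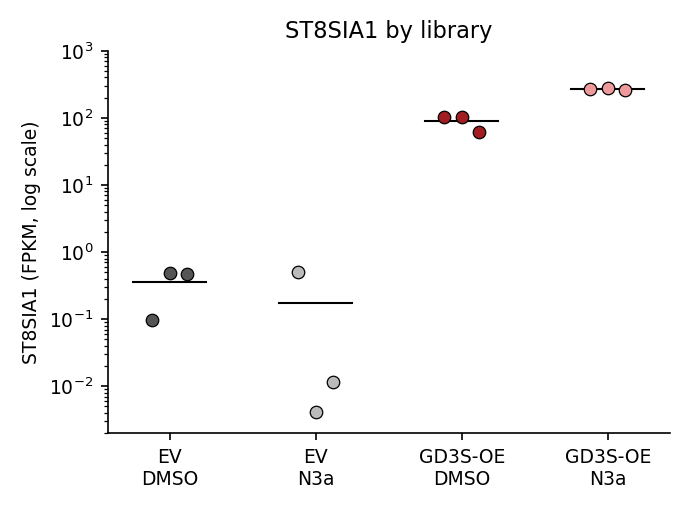
ST8SIA1 in FPKM on a log axis for the 12 libraries of EV and GD3S-OE MCF7 cells with DMSO or N3a. Points are libraries and horizontal lines are group means, which were 0.353, 0.173, 89.8 and 271 FPKM from left to right.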

To elucidate the downstream anti-apoptotic mechanism of GD3S, we treated MCF7 cells stably expressing the GD3S-overexpression plasmid or its EV-control plasmid with N3a, followed by RNA extraction and sequencing (Fig. 6E). After filtering for transcripts with average fragments per kilobase per million lower than 1.00, we identified 12,373 unique genes. Among these, utilizing the statistics and machine learning toolbox, we further identified 74 genes that were differentially expressed between each pair of conditions (including conditions with and without GD3S overexpression and with and without N3a treatment). These were subsequently refined by the identification of 52 genes associated with mitochondrial activity and cell death, highlighting a panel of 30 pro-survival and 22 pro-death genes (Fig. 6F). Moreover, protein-protein interaction network analysis using STRING pathway analysis revealed interactions of these 52 genes across diverse subcellular compartments (Fig. 6G). 

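N3a changed the expression of 7162 genes in EV cells, of which 3650 were higher and 3512 lower. In GD3S-OE cells 2643 genes were higher with N3a and 2483 lower. NHLH2, a basic helix-loop-helix transcription factor, rose in both lines, with a log2 fold change of 6.10 (standard error 0.48, adjusted p = 8.31e-07) in EV cells and 6.92 (standard error 0.53, adjusted p = 1.52e-06) in GD3S-OE cells. FBXW10B, an F-box protein gene, rose by 6.55 on the log2 scale in EV cells. TNFRSF10C, a decoy receptor for the death ligand TRAIL, and CYGB, which encodes cytoglobin, rose by 4.28 and 5.12 in GD3S-OE cells. PIF1, a DNA helicase, had log2 fold changes of -9.62 in EV cells and -6.20 in GD3S-OE cells, and SPC25, a part of the kinetochore, of -8.15 and -6.19. Of the genes called in both lines, 3782 changed in the same direction and 179 in opposite directions.
GD3S overexpression itself went with 1195 higher and 1500 lower genes in DMSO, and with 2371 higher and 2550 lower genes under N3a. This balance depended on the method, with 2075 higher and 1176 lower genes in DMSO and 3265 and 2042 under N3a once each library's trend with gene length was removed, a step chosen after seeing the data. With limma on log2(FPKM + 1) the numbers were 880 and 1969 in DMSO and 1825 and 3338 under N3a. The median log2 value of all genes in DMSO moved along, from -0.00034 in the main fit to 0.12 with the trend removed and -0.08 with limma. The balance thus went with a shift of all genes. The number of calls also rested on the spread shared over the 4 groups. With only the compared groups in the fit, 1028 genes were called in DMSO in place of 2695, and 7275 under N3a in place of 4921. TM4SF1, a membrane protein of the tetraspanin superfamily, and UBE2E2, a ubiquitin-conjugating enzyme, were higher in GD3S-OE than in EV cells in DMSO by 3.82 and 3.72 on the log2 scale. HSPB8, a small heat shock protein, was at 155 ± 8.36 FPKM (SD, n = 3) in EV cells and 5.51 ± 0.382 FPKM (SD, n = 3) in GD3S-OE cells in DMSO. The mitochondrial malic enzyme ME3 and the synaptic vesicle protein SV2A were lower in GD3S-OE cells, with log2 fold changes of -5.66 and -8.27 in DMSO. The lipid transporter ABCA4 was higher under N3a, with a log2 fold change of 7.38. The N3a response differed between the lines for 2106 genes (interaction term of edgeR's model). The log2 change was more positive in GD3S-OE cells for 1213 of them and more negative for 893. For 2014 of the 2106 this difference ran against the direction of the EV response. The EV libraries enter the difference as well as the EV response, which by itself favors opposite directions.
All calls were at an adjusted p under 0.05 from edgeR's quasi-likelihood test over the 12362 genes with a mean of at least 1 FPKM. The 2 groups did not overlap for 8796 genes (71.2%) with N3a in EV cells and 3845 genes (31.1%) with GD3S in DMSO, where chance gives 10% for 3 libraries against 3. Without GD3S-OE N3a replicate 2 the number of genes called with N3a in GD3S-OE cells was 3365, and without EV N3a replicate 3 the interaction was called for 1325 genes.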

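The study's criteria, applied to the deposited FPKM values, were met by 324 genes. N3a lowered 98 of them in EV cells, and these were higher in GD3S-OE than in EV cells under N3a. It raised the other 226, which were lower in GD3S-OE cells under N3a. HDGF, a growth factor, was at 139 ± 4.51 FPKM (SD, n = 3) in EV cells with DMSO, 51.0 ± 1.01 FPKM (SD, n = 3) in EV cells with N3a and 83.9 ± 5.52 FPKM (SD, n = 3) in GD3S-OE cells with N3a. PPM1K, a mitochondrial matrix phosphatase, fell in EV cells with a log2 fold change of -1.35 (standard error 0.14, adjusted p = 9.90e-06 from edgeR) and was higher in GD3S-OE cells under N3a by 1.42 (standard error 0.14, adjusted p = 1.41e-05). SLC25A3, the mitochondrial phosphate carrier, and PTDSS1, a phosphatidylserine synthase, were higher in GD3S-OE cells under N3a by 0.80 and 1.27 on the log2 scale.
Among the 226 genes of the other direction, CABYR, a calcium-binding protein, was at 4.64 ± 0.546 FPKM (SD, n = 3) in EV cells and 2.83 ± 0.533 FPKM (SD, n = 3) in GD3S-OE cells under N3a. This is a log2 fold change of -0.62 (standard error 0.16, adjusted p = 0.0101 from edgeR), and without EV N3a replicate 2 the adjusted p was 0.0520 (0.00115 to 0.0721 over all alternatives). SLC16A9, a monocarboxylate transporter, had a log2 fold change of -0.35 (standard error 0.16, adjusted p = 0.105 from edgeR; 0.0238 to 0.437 over all alternatives) between the lines under N3a. For the difference between the lines under N3a, edgeR called all 98 genes of the first direction and 79 of the 226 genes of the second. The median log2 fold change in DMSO from edgeR was 0.31 for the first direction and -0.21 for the second. In mean FPKM, all 324 genes differed between the lines in DMSO in the same direction as under N3a, against 8114 of all 12362 genes. The criterion on the interaction favors such genes. The criteria thus do not single out genes that differ between the lines only under N3a.
The number of genes of the first direction was 60, 63 and 64 without EV N3a replicates 3, 1 and 2, 65 without GD3S-OE N3a replicate 1 and 191 without GD3S-OE DMSO replicate 3.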

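All 30 pro-survival genes were lower with N3a in EV cells and higher in GD3S-OE than in EV cells under N3a. Their median log2 fold change was -0.89 with N3a in EV cells and 0.74 between the lines under N3a, where the values ran from 0.34 to 1.96. The largest difference was that of DARS2, a mitochondrial aspartyl-tRNA synthetase, which was at 4.98 ± 0.0833 FPKM (SD, n = 3) in EV cells and 18.3 ± 0.917 FPKM (SD, n = 3) in GD3S-OE cells under N3a. ALDOA, a glycolytic enzyme, and GLUD1, the mitochondrial glutamate dehydrogenase, were higher in GD3S-OE cells under N3a by 1.11 and 0.84 on the log2 scale. N3a also lowered 20 of the 30 genes in GD3S-OE cells, and all 30 had negative values there. In DMSO 9 of the 30 were already called higher in GD3S-OE cells, and all 30 had positive values, with a median of 0.30.
Of the 22 pro-death genes, 21 rose with N3a in EV cells, at a median log2 fold change of 0.70, and 10 were lower in GD3S-OE than in EV cells under N3a, while 12 did not pass this test. The median log2 fold change between the lines was -0.43. SIK1, a salt-inducible kinase, was among the 10, with a log2 fold change of -1.14 (standard error 0.25, adjusted p = 0.00378). In DMSO, 21 of the 22 genes had negative values between the lines, with a median of -0.25, and 3 were called lower. With N3a in GD3S-OE cells all 22 had positive values, and 12 were called higher. MAPK11, a p38 MAP kinase, rose in EV cells by 1.32 (standard error 0.16, adjusted p = 2.28e-05) and had a log2 fold change of -0.30 (standard error 0.15, adjusted p = 0.138) between the lines under N3a. It passed with limma on log2(FPKM + 1) (adjusted p = 0.0283; 0.0283 to 0.493 over all alternatives).
Gene symbols were read from Fig. S7A and S7B, and calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. All 52 genes met the study's criteria here, but 16, 17 and 18 did without EV N3a replicates 2, 3 and 1, and 18 with log2(FPKM + 1) in the criteria. Because the panel was chosen on these libraries its directions are not independent evidence.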

A ConsensusPathDB 5 (Release 35) analysis of the 52 genes revealed 34 pathways overrepresented (*P* < 0.01) by the 30 pro-survival genes and 19 pathways overrepresented by the 22 pro-death genes (Figs. 6H and S7A, S7B). 

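Mitochondrial translation genes were the groups over-represented among the genes that N3a lowered and that were higher in GD3S-OE cells. The lists were written partly from the pathways the paper discusses. All genes named here are in its panel, which was chosen on these libraries, so the tests are not independent evidence. Of 78 mitochondrial ribosomal protein genes, 5 were among the 98 genes of this direction, where 0.618 were expected, namely MRPL3, MRPL37, MRPS18B, MRPS27 and MRPS30 (one-sided Fisher's exact test, adjusted p = 0.00982). Of 19 mitochondrial aminoacyl-tRNA synthetase genes, 3 were among them, where 0.151 were expected, namely DARS2, KARS1 and TARS2 (adjusted p = 0.00982, Fisher's exact test). All 8 of these genes were higher in GD3S-OE than in EV cells under N3a by edgeR. So were all 98 genes of this direction, which the criteria select for that difference, and the calls add no support. MRPL37, a protein of the large mitochondrial ribosomal subunit, had a log2 fold change of 0.85 and MRPS30 of 0.76. The tricarboxylic acid cycle was represented by CS and SDHA (adjusted p = 0.0900, Fisher's exact test).
Among the 226 genes that N3a raised and that were lower in GD3S-OE cells, 3 of 15 genes of p38 MAPK signaling were found, namely MAPK11, MAPK14 and the dual-specificity phosphatase DUSP10, where 0.274 were expected (adjusted p = 0.0358, Fisher's exact test). By edgeR DUSP10 was lower in GD3S-OE cells under N3a (adjusted p = 0.0245; 0.00648 to 0.128 over all alternatives), while MAPK11 (0.138) and MAPK14 (0.0657) did not pass.
Adjustment was over 23 lists and both directions, against the 12362 genes past the expression filter. By edgeR, N3a lowered 45 of the 78 ribosomal and 11 of the 19 synthetase genes in EV cells, against 3512 of all 12362. The fall with N3a, which the criteria require, thus by itself favors these 2 lists. Fisher's exact test takes genes as independent, whereas camera estimated a correlation of 0.55 within the mitochondrial ribosome list. As whole lists, the ribosome, the synthetases and p38 MAPK signaling did not pass between the lines under N3a. Camera gave adjusted p = 0.0684, 0.105 and 0.423, and 0.905, 0.366 and 0.641 with an estimated correlation. With log2 FPKM values in the study's criteria the adjusted p was 0.0308 for the mitochondrial ribosome, 0.227 for the synthetases and 1 for p38 MAPK signaling, and without the criterion on the interaction it was 0.171, 0.129 and 0.281.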

Validation of RNA-sequencing data through qPCR for selected genes demonstrated significantly decreased expression of pro-death genes *MFN1*, *MAPK14*, and *TRIM24* in N3a-treated GD3S-overexpressing (MCF7-OE-N3a) cells compared to controls (MCF7-EV-N3a) (*P* < 0.001; Fig. S7C). Conversely, we observed upregulation of pro-survival genes *MRPL3*, *MRPS27*, and *MRPS18B* in GD3S-overexpressing MCF7 cells (*P* < 0.001; Fig. S7D). These results highlight the critical role of GD3S in alleviating apoptosis and cell death mediated by WT p53.

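N3a raised direct p53 target genes and lowered cell cycle genes in both lines. Of 34 measured p53 targets, 32 rose in EV cells (33 adjusted over the list alone) and 30 in GD3S-OE cells (30 adjusted over the list alone), and none fell. CDKN1A, the cyclin-dependent kinase inhibitor p21, went from 86.7 ± 14.6 to 1225 ± 43.1 FPKM (SD, n = 3 each) in EV cells and from 50.0 ± 2.31 to 984 ± 50.9 FPKM (SD, n = 3 each) in GD3S-OE cells. All 40 cell cycle genes fell in either line, among them the mitotic kinase AURKA, with log2 fold changes of -3.16 in EV and -2.33 in GD3S-OE cells, and the mitotic cyclin CCNB2, with -5.79 and -4.50. Under N3a, 18 p53 targets were lower and 2 higher in GD3S-OE than in EV cells (18 and 2 adjusted over the list alone), and 27 cell cycle genes were higher and 1 lower (28 and 1 adjusted over the list alone).
The p53 targets TP53I3, an oxidoreductase, MDM2, the ubiquitin ligase of p53, BTG2, an antiproliferative protein, and SPATA18, a regulator of mitochondrial quality, rose by 5.12, 4.62, 3.43 and 3.51 on the log2 scale in EV cells and by 4.07, 3.74, 2.24 and 4.10 in GD3S-OE cells. Under N3a, MDM2 was lower in GD3S-OE cells by a log2 fold change of -0.95 and BTG2 by -0.86, and the cyclin CCNG1 was higher by 1.15. CDKN1A had a value of -0.23 (standard error 0.13, adjusted p = 0.205), and it passed as lower with limma on log2(FPKM + 1) (0.0476) and with quantile normalization (0.00186; 0.00186 to 0.692 over all alternatives). The list of p53 targets as a whole was lower in GD3S-OE cells under N3a (camera, adjusted p = 0.00254), and adjusted p = 0.0873 with an estimated correlation. Its N3a response was smaller in GD3S-OE cells by the interaction term (adjusted p = 0.0269, camera; adjusted p = 0.187 with an estimated correlation; 0.121 without EV DMSO replicate 3; 0.00130 to 0.187 over all alternatives), with 6 genes lower and 2 higher. The cell cycle list was higher in GD3S-OE cells under N3a (adjusted p = 1.51e-12, camera) and fell less in GD3S-OE cells by the interaction term (adjusted p = 6.43e-19, camera). RRM2, a subunit of ribonucleotide reductase, and CDC45, a replication factor, were higher in GD3S-OE cells under N3a by 3.87 and 2.64. PCNA, the sliding clamp, was lower by a log2 fold change of -1.05.
Of 27 measured pro-apoptotic genes, 10 rose and 8 fell with N3a in EV cells (10 and 9 adjusted over the list alone), and 6 rose and 6 fell in GD3S-OE cells (6 and 7 adjusted over the list alone). BBC3, which encodes PUMA, and BMF, both BH3-only proteins, rose by 3.55 and 2.48 in EV cells. Both were lower in GD3S-OE than in EV cells under N3a, with log2 fold changes of -1.83 (standard error 0.18, adjusted p = 1.06e-05) and -2.71 (standard error 0.16, adjusted p = 2.25e-07). The BCL2 family members BCL2L11 and BOK fell in EV cells, with -1.42 and -1.57. The TRAIL receptor TNFRSF10B rose by 1.96 in GD3S-OE cells. Under N3a, 9 pro-apoptotic genes were lower and 3 higher in GD3S-OE cells (9 and 3 adjusted over the list alone; list adjusted p = 0.0599, camera), and adjusted p = 0.401 with an estimated correlation. The interaction term of this list had an adjusted p = 0.267 (camera), with 6 genes lower and 3 higher.
Of 11 measured anti-apoptotic genes, 4 rose and 2 fell with N3a in EV cells (4 and 2 adjusted over the list alone), and 3 were higher and 5 lower in GD3S-OE cells under N3a (3 and 5 adjusted over the list alone; list adjusted p = 0.926, camera). BCL2L1, which encodes BCL-XL, rose by 1.51 and 1.20 in the EV and GD3S-OE lines. The caspase inhibitor XIAP was higher in GD3S-OE cells under N3a by 1.64, and BCL2 was lower, with -1.26. BIRC5, which encodes survivin and is also a mitotic gene, fell with -6.92 and -5.37.
Single-gene calls are from edgeR's quasi-likelihood test. Camera compared each list with all other genes at a preset correlation, with Benjamini-Hochberg adjustment over 105 list tests. The list of pro-apoptotic genes passed under N3a without EV N3a replicate 2 (adjusted p = 0.0456), EV N3a replicate 3 (0.0412) or GD3S-OE N3a replicate 1 (0.0330), against 0.0330 to 0.401 over all alternatives. From the pro-survival and pro-death genes of these libraries, together with qPCR of selected genes, the paper concludes that GD3S has a critical role in alleviating the apoptosis and cell death that WT p53 mediates. Its other evidence in MCF7 cells is from annexin V and caspase-3/7 assays, xenografts treated with N3a, oxygen consumption and mitochondrial membrane potential. Those data were not examined here. GAPDH, the reference of the qPCR, was itself higher in GD3S-OE than in EV cells under N3a in these libraries.

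**Figure D2:**
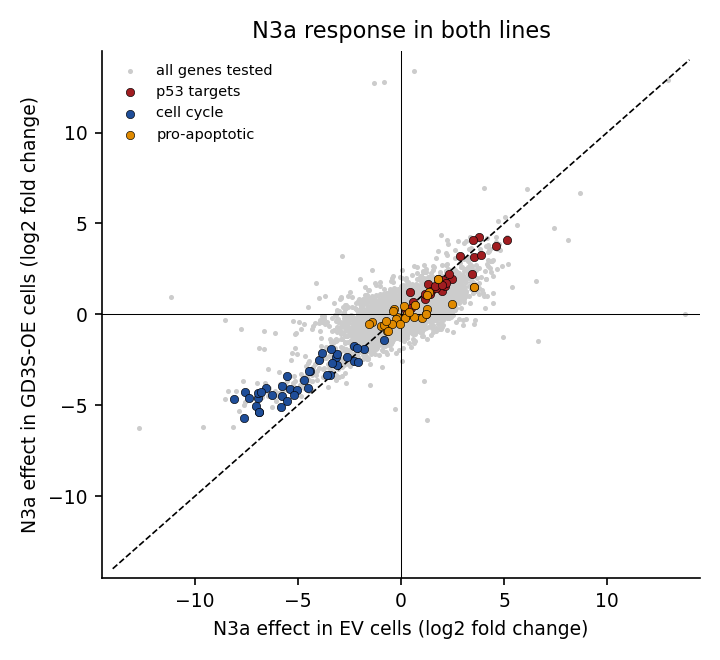
Log2 fold change with N3a in EV cells (horizontal axis) and in GD3S-OE cells (vertical axis) for 12362 genes, with p53 targets, cell cycle genes and pro-apoptotic genes in color. The dashed line marks equal responses. The p53 targets lie at positive values in EV cells and the 40 cell cycle genes at negative values in both lines. The fitted change was smaller in size in GD3S-OE cells for 26 of 34 p53 targets and 36 of 40 cell cycle genes. Of all 7162 genes called in EV cells, 6111 (85.3%) had a smaller or reversed change by the sign of the interaction. A smaller change is therefore not particular to these lists. Simulations with equal responses gave 59.9% to 61.6%.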

To determine the functional role of GD3S in WT p53–mediated apoptosis, we conducted a Seahorse assay to evaluate oxygen consumption rate (OCR) and mitochondrial stress. Notably, N3a-treated cells overexpressing GD3S exhibited enhanced mitochondrial respiration (basal and maximal) compared to those with the EV-control plasmid (*P* < 0.0001; Fig. 7A). The investigation into mitochondrial activity was further extended to the mitochondrial membrane potential (MMP; ΔΨm) using the JC-1 cationic dye. Consistent with our previous observations, GD3S overexpression in MCF7 cells led to an increase in MMP, counteracting the impact of WT p53 stabilization. This was evidenced by a significant shift from the green fluorescent monomeric form to the red fluorescent J-aggregate, indicating a markedly polarized mitochondrial state in MCF7-GD3S-OE cells compared to EV-control cells (*P* < 0.001; Fig. 7B, C). Next, we investigated whether GD3S loss alters mitochondrial function in BT549 and SUM159 cells, which harbor mutant p53. CRISPR-Cas9-mediated GD3S knockout significantly reduced OCR in BT549 and SUM159 cells, emphasizing the critical role of GD3S in mitochondrial dynamics (Fig. 7D). Consistently, the deletion of GD3S induced mitochondrial stress, as evidenced by a shift from the red fluorescent J-aggregate to the green fluorescent monomeric form, indicating decreased MMP in BT549 and SUM159 GD3S-knockout cells compared to controls (*P* < 0.0001; Fig. 7E, F).

**Fig. 7:**
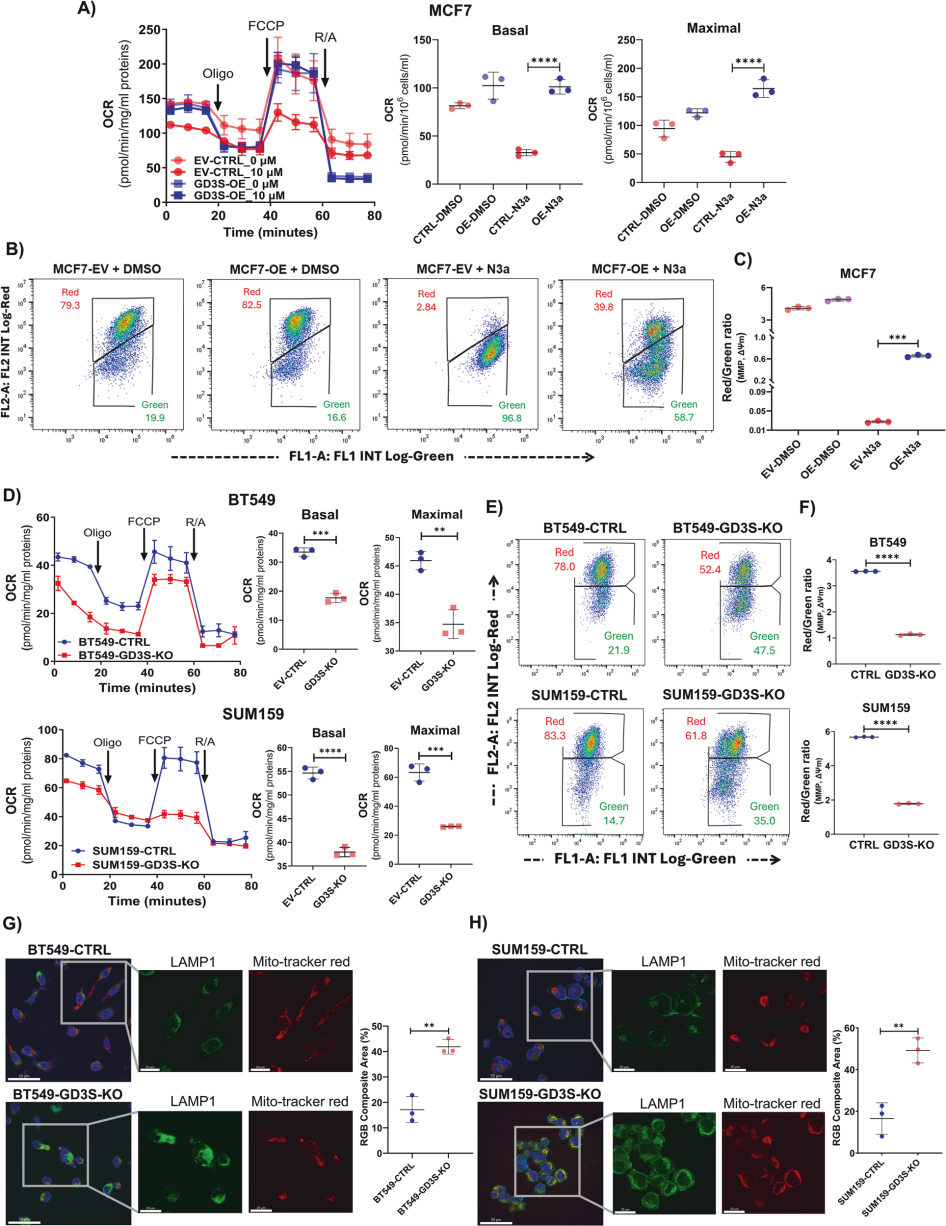
GD3S enhances mitochondrial activity to evade p53-induced apoptosis in breast cancer. **A** Seahorse assay indicating basal and maximal oxygen consumption rates (OCR) in MCF7 control and GD3S overexpressing cells after N3a treatment (10 µM). Oligo Oligomycin, FCCP Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone, R/A Rotenone/Antimycin A. ****P < 0.0001. **B**, **C** The representative flow cytometry dot-blot image depicts the mitochondrial membrane potential (MMP; ΔΨm) in MCF7 cells with stable GD3S overexpression and control plasmid, stained with the JC-1 cationic dye, following treatment with vehicle (DMSO) and N3a (10 µM). The graph illustrates the ratio of the red J-aggregate to the green monomeric form of JC-1 treated with N3a (10 µM) for 48 h (**C**). ***P < 0.001 **D** Seahorse assay indicating basal and maximal oxygen consumption rates in BT549 and SUM159 cells after CRISPR-Cas9–mediated deletion of GD3S compared to their controls. *P < 0.05; **P < 0.01; ***P < 0.001. **E**, **F** The flow cytometry image displays a comparative assessment of MMP in BT549 and SUM159 cells with GD3S knockout and their control counterparts. The *x*-axis corresponds to the green fluorescence for the monomeric form of JC-1, while the *y*-axis represents the red fluorescence for the J-aggregate. MMP was examined in GD3S-knockout BT549 and SUM159 cells, along with their respective control cells (**F**). ****P < 0.0001. Confocal microscopy showing LAMP1-green and MitoTracker-red staining in BT549 (**G**) and SUM159 (**H**) GD3S-KO and their control cells. Scale bar: Main −50 µm, Inset −20 µm. **P < 0.01.

To further examine whether GD3S loss–induced mitochondrial stress facilitates lysosome-mediated mitophagy, we quantified lysosomal and mitochondrial content, assessing autophagosome formation, a crucial step in mitophagy. Confocal microscopy confirmed that BT549 and SUM159 GD3S-knockout cells exhibited significantly increased lysosomal accumulation relative to mitochondria, compared to controls (*P* < 0.01; Fig. 7G, H).

Collectively, these findings suggest that GD3S inhibits p53-induced apoptosis and cell death through altering mitochondrial activity.

## Discussion

In this study, we demonstrate a previously unknown anti-apoptotic and tumor-promoting role of the sialyltransferase GD3 synthase, emphasizing its ability to circumvent the regulatory effects of both WT and mutant p53 in BC. Our findings reveal, for the first time, that WT p53 downregulates GD3S expression, whereas p53 with specific GOF mutations upregulates GD3S expression, thereby promoting a GD2^+^ BC stem cell phenotype and providing a survival advantage to BC cells. We sought to identify the mechanism behind this, and our results illustrate direct involvement of both WT and mutant p53 in the transcriptional regulation of GD3S. Moreover, they uncover that GD3S acts as a resistance factor in p53-mediated apoptosis by suppressing expression of pro-apoptotic genes and elevating expression of genes that enhance mitochondrial activity. These findings provide insight into the intricate relationship between p53 and GD3S, highlighting their significant impact on BC biology.

Mutations in p53 have been consistently linked to reduced survival rates among patients with different BC subtypes [26, 27]. Eighty percent of TNBC patients have p53 mutations, and these mutations demonstrate considerably more prognostic significance for TNBC patients than for non-TNBC (ER^+^PR^+^ BC) patients [28–31]. In the present study, contrary to expectations, 60% of ER^+^PR^+^ BC patients had p53 mutations with elevated p53 and GD3S levels. However, the expression levels of p53 and GD3S did not differ significantly between non-TNBC and TNBC patients with p53 mutations. These findings indicate that the increased expression of GD3S is directly associated with the presence of p53 mutations regardless of hormone receptor status.

Our findings suggest that four p53 mutations known for their alleged dominant negative effect and GOF activity, specifically R175H, R249S, V157F, and R273L, engage GD3S to exert their oncogenic effects [32–35]. Intriguingly, the introduction of WT p53 restrained the activity of these p53 mutants and simultaneously reduced the expression of GD3S. Converse of previous findings, this implies a dominant effect of WT p53 over mutant p53, aligning with a recent study emphasizing the significance of WT p53 and the absence of mutant p53’s dominant negative effect across various human tumors [36]. Additionally, a recent study noted no impact on cellular growth and proliferation upon deleting various p53 mutants in cell lines representing different tumor types. Notably, the introduction of WT p53, but not the deletion of mutant p53, suppressed tumor growth [37]. Our findings align with one aspect of this study, affirming the significance of WT p53, which must be absent for the effects of mutant p53 to fully manifest. However, unlike the aforementioned study, we observed that the survival of BC cells depends on the presence of specific p53 GOF mutations (R175H, R249S, V157F, and R273L). As cells with these mutations were unable to sustain the abrogation of mutant p53, we introduced a doxycycline-inducible p53 knockdown system to regulate p53 expression and conduct downstream analysis. Our in-depth analysis substantiated an essential role of GD3S as a regulator of tumor growth in BC with TP53 mutations. We have found that specific p53 mutations exert their GOF properties, including oncogenic activity, through GD3S. In contrast, Wang et al. primarily examined cell lines bearing non-hotspot p53 mutations and did not explore any downstream factors responsible for the GOF activity of hotspot p53 mutants in tumor growth [37]. Our observations find support in a lymphoma study highlighting the gene-selective neomorphic GOF activity of mutant p53 driving tumorigenesis [38]. Interestingly, a context-dependent response to the p53 mutation at position R273 was observed. Cells harboring the p53-R273H mutation displayed minimal effects on cell survival and GD3S expression in contrast to those with the p53-R273L variant. The p53-R273H mutation has been reported to manifest distinct phenotypic characteristics, along with reduced tumorigenicity compared to p53-R273C and p53-R273L mutations [39, 40].

The inhibitory effect of WT p53 on the GD3S promoter activity is in accordance with its recognized function of directly repressing genes linked to cancer stem cell characteristics, such as *CD44*, *NANOG*, and *PROM1* (CD133), through binding to their respective upstream promoters [41–43]. In contrast, mutant p53 with GOF activity has been shown to transcriptionally upregulate cancer stem cell–associated genes and genes associated with epithelial-to-mesenchymal transition, such as Snail and Zeb [10, 44]. Moreover, our previous findings highlight the involvement of the NF-κB pathway in regulating GD3S expression [45, 46]. Interestingly, WT p53 inhibits, while mutant p53 upregulates the NF-κB pathway, suggesting that the NF-κB pathway is likely a downstream modulator of *TP53* in regulating GD3S expression [47–49]. These findings reinforce our existing data and underscore the pivotal role of GD3S in mediating the contrasting effects of WT and mutant p53 on cancer stemness and epithelial-mesenchymal transition by regulating expression of gangliosides in BC [46]. Moreover, RNA-sequencing data validated that GD3S contributes to the suppression of several pro-apoptotic proteins, including *MFN1, MAPK14*, and *TRIM24* [50–52]. This suppression likely protects against p53-mediated mitochondrial apoptosis. 

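MFN1, MAPK14 and TRIM24 each rose with N3a in EV cells and had lower values in GD3S-OE than in EV cells under N3a. The paper's qPCR of these genes was normalized to GAPDH. In these libraries GAPDH was itself higher in GD3S-OE than in EV cells under N3a, and a higher reference lowers the normalized value of a target. MFN1, a GTPase of mitochondrial fusion on chromosome 3 of GRCh38 from 179347709 to 179394936, was at 10.7 ± 0.491 FPKM (SD, n = 3) in EV cells and 8.05 ± 0.471 FPKM (SD, n = 3) in GD3S-OE cells under N3a. This is a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.0458 from edgeR). MAPK14, the p38α kinase on chromosome 6 from 36027677 to 36111236, was at 10.5 ± 0.578 and 8.04 ± 0.260 FPKM (SD, n = 3 each). Its log2 fold change of -0.29 (standard error 0.12, adjusted p = 0.0657 from edgeR) did not pass the test. TRIM24, a ubiquitin ligase for p53 on chromosome 7 from 138460259 to 138589996, was at 8.66 ± 0.308 and 5.13 ± 0.621 FPKM (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.19, adjusted p = 0.0153 from edgeR).
With N3a in EV cells, the log2 fold change was 0.48 for MFN1 (adjusted p = 0.00373; 0.000262 to 0.149 over all alternatives), 0.40 for MAPK14 (adjusted p = 0.0113) and 0.56 for TRIM24 (adjusted p = 0.0237), all from edgeR. The difference between the lines in DMSO passed for none of the 3 genes, with log2 values of -0.08, 0.06 and -0.46, nor did the interaction, with -0.24, -0.36 and -0.20. The study's criteria chose these genes on these libraries for both absences. They also asked for the N3a effect in EV cells and the opposite difference under N3a. These outcomes are therefore not independent evidence. MFN1 belongs to 23 measured genes of mitochondrial dynamics and mitophagy, of which 8 were higher and 6 lower in GD3S-OE cells under N3a (10 and 7 adjusted over the list alone; list adjusted p = 0.988, camera). MAPK14 belongs to 15 genes of p38 MAPK signaling, of which 2 were higher and 4 lower (2 and 4 adjusted over the list alone; list adjusted p = 0.423, camera).
The call for MFN1 under N3a was lost without any 1 library other than GD3S-OE DMSO replicates 2 and 3 (adjusted p = 0.0505 to 0.128; 0.00931 to 0.364 over all alternatives), that for TRIM24 without GD3S-OE N3a replicate 1 (0.0567; 0.000507 to 0.0567), and MAPK14 passed without GD3S-OE DMSO replicate 3 (0.0164; 0.00617 to 0.413), as did its interaction (0.0258; 0.0128 to 0.609). In EV cells the call was lost for MAPK14 without EV N3a replicate 3 (adjusted p = 0.0540; 0.00184 to 0.299) and for TRIM24 without EV DMSO replicates 1 or 2 or EV N3a replicates 2 or 3 (0.0543 to 0.119; 0.00341 to 0.189), and TRIM24 passed in DMSO without EV DMSO replicate 2 (0.0428; 0.00893 to 0.302).

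**Figure D3:**
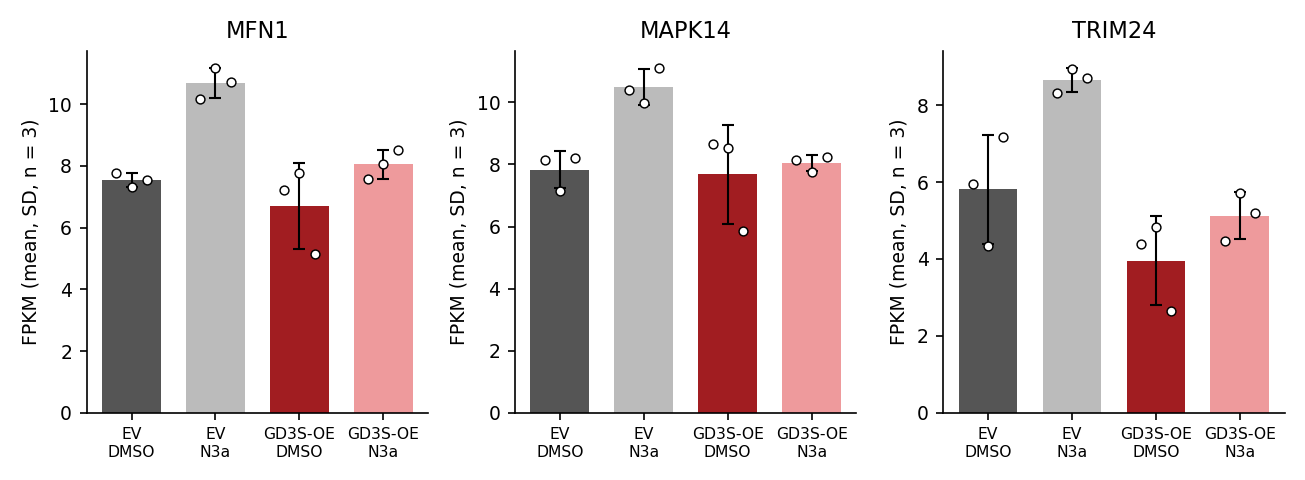
MFN1, MAPK14 and TRIM24 in FPKM in the 4 groups. Bars are means, error bars are SD and points are the 3 libraries of each group. Under N3a the mean of MFN1 was 10.7 FPKM in EV and 8.05 FPKM in GD3S-OE cells.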

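MRPL3, MRPS27 and MRPS18B, proteins of the mitochondrial ribosome, fell with N3a in both lines and were higher in GD3S-OE than in EV cells under N3a. MRPL3, on chromosome 3 of GRCh38 from 131462212 to 131502983, was at 38.3 ± 0.503 FPKM (SD, n = 3) in EV cells and 52.1 ± 1.62 FPKM (SD, n = 3) in GD3S-OE cells under N3a. This is a log2 fold change of 0.53 (standard error 0.10, adjusted p = 0.000995 from edgeR). MRPS27, on chromosome 5 from 72214953 to 72321717, was at 1.86 ± 0.125 and 2.73 ± 0.278 FPKM (SD, n = 3 each), a log2 fold change of 0.64 (standard error 0.12, adjusted p = 0.00114 from edgeR). MRPS18B, on chromosome 6 from 30617840 to 30626395, was at 37.0 ± 3.13 and 56.9 ± 0.392 FPKM (SD, n = 3 each), a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.000776 from edgeR).
N3a lowered the 3 genes with log2 fold changes of -0.93, -0.70 and -0.86 in EV cells and of -0.64, -0.46 and -0.53 in GD3S-OE cells, and the interaction, with 0.29, 0.24 and 0.34, did not pass. The study's criteria chose these genes on these libraries for the fall in EV cells, the higher level under N3a and the absence of an interaction. These outcomes are therefore not independent evidence. In DMSO, the log2 fold change of GD3S-OE against EV cells was 0.24 (adjusted p = 0.0953) for MRPL3, 0.40 (adjusted p = 0.0299) for MRPS27 and 0.37 (adjusted p = 0.0497) for MRPS18B, from edgeR.
Of all 78 genes for mitochondrial ribosomal proteins, 45 fell and 1 rose with N3a in EV cells (45 and 1 adjusted over the list alone; list adjusted p = 0.000499, camera), and adjusted p = 0.790 with an estimated correlation. In GD3S-OE cells 53 fell and none rose (58 and none adjusted over the list alone; list adjusted p = 2.31e-07, camera), and adjusted p = 0.679 with an estimated correlation. GD3S-OE cells had 20 of the 78 genes higher and 3 lower than EV cells under N3a (19 and 2 adjusted over the list alone; list adjusted p = 0.0684, camera; adjusted p = 0.905 with an estimated correlation), and 11 higher and 2 lower in DMSO (8 and 1 adjusted over the list alone; list adjusted p = 0.00668, camera; adjusted p = 0.861 with an estimated correlation).
GD3S-OE DMSO replicate 3 deviated from its group with gene length (rank correlation of -0.46, against 0.36 and 0.38 for replicates 1 and 2). The ribosomal genes are short, with a median length implied by counts and FPKM of 2632 against 4831 for all genes. Over all genes, the log2 fold change with N3a had a rank correlation with length of 0.30 in GD3S-OE and 0.12 in EV cells. The fall of the list in GD3S-OE cells can thus not be read apart from a shift with gene length. In DMSO, the call was lost for MRPS27 without EV DMSO replicates 2 or 3 or GD3S-OE DMSO replicates 1 or 2 (adjusted p = 0.0526 to 0.0725; 0.00337 to 0.164 over all alternatives), for MRPS18B without any 1 library other than GD3S-OE DMSO replicate 2 (0.0643 to 0.126; 0.00945 to 0.204) and for the list without EV DMSO replicate 3 (0.112) or GD3S-OE DMSO replicate 3 (0.562), and MRPL3 passed without EV DMSO replicate 2 (0.0414; 0.0147 to 0.358). Without GD3S-OE N3a replicates 2 or 3 the list passed under N3a (adjusted p = 0.0308 and 0.0366), without GD3S-OE DMSO replicate 3 the interaction passed for MRPS18B (0.0420; 0.0201 to 0.382), and N3a's effect on MRPS18B in GD3S-OE cells was -0.26 (adjusted p = 0.0887; 0.000243 to 0.108 over all alternatives) with quantile normalization. It was -0.24 (adjusted p = 0.108) once each library's trend with gene length was removed, a step chosen after seeing the data.

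**Figure D4:**
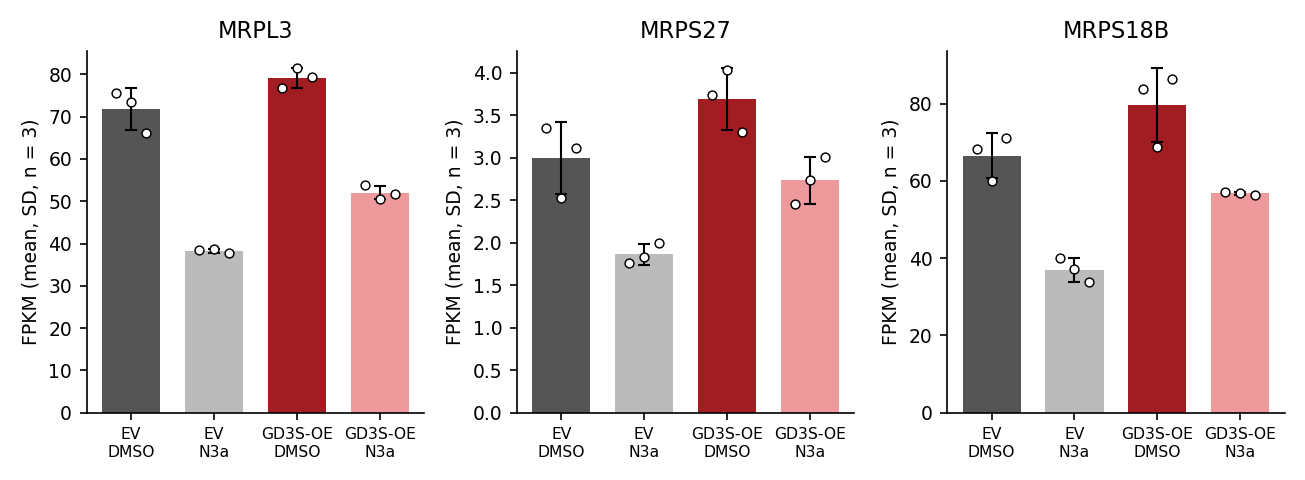
MRPL3, MRPS27 and MRPS18B in FPKM in the 4 groups. Bars are means, error bars are SD and points are the 3 libraries of each group. Under N3a the mean of MRPL3 was 38.3 FPKM in EV and 52.1 FPKM in GD3S-OE cells.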

Interestingly, GD3S also promotes the expression of several mitochondrial ribosomal genes, such as *MRPL3, MRPS27*, and *MRPS18B*, implying that GD3S may enhance mitochondrial protein synthesis and biogenesis, potentially strengthening mitochondrial activity and further contributing to BC survival [53]. Our functional validation assays substantiated that GD3S directly enhances mitochondrial activity. We observed a significant elevation in OCR and MMP (ΔΨm) with increased GD3S expression, countering the pro-apoptotic effects of WT p53 [54]. Conversely, upon genetic ablation of GD3S, we noted a substantial reduction in OCR and MMP, along with an enhanced tendency towards mitophagy. Consistently, our live-cell IncuCyte analysis demonstrated that Caspase-3/7 activation, a key marker of intrinsic mitochondrial apoptosis, was significantly suppressed in GD3S-overexpressing cells following p53 stabilization, further reinforcing its role in apoptotic resistance [23, 24]. This underscores the exclusive role of GD3S in sustaining mitochondrial activity amidst cellular stress.

The role we have uncovered for GD3S could act through known pathways downstream of GD3S. For instance, we previously demonstrated that the nutrient-sensing mammalian target of rapamycin (mTOR) pathway is upregulated in GD2^+^ BC cells, and inhibition of GD2 expression through GD3S blockade leads to downregulation of mTOR signaling [6, 7]. mTOR signaling enhances mitochondrial biogenesis and energy production, supporting cancer cell growth and survival [55–58]. In contrast, WT p53 inhibits the mTOR pathway, reducing mitochondrial function and promoting apoptosis [59, 60]. Additionally, Furukawa’s group has also shown that gangliosides downstream of GD3S, including GD3 and GD2, are involved in activation of FAK signaling [61]. These findings suggest that GD3S exerts its anti-apoptotic and mitochondrial activity through the FAK-mTOR signaling pathway [58]. Cancer cells often evade cell death by amplifying the expression of anti-apoptotic proteins, such as B-cell lymphoma 2 (BCL2) [62, 63]. Earlier, we have reported that knockdown of GD3S dramatically inhibited expression of BCL11A, a transcription factor playing a pivotal role in promoting BC stem cell activity and resistance to apoptosis [7, 64, 65]. These data provide another mechanistic link for GD3 as an anti-apoptotic protein in BC cells.

Our findings not only underscore the potential significance of GD3S as a promising prognostic biomarker in BC but also elucidate its implications in tumor aggressiveness and disease prognosis. The differential expression of GD3S, contingent upon the presence of p53 mutations, suggests its potential utility as a molecular marker for identifying patients with high-risk tumors and poor prognoses. Moreover, the positive correlation between p53 and GD3S expression in BC with hotspot p53 mutations identifies a potential source of the resistance of these cancer cells to therapeutic intervention, possibly stemming from the augmented mitochondrial activity and subsequent cellular defense against cell death, emphasizing the potential therapeutic significance of simultaneously targeting GD3S in combination with p53 reactivation strategies.

### Limitations of the study

While this study offers important insights into the interplay between GD3S and *TP53* in breast cancer, it underscores the need for further investigation into the mechanisms by which GD3S influences resistance to *TP53*-mediated apoptosis. Our previous findings linked GD3S with the FAK/AKT/mTOR signaling pathway, which promotes cell proliferation by upregulating mitochondrial activity, but the precise mechanism of GD3S-mediated mitochondrial regulation remains unclear [7, 55, 58–60]. We also report that both WT and mutant p53 interact with the GD3S promoter, but the differential transcriptional regulation by p53 mutants is not fully explained. Future studies should explore whether additional factors, such as other transcription factors like NF-κB or co-regulators, contribute to regulating GD3S expression across different p53 variants.

## Supplementary information

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Methodology

## Data Availability

This paper does not report original code. RNA-sequencing data are deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through the GEO series accession code GSE248670. Additional raw data supporting the findings of this study are available on Figshare under the DOI (10.6084/m9.figshare.27600672). Data will be made available upon reasonable request to the corresponding author [66].

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary figure 1:

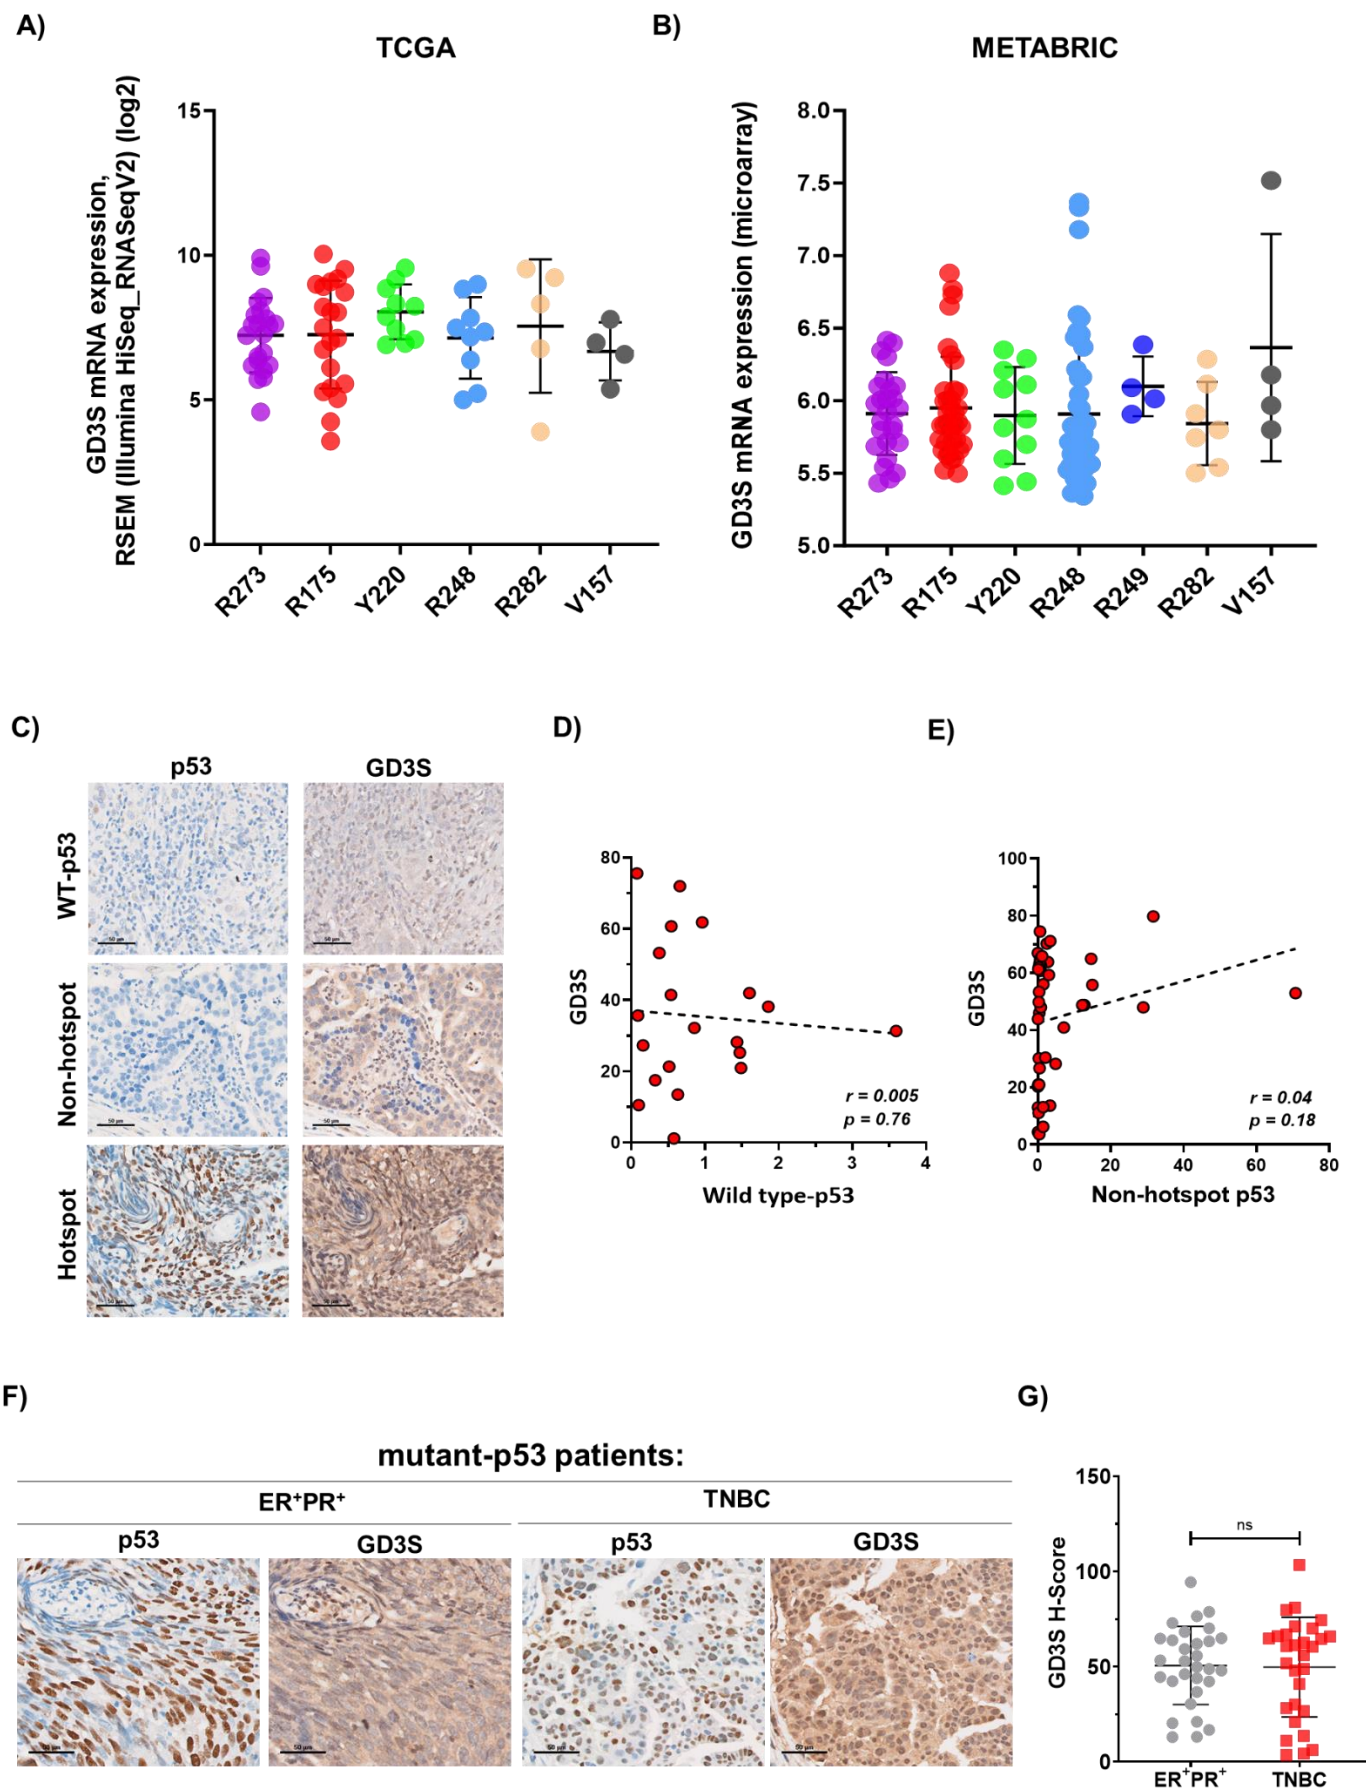

Supplementary Figure S1: (A, B) In the TCGA and METABRIC datasets, GD3S mRNA expression did not differ significantly between breast cancer patients with different p53 hotspot mutations. RSEM, RNA-seq by expectation-maximization. (C) Representative IHC images (a second set of representative images from patient's tissue samples) of p53 and GD3S expression in archived FFPE samples from breast cancer patients with WT p53. (D, E) Pearson correlation coefficient analysis revealed linear correlations between GD3S and p53 protein expression in patients with WT p53 ($r = 0.005$) and patients with non-hotspot p53 mutations ($r = 0.04$). (F, G) Among patients with p53 mutations, p53 and GD3S expression did not differ significantly between patients with ER⁺PR⁺ breast cancer and those with TNBC. ns, not significant.

Supplementary figure 2:

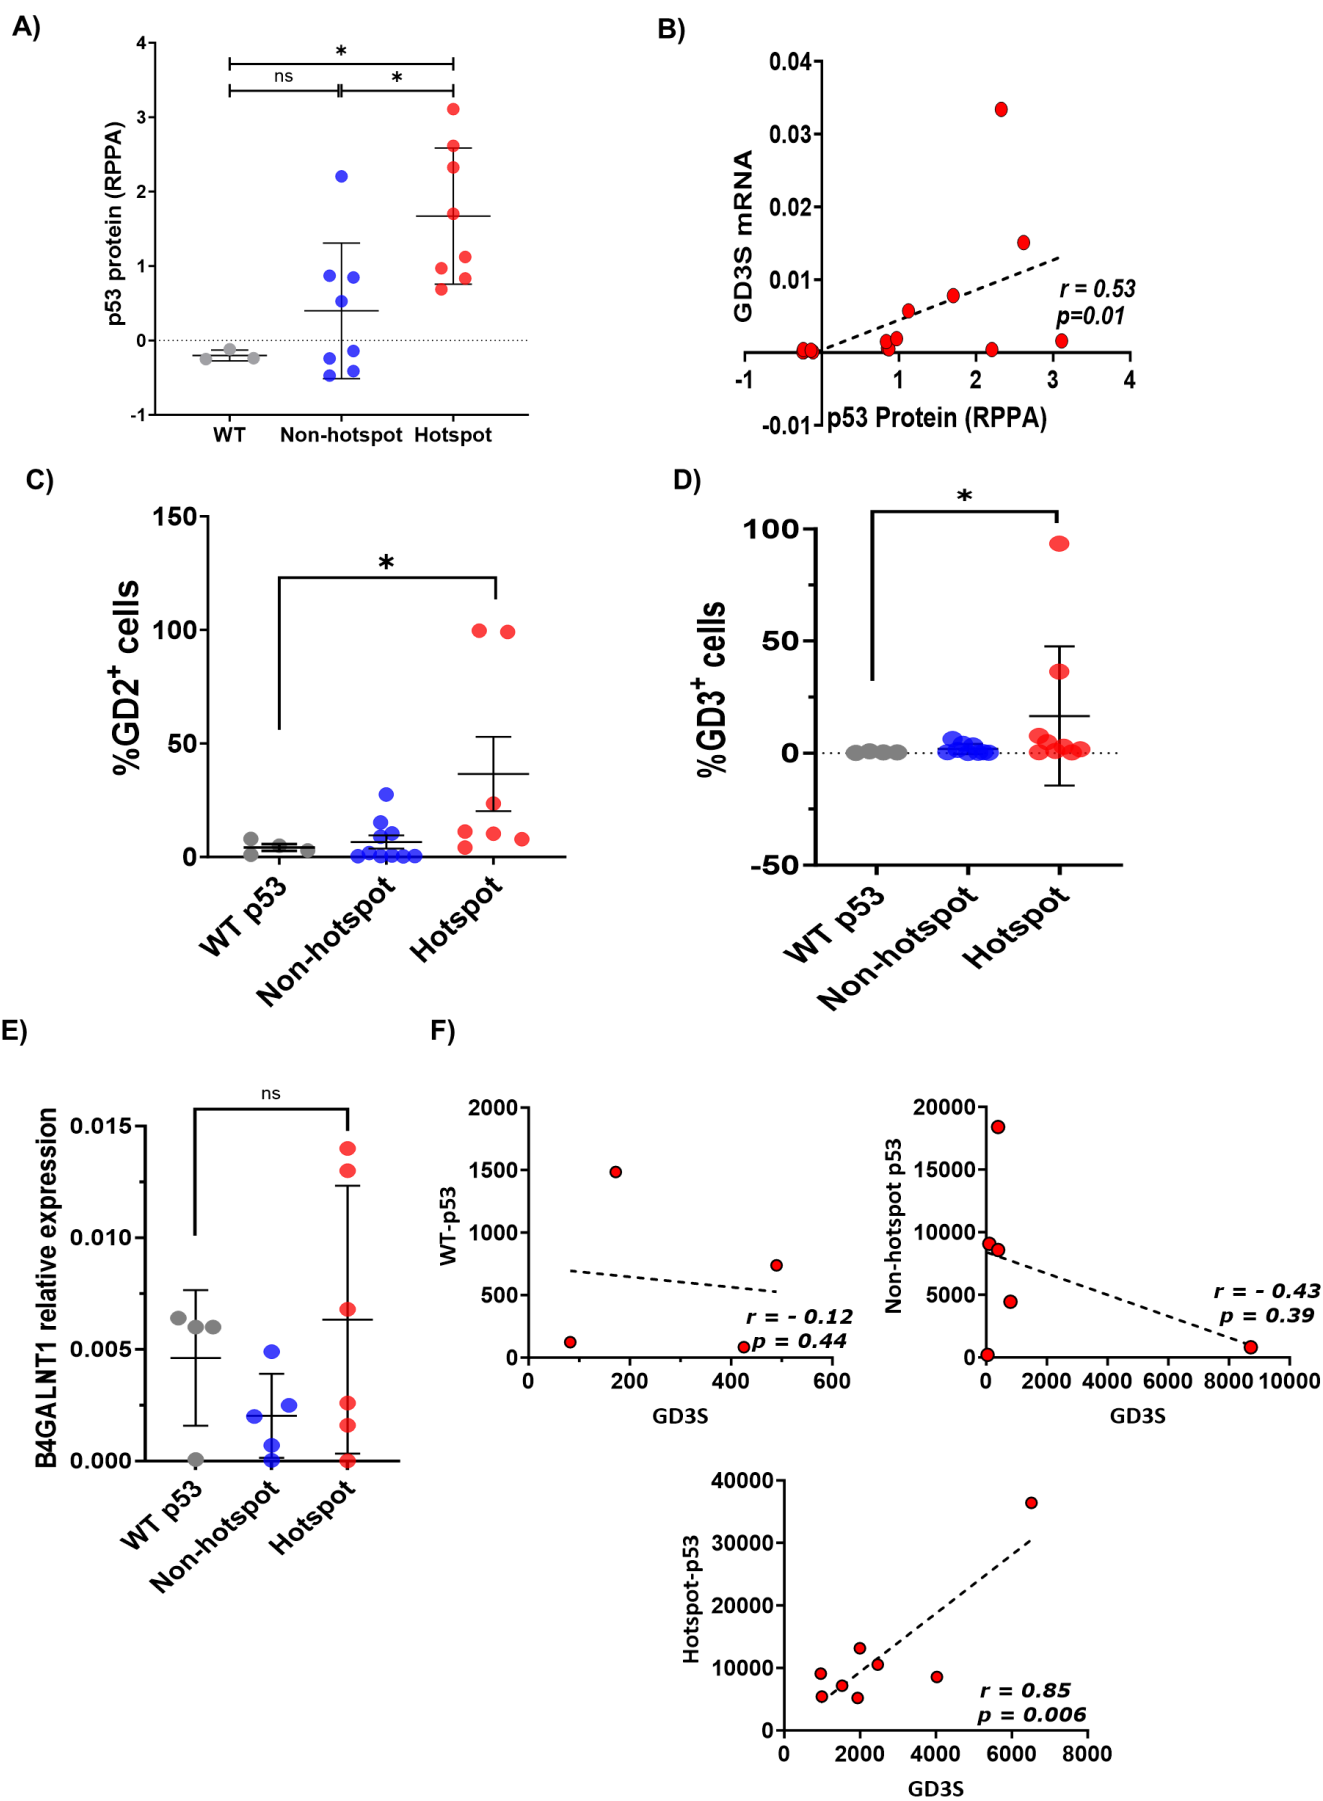

Supplementary Figure S2: (A) RPPA-measured p53 expression levels for each cell line were acquired from the MD Anderson Cell Lines Project and stratified according to p53 mutation status. (B) Pearson correlation coefficient analysis revealed a linear correlation between GD3S mRNA and protein levels in different breast cancer cell lines ($r = 0.53$; $P = 0.01$). (C, D) Flow cytometry revealed that cell lines with p53 hotspot mutations had a significantly higher proportion of GD2⁺ (C) and GD3⁺ (D) cells than cell lines with WT p53 or non-hotspot p53 mutations did ($P = 0.02$ and $P = 0.01$, respectively, for non-hotspot). (E) The relative mRNA expression of GD2 synthase (*B4GALNT1*) did not differ significantly between cell lines with hotspot p53 mutations and those with WT p53. (F) Pearson correlation coefficient analysis revealed linear correlations between GD3S and p53 protein expression in cell lines with WT p53 ($r = -0.12$; $P = 0.44$), cell lines with non-hotspot p53 mutations ($r = -0.43$; $P = 0.39$), and cell lines with hotspot p53 mutations ($r = 0.85$; $P = 0.006$).

Supplementary figure 3:

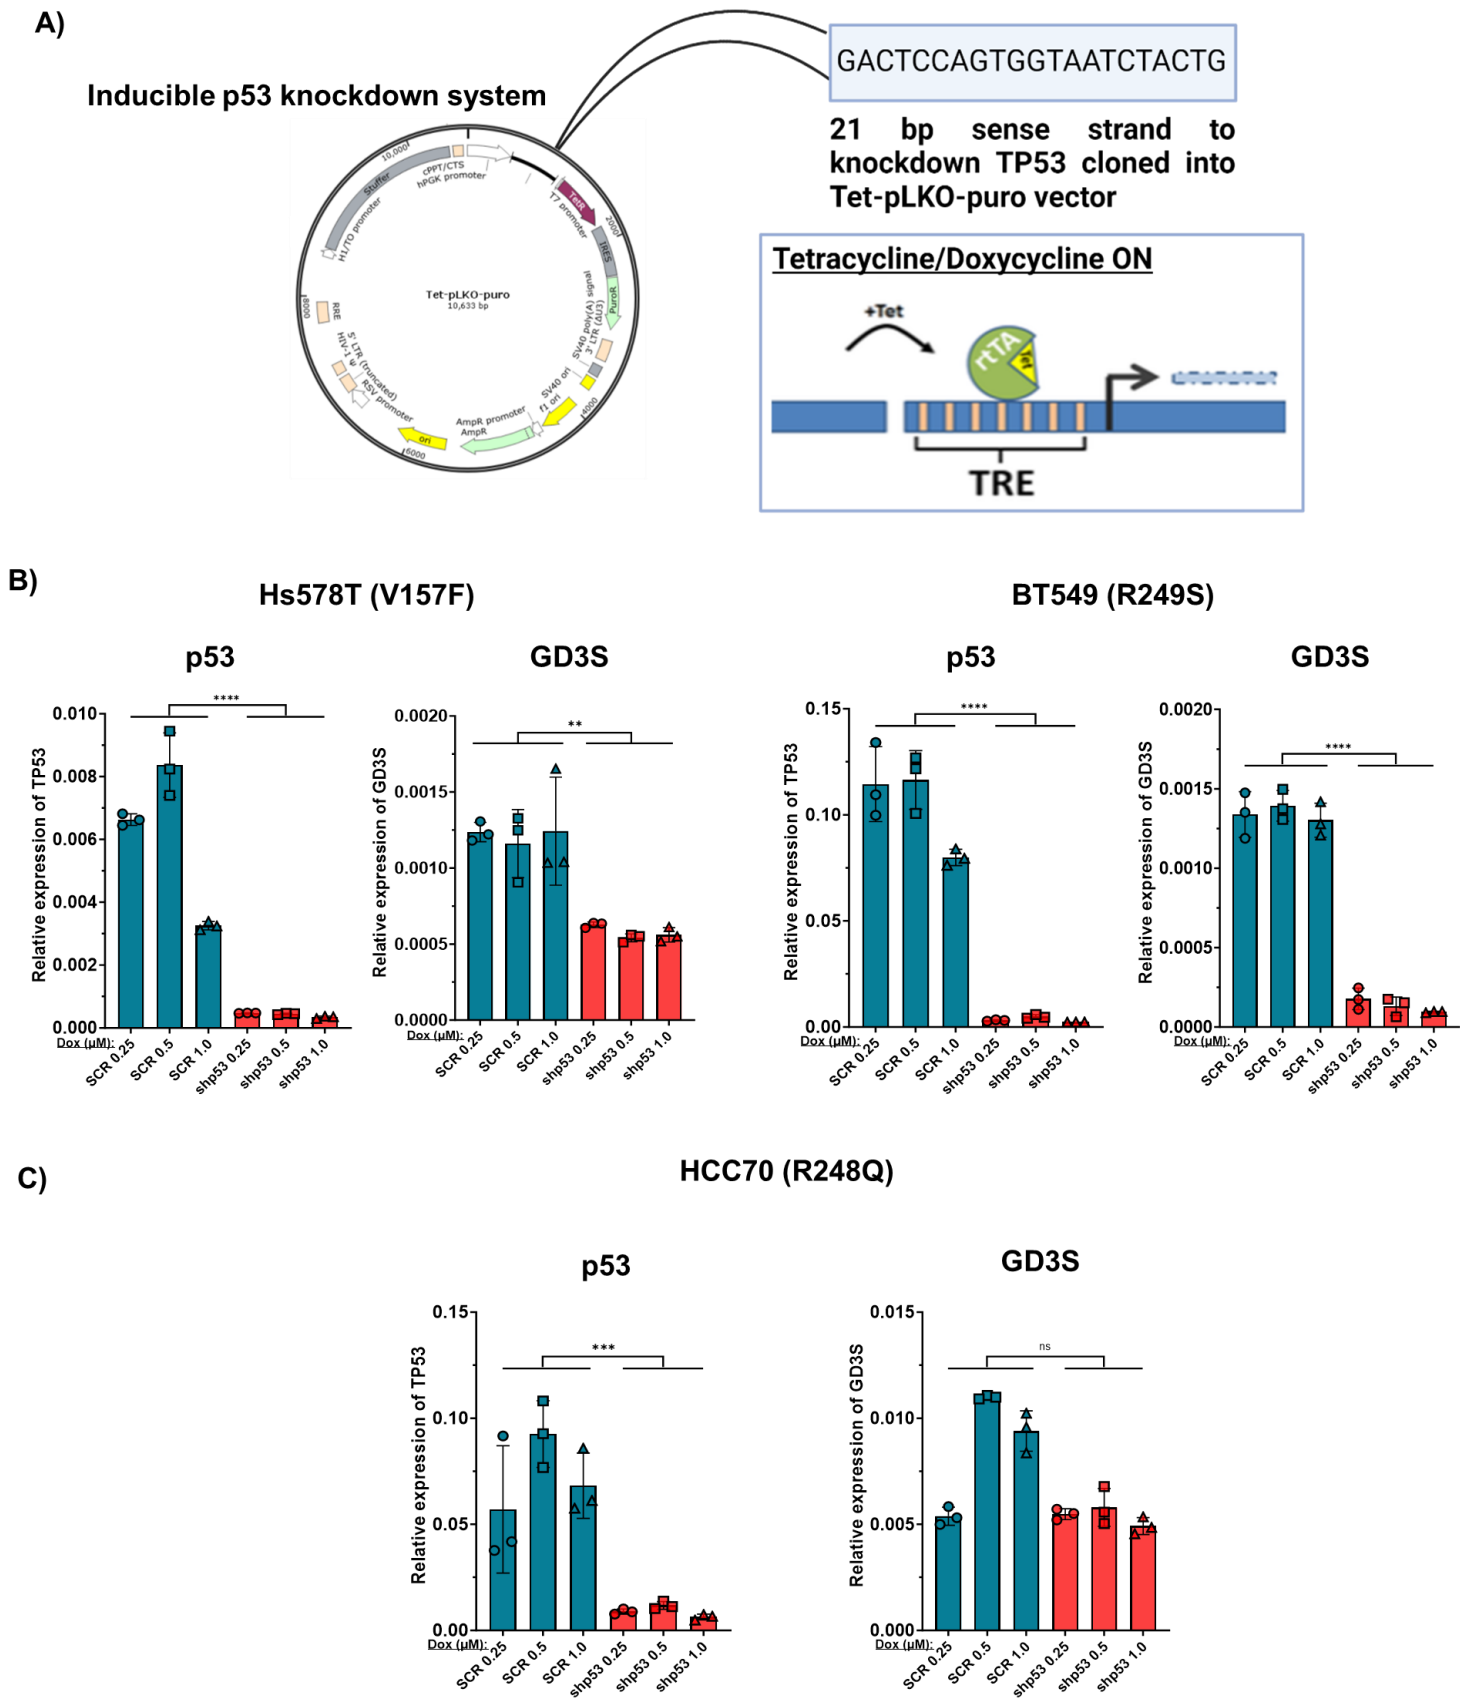

Supplementary Figure S3: (A) Diagram illustrating the inducible p53 knockdown system. A 21-nucleotide p53-siRNA is inserted into the tetracycline-pLKO-puro vector and stably transfected into different breast cancer cells. (B) Treatment with increasing concentrations of doxycycline (0.25, 0.5, and 1 μ M) resulted in the significant knockdown of p53 and reduction of GD3S expression in Hs578T (V157F) and BT549 (R249S) stable BC cell lines. $**P < 0.01$; $****P < 0.0001$. SCR refers to the scramble shRNA for p53 knockdown plasmid. (C) HCC70 cells with inducible p53 knockdown were treated with different doses of doxycycline (Dox; 0.25, 0.5, and 1 μ M) to induce p53 knockdown, which did not result in a significant decrease in GD3S expression. SCR refers to the scramble shRNA for p53 knockdown plasmid.

Supplementary figure 4:

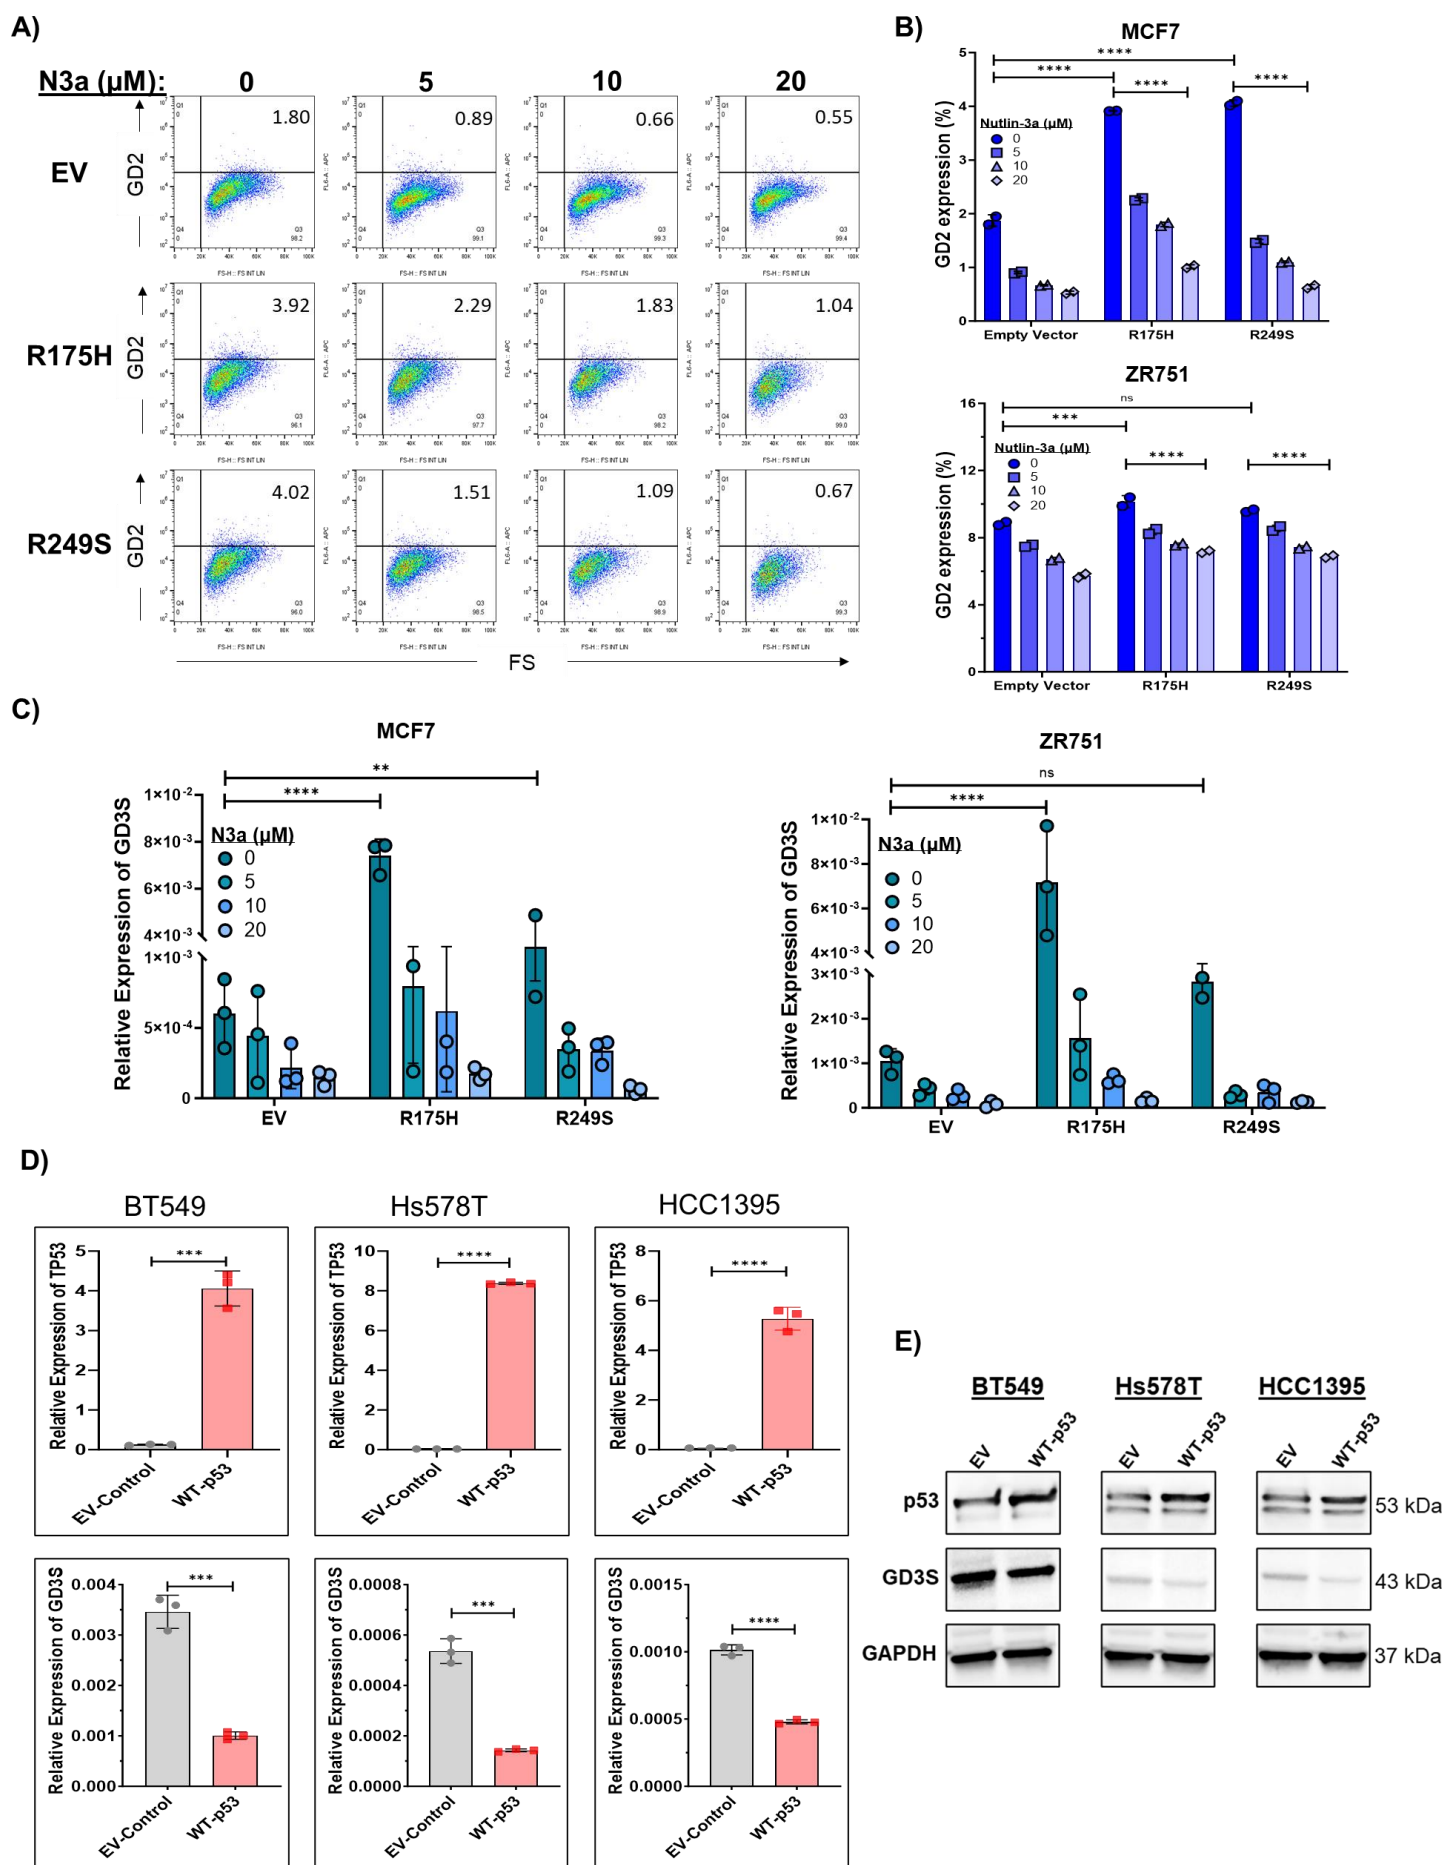

Supplementary Figure S4: (A–C) Flow cytometry and quantitative-PCR was performed to investigate GD2 and GD3S expression in MCF7 and ZR751 cells. These cells were transfected with different plasmids encoding p53 mutants (R175H and R249S) or with EV control plasmids and then treated with different doses of nutlin-3a (N3a; 0, 5, 10, and 20 μ M). Cells transfected with the mutant p53 plasmids had substantially higher levels of GD2 and GD3S, and N3a treatment reversed this effect, leading to a dose-dependent reduction in GD2 levels and GD3S mRNA expression. $**P < 0.01$; $***P < 0.001$; $****P < 0.0001$. **(D, E)** In BT549, Hs578T, and HCC1395 cells, inducing the overexpression of WT p53 significantly reduced GD3S mRNA and protein expression. $***P < 0.001$; $****P < 0.0001$.

Supplementary figure 5:

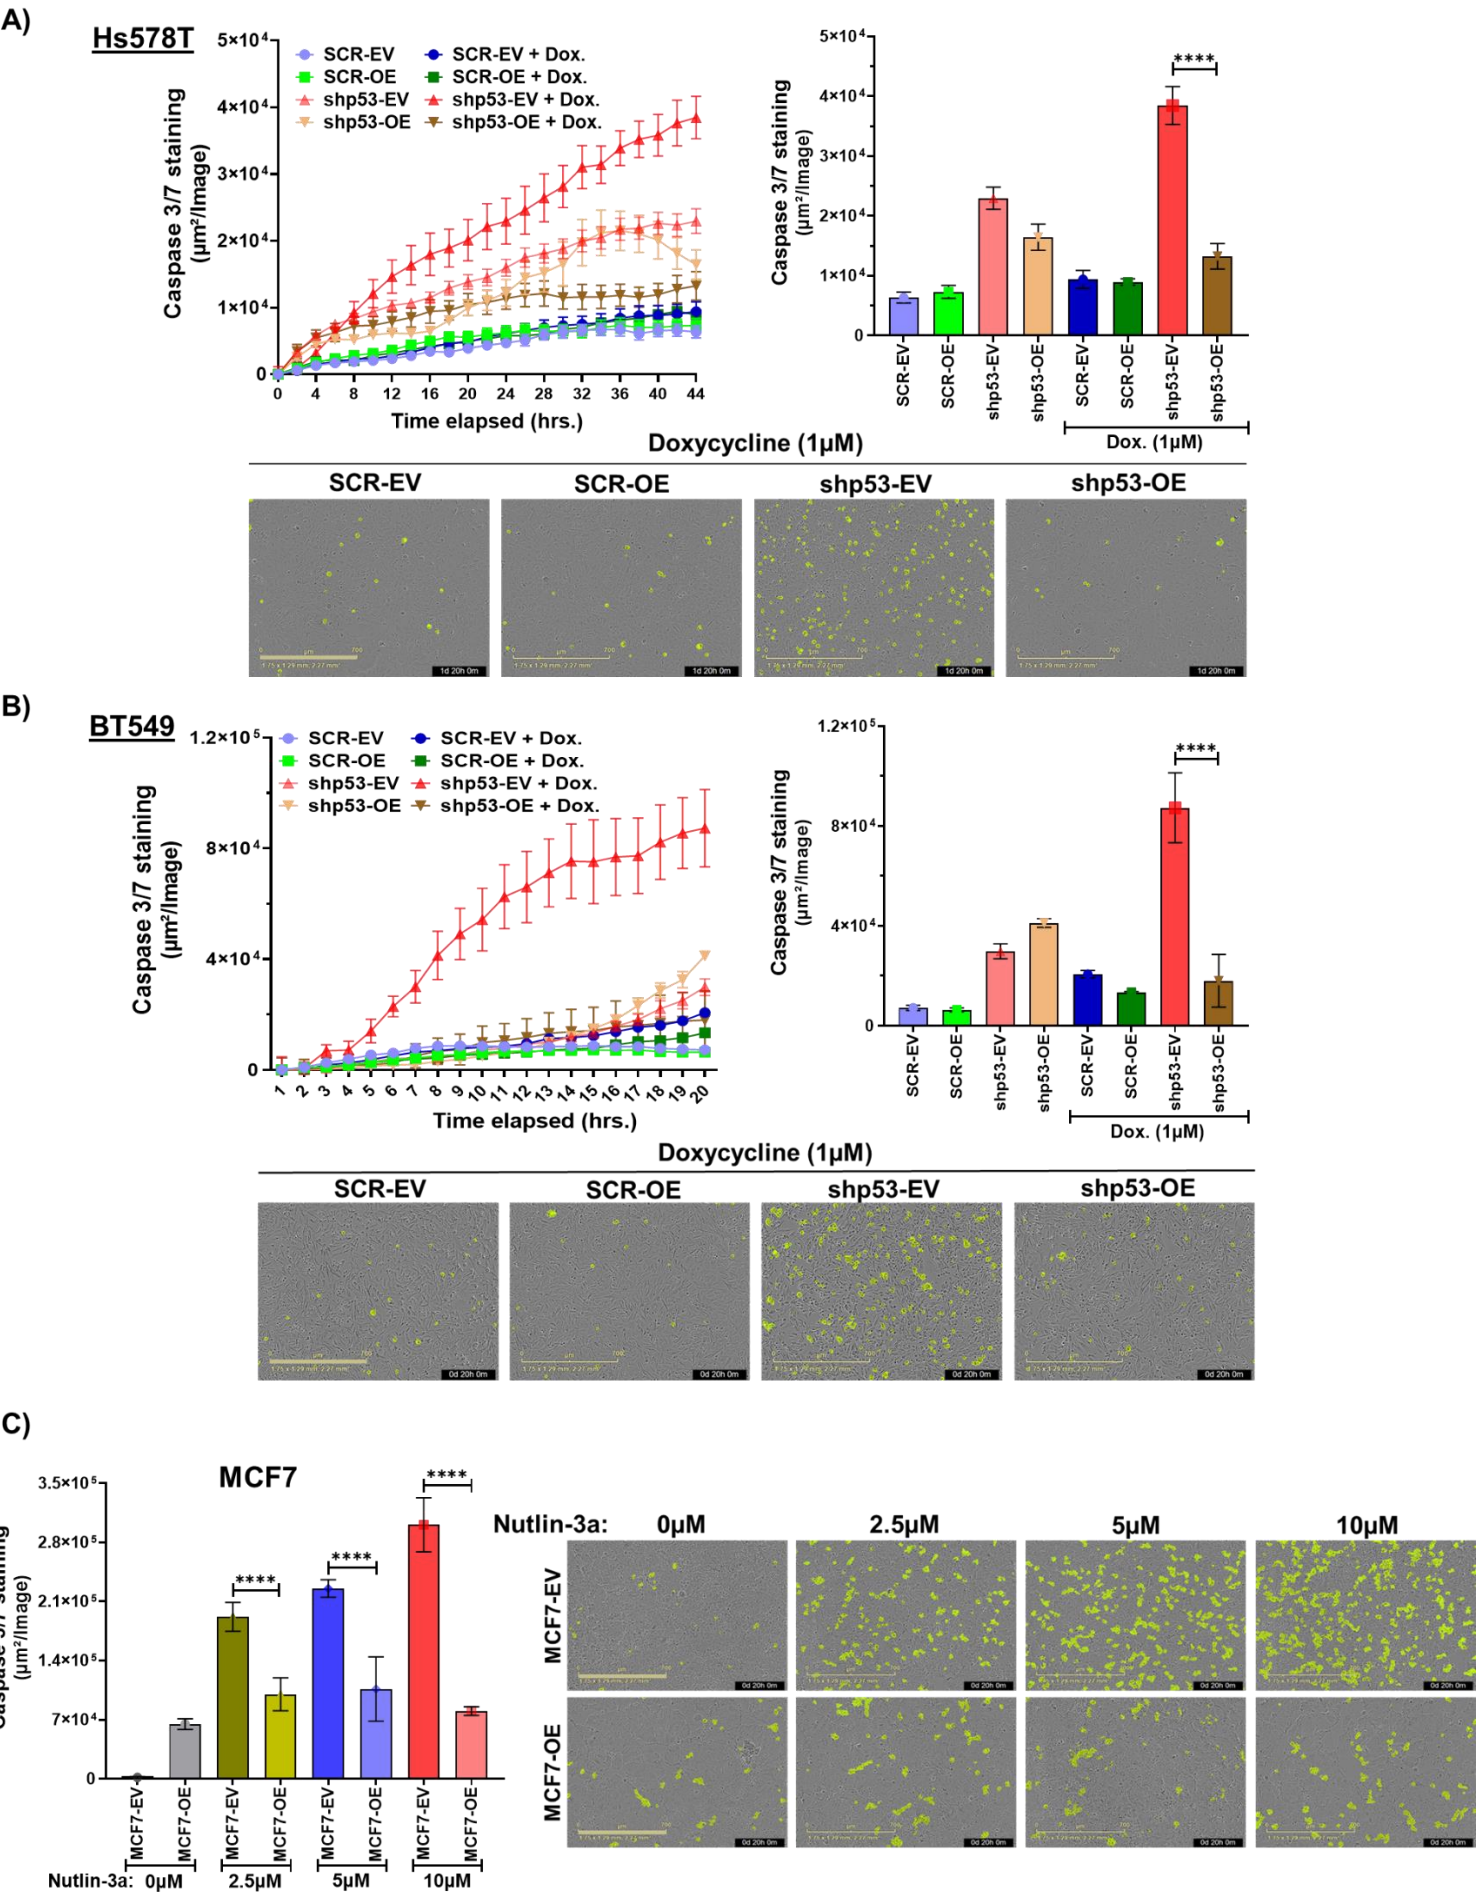

Supplementary Figure S5: (A, B) Hs578T and BT549 cells were modified to have inducible p53 knockdown and GD3S overexpression. To investigate the effect of p53 knockdown and GD3S overexpression, cells were treated with 1 μ M doxycycline (Dox) and assessed for Caspase-3/7 staining using IncuCyte live-cell imaging. The graphs show time-dependent Caspase-3/7 green fluorescence staining ($\mu\text{m}^2/\text{image}$) for Hs578T (44 hours) and BT549 (20 hours), while the representative IncuCyte images were taken at the respective time points. p53 knockdown significantly increased Caspase-3/7 activity in both Hs578T and BT549 cells, whereas GD3S overexpression reversed this effect. **(C)** MCF7 cells expressing either an empty vector (MCF7-EV) control or GD3S overexpression (MCF7-OE) were treated with increasing concentrations of Nutlin-3a (2.5, 5, and 10 μ M). The effect on Caspase activity was measured using Caspase-3/7 fluorescence in IncuCyte. Nutlin-3a treatment significantly increased Caspase-3/7 activity in MCF7-EV cells, whereas GD3S overexpression reversed this effect. Scale bar: 700 μm . **** $P < 0.0001$.

Supplementary figure 6:

A)

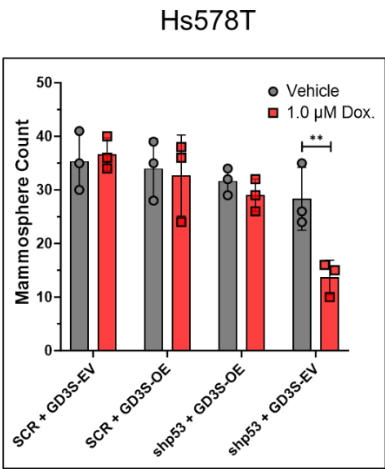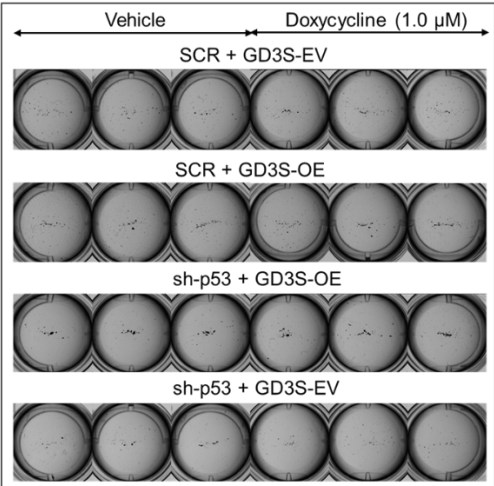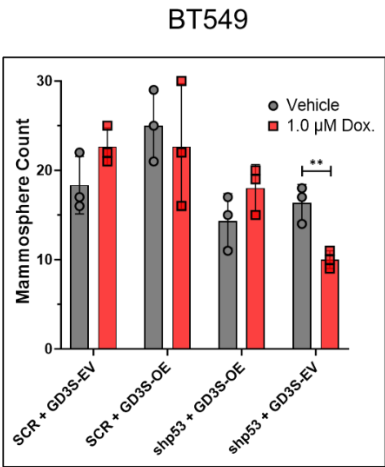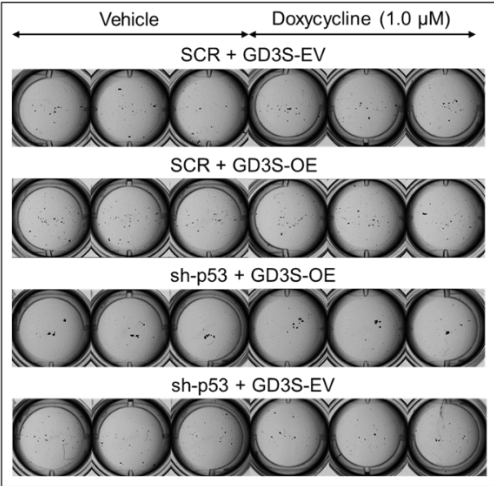

B)

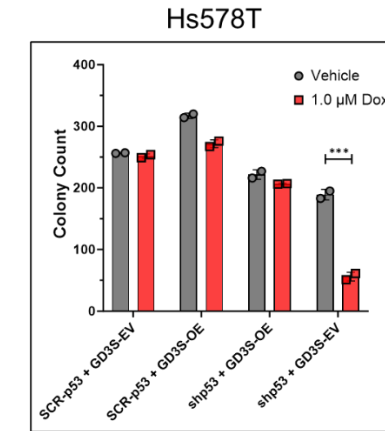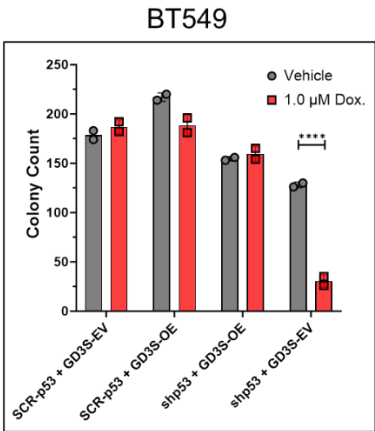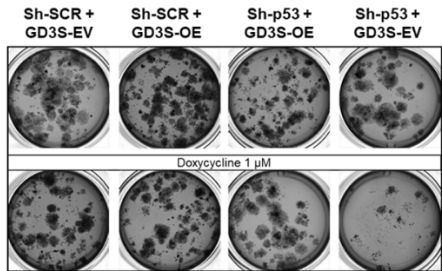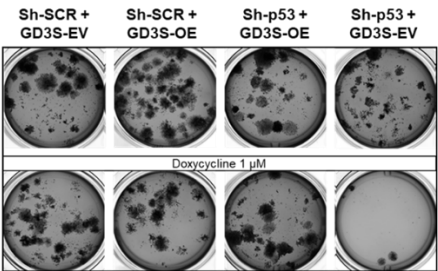

Supplementary Figure S6: (A, B) Hs578T and BT549 cells were modified to have inducible p53 knockdown and GD3S overexpression. To investigate the impact of p53 knockdown and GD3S overexpression, we treated the cells with 1 μ M doxycycline (Dox) and assessed their mammosphere-forming ability (A) and colony-forming ability (B). p53 knockdown significantly reduced the mammosphere- and colony-forming abilities of both Hs578T and BT549 cells; however, GD3S overexpression reversed this effect. $**P < 0.01$; $***P < 0.001$; $****P < 0.0001$.

Supplementary figure 7:

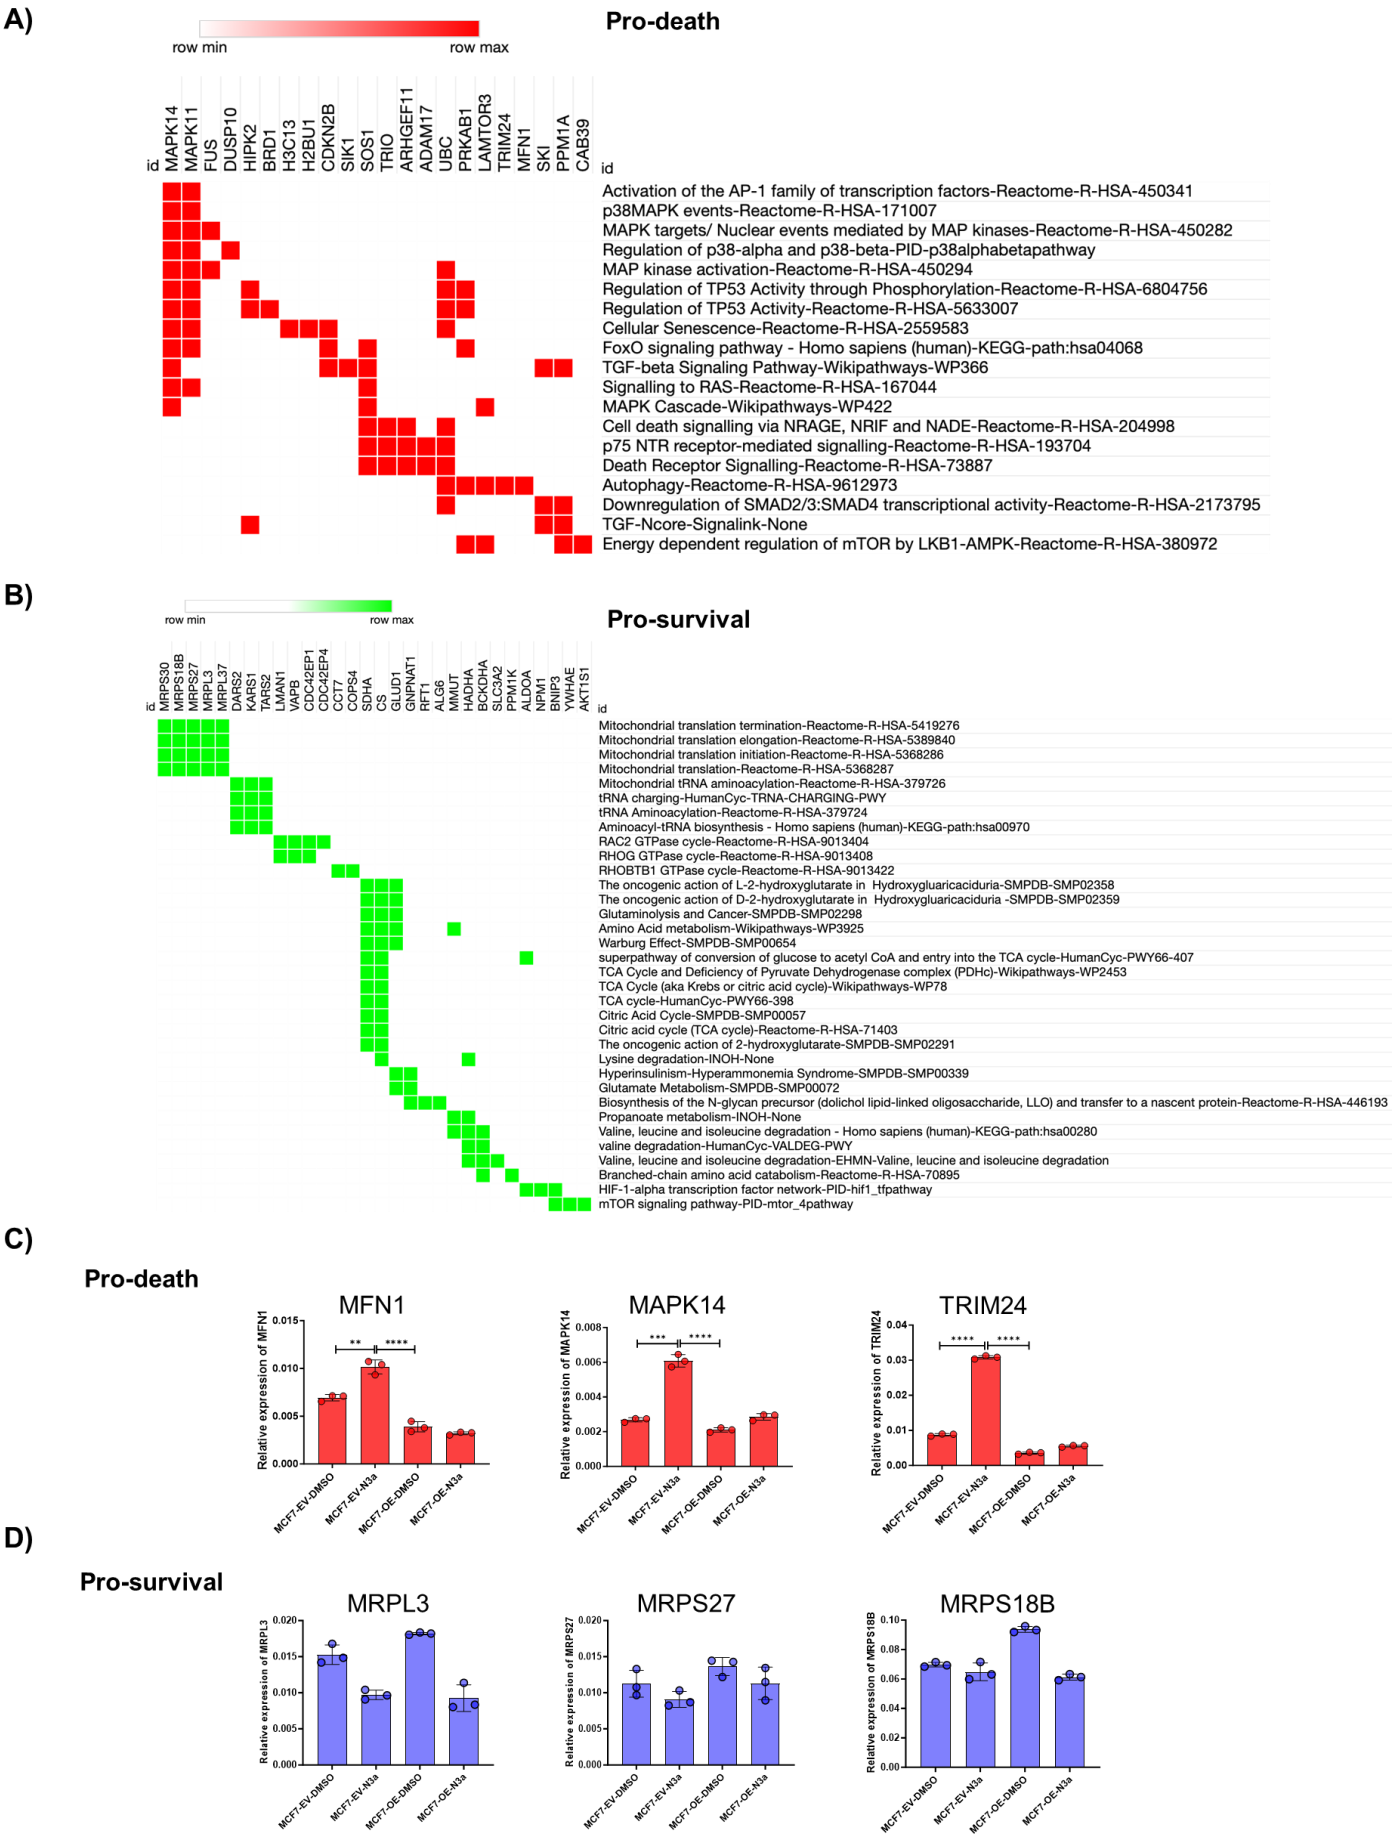

Supplementary Figure S7: (A and B) Pathway-gene matrix for 19 pathways overrepresented by 22 pro-death genes (A), and pathway-gene matrix for 34 pathways overrepresented by 30 pro-survival genes (B). Each row represents one pathway, and each column represents one gene. A green grid indicates the pathway contains the gene as a member. The order of entities was decided by bi-hierarchical clustering using average linkage and Jaccard index as similarity metric. **(C and D)** Verification of RNA-sequencing data through quantitative gene expression (qPCR) analysis revealed elevated expression of pro-death genes in MCF7-EV-control cells following N3a treatment compared to MCF7-GD3S-OE cells (C). Overexpression of GD3S resulted in increased expression of pro-survival genes in MCF7 cells relative to control cells (D). $**P < 0.01$; $***P < 0.001$; $****P < 0.0001$.

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 2 — Supplementary Table 1

**Supplementary Table S1: ER/PR^+^ breast cancer patient characteristics and treatment details.**

WT = wild-type p53; MT = mutant p53; Neoadj. Chemo. = Neoadjuvant Chemotherapy; Rad. Tx = Radiation treatment; TC = Docetaxel + Cyclophosphamide; AC = Adriamycin & Cyclophosphamide; dd = dose-dense; HP = Herceptin + Perjeta; NA = Not Available.

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 3 — Supplementary Table 2

**Supplementary Table S2: Characteristics of breast cancer cell lines.**

LAR: Luminal androgen receptor; MSL: Mesenchymal stem like; Immun.: Immunomodulatory; BL1: Basal like 1; BL2: Basal like 2

| ***Cell line*** | ***Molecular***  ***Subtype*** | ***ER/PR/Her2 status*** | ***Hotspot*** | ***p53 mutation*** | ***p53 mutation type*** | ***Domain*** | ***p53 protein expression by RPPA*** | ***% GD3***  ***(mean ± SD)*** | ***% GD2***  ***(mean ± SD)*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **MDA-MB-453** | LAR | ─/─/+ | N | Frameshift deletion | Frameshift deletion C terminal | DNA binding | 0.84718 | 0.06 ± 0.01 | 0.28 ± 0.05 |
| **MDA-MB-436** | MSL | ─/─/─ | N | Frameshift insertion | 7bp insertion | DNA binding | -0.41091 | 6.26 ± 0.86 | 27.5 ± 1.35 |
| **HCC1187** | Immun. | ─/─/─ | N | In frame deletion | In frame deletion | DNA binding | 2.2053 | 0.36 ± 0.21 | 0.32 ± 0.07 |
| **SUM159** | MSL | ─/─/─ | N | In frame insertion | In frame insertion | DNA binding | NA | 0.18 ± 0.07 | 15.20 ± 0.60 |
| **HCC1806** | BL2 | ─/─/─ | N | In frame insertion | 2bp insertion | DNA binding | -0.24127 | 0.15 ± 0.03 | 0.69 ± 0.05 |
| **BT20** | BL1 | ─/─/─ | N | K132Q | Missense mutation | DNA binding | NA | 0.38 ± 0.11 | 0.44 ± 0.15 |
| **MDA-MB-231** | MSL | ─/─/─ | N | R280K | Missense mutation | DNA binding | 0.87115 | 4.18 ± 0.11 | 10.40 ± 0.20 |
| **MDA-MB-468** | BL1 | ─/─/─ | Y | R273H | Missense mutation | DNA binding | 2.6164 | 93.45 ± 0.05 | 4.14 ± 0.15 |
| **Hs578T** | MSL | ─/─/─ | Y | V157F | Missense mutation | DNA binding | 0.97037 | 4.87 ± 0.08 | 99.10 ± 0.20 |
| **HCC1143** | BL1 | ─/─/─ | Y | R248Q | Missense mutation | DNA binding | 3.11 | 0.96 ± 0.17 | 11.2 ± 1.06 |
| **HCC70** | BL2 | ─/─/─ | Y | R248Q | Missense mutation | DNA binding | 2.3265 | 36.35 ± 0.95 | 9.85 ± 0.75 |
| **HCC38** | BL2 | ─/─/─ | Y | R273L | Missense mutation | DNA binding | 1.1231 | 1.69 ± 0.13 | 23.5 ± 1.10 |
| **BT549** | MSL | ─/─/─ | Y | R249S | Missense mutation | DNA binding | 0.83432 | 2.82 ± 0.19 | 7.87 ± 0.32 |
| **HCC1395** | BL2 | ─/─/─ | Y | R175H | Missense mutation | DNA binding | 1.7032 | 7.7 ± 0.98 | 99.70 ± 0 |
| **SKBR3** | LAR | ─/─/+ | Y | R175H | Missense mutation | DNA binding | 0.68833 | 0.38 ± 0.02 | 1.38 ± 0.17 |
| **T47D** | LAR | +/+/─ | N | L194F | Missense mutation | DNA binding | 0.52726 | 1.47 ± 0.34 | 8.90 ± 0.42 |
| **SUM149** | BL2 | ─/─/─ | Y | M273I | Missense mutation | DNA binding | NA | 0.36 ± 0.16 | 0.22 ± 0.10 |
| **BT474** | LAR | +/+/+ | Y | E285K | Missense mutation | DNA binding | 1.2302 | 0.31 ± 0.07 | 0.23 ± 0.08 |
| **HCC1937** | BL1 | ─/─/─ | N | Nonsense mutation | Nonsense mutation | NLS | -0.14072 | 3.44 ± 0.21 | 1.72 ± 0.34 |
| **HCC1599** | BL1 | ─/─/─ | N | Splice site mutation | Splice site mutation | Intron mutation | -0.47118 | NA | 0.42 ± 0.07 |
| **DU4475** | Immun. | ─/─/─ | NA | None | Wild type | NA | -0.25593 | 0.29 ± 0 | 0.97 ± 0.07 |
| **MCF-7** | LAR | +/+/─ | NA | None | Wild type | NA | -0.24868 | 0.34 ± 0.09 | 3.99 ± 0.37 |
| **ZR751** | LAR | +/+/─ | NA | None | Wild type | NA | -0.11708 | 0.049 ± 0.01 | 4.87 ± 0.51 |
| **HIM3** | Unknown | ─/─/─ | NA | None | Wild type | NA | NA | 0.82 ± 0.05 | 7.96 ± 0.52 |

LAR: luminal androgen receptor; MSL: mesenchymal stem-like; Immun.: immunomodulatory; BL1: basal-like 1; BL2: basal-like 2.

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 4 — Supplementary Table 3

**Supplementary Table S3: Effects of p53 knockdown on cell survival and GD3S expression in breast cancer cell lines harboring hotspot p53 mutations.**

LAR: Luminal androgen receptor; MSL: Mesenchymal stem like; Immun.: Immunomodulatory; BL1: Basal like 1; BL2: Basal like 2

| Cell line | Hotspot p53 mutation | Effect of p53 knockdown on cell survival | Effect of p53 knockdown on GD3S expression |
| --- | --- | --- | --- |
| **Hs578T** | V157F | Complete cell death | Significant decrease |
| **HCC38** | R273L | Complete cell death | Significant decrease |
| **BT549** | R249S | Complete cell death | Significant decrease |
| **HCC1395** | R175H | Complete cell death | Significant decrease |
| **MDA-MB-468** | R273H | No cell death | No effect |
| **HCC70** | R248Q | Minimal cell death | No effect |
| **HCC1143** | R248Q | Minimal cell death | No effect |

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 5 — Supplementary Table 4

**Supplementary Table S4: TaqMan primers used in qPCR.**

LAR: Luminal androgen receptor; MSL: Mesenchymal stem like; Immun.: Immunomodulatory; BL1: Basal like 1; BL2: Basal like 2

| Serial No. | Gene | Primer ID |
| --- | --- | --- |
| 1. | GD3S (ST8SIA1) | Hs00268157_m1 |
| 2. | GD2S (B4GALNT1) | Hs01110791_g1 |
| 3. | P53 | Hs01034249_m1 |
| 4. | MFN1 | Hs00966851_m1 |
| 5. | MAPK14 | Hs01051152_m1 |
| 6. | TRIM24 | Hs00234363_m1 |
| 7. | MRPL3 | Hs00246665_m1 |
| 8. | MRPS27 | Hs00372159_m1 |
| 9. | MRPS18B | Hs00204096_m1 |
| 10. | GAPDH | Hs002758991_g1 |

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 6 — Supplementary Table 5

**Supplementary Table S5: Primers for the GD3S upstream promoter region used in ChIP-qPCR.**

LAR: Luminal androgen receptor; MSL: Mesenchymal stem like; Immun.: Immunomodulatory; BL1: Basal like 1; BL2: Basal like 2

# Supplementary material for: GD3 synthase drives resistance to p53-induced apoptosis in breast cancer by modulating mitochondrial function
**Source:** Oncogene. 2025 May 17;44(30):2646–61. doi: 10.1038/s41388-025-03432-x
**Supplement:** Supplementary file 7 — Supplementary Methodology

**SUPPLEMENTARY METHODS**

**Animals and tumor xenografts**

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of The University of Texas MD Anderson Cancer Center (UTMDACC) and conducted in compliance with state and federal regulations. Six- to eight-week-old female NSG mice (NOD.Cg-Prkdc Il2rg/SzJ) were obtained from Jackson Laboratory (Bar Harbor, ME) and housed in a pathogen-free vivarium at the North Campus Animal Care facility, Department of Veterinary Medicine & Surgery (DVMS), UTMDACC, Houston. For xenograft studies (10 mice per group), we ensured >90% power to detect differences such as 20% vs. 40% survival at a significance level of 0.05. The Benjamini–Hochberg procedure (α = 0.01) was applied to control for multiple testing, maintaining ≥82% power, even with potential reductions in sample size or effect size variations. Mice were randomly assigned to treatment groups, and the researcher measuring tumor size was blinded to group allocations. To promote estrogen receptor (ER^+^) progesterone receptor (PR^+^) tumors, mice received estradiol in drinking water (8 µg/mL) before orthotopic transplantation of 3 × 10⁶ MCF7-EV-control or MCF7-GD3S-OE cells into the mammary fat pad. Once tumors reached 100 mm³, mice were randomized into size-matched treatment groups and received bi-weekly intraperitoneal injections of 5 mg/kg Nutlin-3a or vehicle control for 7 weeks. Tumor response and survival were monitored throughout the study. Nutlin-3a stock solution was prepared in DMSO, and injection solutions were diluted in 30% DMSO in sterile PBS.

**Human samples for Immunohistochemistry**

The analysis of patient samples was conducted in accordance with all relevant regulations. Formalin-fixed paraffin-embedded (FFPE) archived primary breast tumor tissues, expressing either wild-type (WT) or mutant p53, were obtained from the Tissue Bank at the University of Texas MD Anderson Cancer Center, under approval from MD Anderson’s Institutional Review Board (Protocol #PA19-0732). The *TP53* expression status in all breast cancer samples was determined using next-generation sequencing by the Sheikh Khalifa Bin Zayed Al Nahyan Institute for Personalized Cancer Therapy (IPCT) at MD Anderson Cancer Center.

**Cell lines**

A panel of breast cancer cell lines were purchased from ATCC (Manassas, VA) and cultured at 37°C in a 5% CO2 incubator less than 6 months after revival, per ATCC recommendations, in either Roswell Park Memorial Institute medium or Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin (Mediatech, Corning Inc., Manassas, VA). SUM159, SUM149 (TNBC) and the non-TNBC cell lines MCF7 and ZR751 were a kind gift from Dr. Naoto Ueno’s laboratory at MD Anderson Cancer Center. The patient-derived xenograft–derived TNBC cell line HIM3 was a kind gift from Dr. Piwnica-Worms’s laboratory at MD Anderson.

**Flow cytometry**

Breast cancer cells were subjected to trypsin and washed once with phosphate-buffered saline (PBS). The cells were then incubated for 30 min with 4 μL/reaction of allophycocyanin-conjugated purified anti-human ganglioside GD2 antibody (357302, BioLegend). For GD3 expression analysis, cells were stained with 3 μL/reaction of unconjugated anti-GD3 antibody (clone R24; MABC1112, Millipore Sigma) for 30 min on ice and then washed twice with PBS. For secondary staining, the cells were incubated for 30 min with 100 μL of diluted goat anti-mouse antibody conjugated to Alexa Fluor 647 (A21235, Thermo Fisher Scientific). Staining with 4’, 6-diamino-2-phenylindole (DAPI; D1306, Thermo Fisher Scientific) was used to exclude dead cells. Allophycocyanin-conjugated purified mouse IgG2A antibody (400219, BioLegend) was used as an isotype control to account for nonspecific antibody binding. After incubation, the cells were washed once with PBS containing 0.5 μg/mL DAPI and analyzed with an LSR II (BD Biosciences) or Gallios (Beckman Coulter) flow cytometer. Ten thousand events were acquired for each sample. All experiments were performed in duplicate, and all flow cytometry data were analyzed with FlowJo software (Version 10, Ashland, OR).

**MDM2 inhibition in cell lines**

Breast cancer cells expressing WT p53 were plated in 6-well plates (Corning Life Sciences) at 5 × 10^5^ cells/well and incubated overnight. The small-molecule MDM2 inhibitor nutlin-3a was purchased from Millipore sigma (SML0580) and stored at –20°C. Serial dilutions of nutlin-3a were prepared based on the drug’s IC50 value (5 µM) and stored in 15-mL Falcon tubes. For each breast cancer cell line, we compared five concentrations of nutlin-3a (1.25 µM, 2.5 µM, 5 µM, 10 µM, and 20 µM) to no treatment to determine its effect on MDM2 inhibition. The culture medium was then aspirated, and the cells were re-suspended in a medium containing the respective drug concentration for 72h.

**Inducible p53 knockdown and GD3S overexpression**

shRNA lentiviral vectors (NM_000660, XM_011527242; clone ID: TRCN0000003318; vector: pLKO.1) and lentiviral pLKO.1 empty vector (EV; cat.# RHS4080) were purchased from GE Dharmacon. HEK293T cells were transfected with each p53 shRNA construct along with the packaging vectors pMD2.G and psPAX2 (Addgene) using jetPRIME transfection reagent (Polyplus) according to manufacturer’s guidelines. Seventy-two hours after transfection, the lentivirus-containing medium was collected and then incubated with target cells for 24 h. The transduced cells were selected using puromycin (0.5 µg/mL) for 3 days, and p53 knockdown efficacy was determined by Western blotting.

To develop a doxycycline-inducible p53 knockdown system, vectors including TET-pLKO-puro (Plasmid# 21915) and TET-pLKO-puro-scrambled (Plasmid# 47541) plasmids were purchased from Addgene. A 21-nucleotide sense strand that targets p53 (GACTCCAGTGGTAATCTACTG) was cloned into the inducible vector TET-pLKO-puro plasmid at MD Anderson’s Functional Genomics Core. Plasmid DNA was extracted using a Midiprep kit (740410, Takara Bio USA Inc.). Inducible cell lines were generated, and p53 knockdown was induced by treating cells with 1 µM doxycycline hydrochloride (D3447, Millipore Sigma) for 48 h. To determine the effect of GD3S overexpression in BC cells, we used the lentivirus packaging method described above and ST8SIA1-plenti-III-CMV (LV701751; Applied Biological Materials) and EV control plenti-III-Blank (LV587; Applied Biological Materials) plasmids to generate stable clones of MCF7 and ZR751 cells. In addition, to determine the effect of GD3S overexpression in cells with the doxycycline-inducible p53 knockdown system, we used the lentivirus packaging method and ST8SIA1-pLX304 (EX-OL01535-LX304; Genecopoeia) and EV control pLX304 plasmids to generate stable cells, which were selected using blasticidin (10 µg/mL) for 5 days. GD3S expression was assessed with quantitative polymerase chain reaction (qPCR). We used jetPRIME reagent according to the manufacturer’s guidelines to transiently transfect different BC cell lines with plasmids encoding mutant p53 (pLenti6/V5-p53_R249S and pLenti/V5-p53_R175H; Addgene) or luciferase (pLL-ST8SIA1-luciferase-T2A-puro, System Biosciences).

**Western blotting**

Cells (3 × 10^6^) were subjected to lysis. Proteins were harvested from the cell lysates using Laemmli buffer containing 50 μL/mL β-mercaptoethanol. Protease and phosphatase inhibitor cocktail was added to the protein lysates at a 1:100 ratio, and 15 μL of each protein sample was loaded onto 4–15% Mini-PROTEAN TGX precast gels for separation (c4561086, Bio-Rad Laboratories). The proteins were subsequently transferred onto a polyvinylidene fluoride membrane, which was then blocked with 5% milk in TBS-T (0.05% Tween-20 in PBS) to prevent the non-specific binding of antibodies. The membranes were incubated with primary antibodies against p53 and ST8SIA1 in PBS-T with 1% milk at 4°C overnight. The membranes were then incubated with goat anti-rabbit (31460, Thermo Fisher Scientific) or goat anti-mouse (31430, Thermo Fisher Scientific) horseradish peroxidase (HRP)-conjugated secondary antibodies. An enhanced chemiluminescence Western blotting substrate kit (32106, Thermo Fisher Scientific) was used for the detection of HRP-conjugated secondary antibodies. The membranes were washed 3 times with TBS-T and imaged using a ChemiDoc MP (Bio-Rad Laboratories) imaging system. All protein quantification was performed using Image Lab software (Bio-Rad Laboratories).

**Immunohistochemistry**

IHC analyses of GD3S and p53 expression were performed with rabbit anti-human polyclonal ST8SIA1/GD3S (24918-1-AP, Proteintech) and mouse anti-human monoclonal p53 (48818, Cell Signaling Technology, Danvers, MA) antibodies. We also performed IHC analyses of p53 and GD3S expression in xenograft tissues derived from MCF7 cells (the methods used to generate the xenografts are described later in the Methods section). Briefly, 4- to 6-µm-thick tissue sections were prepared using a microtome, placed onto positively charged slides, and dried at 56°C overnight. Subsequently, the slides were subjected to deparaffinization and rehydration by sequential immersion in xylene and graded ethanol solutions. The slides were exposed to 3% H_2_O_2_ for 10 min to inhibit endogenous peroxidase activity. For antigen retrieval, the slides were subjected to microwave-assisted boiling in 1× citrate buffer for 10 min. The slides were incubated with a blocking buffer at room temperature for 1 h to minimize nonspecific antibody binding. The slides were then incubated with an unconjugated anti-human GD3S (1:450) or anti-p53 (1:100) primary antibody for 30 min at room temperature and then incubated with an HRP-conjugated secondary antibody for 30 min at room temperature. A 3,3’-diaminobenzidine substrate solution was then applied to the sections for color development. The slides were counterstained with hematoxylin (Leica Biosystems) for less than 4 min at room temperature and then washed and dehydrated through 4 changes of alcohol (95%, 95%, 100%, 100%) for 5 min each. The slides were then cleared of alcohol in 3 changes of xylene for 5 min each, and coverslips were applied with mounting solution. Images of the slides were acquired using a Vectra Polaris multispectral imager (PerkinElmer). GD3S and p53 expression were quantified with whole-slide digital image analysis using pathology image analysis software from Visiopharm. The expression data were independently validated by a pathologist at MD Anderson.

**Total RNA isolation and gene expression by real-time qPCR**

RNA extraction was performed using a RNeasy Mini Kit (74104; Qiagen) according to the manufacturer’s instructions. For each sample, cDNA was synthesized using 1 μg of RNA and SuperScript IV VILO Master Mix (Invitrogen). Real-time qPCR was performed with the QuantStudio3 system using TaqMan Fast Universal PCR Master Mix (4304437; Applied Biosystems, Thermo Fisher Scientific) as described previously [1]. All samples were run in triplicate. The relative fold changes in specific RNA expression were calculated using the comparative cycle of threshold detection method, and values were normalized to those of glyceraldehyde 3-phosphate dehydrogenase (GAPDH). Fold changes in gene expression were calculated using the 2^–∆∆CT^ method. All primer pairs for human samples (Table S3) were purchased from Thermo Fisher Scientific.

**Chromatin immunoprecipitation (ChIP)-qPCR**

A chromatin extraction kit (ab117152, Abcam) was used to extract chromatin. Cells were crosslinked for 10 min in 1% formaldehyde, quenched in 1.25 M glycine for 5 min at room temperature, washed with ice-cold PBS, and lysed with lysis buffer supplemented with a protease/phosphatase inhibitor cocktail, and the chromatin was pelleted. Chromatin pellets were resuspended in extraction buffer and sheared using a Sonifier SFX150 cell disruptor (Branson Ultrasonics) with a microtip probe (delivering 30-s continuous pulses at 25% power, with 1 min cooling between pulses) for 8 min at 4°C. For immunoprecipitation (IP), a ChIP Kit Magnetic - One Step (ab156907, Abcam) was used. Input lysates were separated from IP lysates, and the IP lysates were incubated for 2 h at room temperature with target and control antibodies loaded on magnetic beads. The magnetic beads were carefully washed, and DNA was eluted from the beads. Input and IP samples were reverse-crosslinked in the DNA release buffer, and chromatin was purified for downstream analysis. The upstream ST8SIA1 promoter region (>2 kb) was fragmented into eleven 240-nucleotide sequences with 60-nucleotide overlaps and designated fragments 1–11 (Fig. 6F). qPCR primer pairs (P1–P11) were designed for each of the 11 nucleotide fragments, and gradient PCR was used to optimize the PCR annealing temperature for each primer pair (Table S4). Real-time qPCR for GD3S was performed using SYBR green (4309155; Applied Biosystems, Thermo Fisher Scientific) in combination with the 11 primer pairs listed in Table S5, and data were presented as the percentage of input DNA. Non-immune IgG was used as the negative control for antibody enrichment and to calculate the percentage of input DNA.

**Luciferase reporter gene assays**

For the assessment of GD3S promoter activity, the ST8SIA1 promoter (human) sequence spanning 2278 bp (2042 bp upstream and 236 bp downstream of the transcription start site) was cloned into the lentivirus promoter reporter plasmid pLL-CMV-Luciferase-T2A-Puro (LL150PA-1, System Biosciences) through the SpeI and NheI restriction enzyme sites and verified with Sanger sequencing. BC cells were plated in a white-walled 96-well plate (Perkin Elmer) at a density of 20,000 cells in 100 μL of growth medium per well. After 24 h, the cells were co-transfected with 100 ng of pLL-ST8SIA1-luciferase-T2A-puro or negative-control Firefly reporter and 50 ng of pLX313-Renilla luciferase (118016; Addgene) constructs using jetPRIME reagent according to the manufacturer’s guidelines. After 24 h of transfection, the cells were treated with dimethyl sulfoxide (DMSO), nutlin-3a (2.5–10 µM), or doxycycline (1 µM) for 24 h, and luciferase activity was detected using the dual-luciferase reporter assay system (E1910; Promega) according to the manufacturer’s instructions. Luminescence was measured using a Spark plate reader (Tecan) at room temperature. To account for variations in transfection efficiency, we normalized Firefly luciferase levels to Renilla luciferase levels to generate a measurement of relative luciferase units that reflects the promoter luciferase activity.

**Tumor spheroid assay**

To assess the impact of doxycycline-induced p53 knockdown on the tumor spheroid–forming ability of different Hs578T and BT549 clones, we seeded SCR_shp53-GD3S_EV, SCR_shp53-GD3S_OE, shp53-GD3S_EV, and shp53-GD3S_OE cells in ultra-low attachment 96-well plates (Corning) at a density of 10 × 10^3^ cells in 100 µL of growth medium. After 3 days, the cells were exposed to either vehicle or 1 µM doxycycline, and spheroid formation and growth were assessed by using the IncuCyte live cell analysis system (Sartorius) to monitor the brightfield area at 6-h intervals for 48–72 h.

**Mammosphere assay**

To investigate the effect of doxycycline-induced p53 knockdown on the mammosphere-forming potential of different Hs578T and BT549 clones, we plated SCR_shp53-GD3S_EV, SCR_shp53-GD3S_OE, shp53-GD3S_EV, and shp53-GD3S_OE cells in ultra-low-attachment 24-well dishes at a density of 5 × 10^3^ cells in 1 mL of mammosphere growth medium (05620; Stemcell Technologies). The cells were treated with vehicle or 1 µM of doxycycline. After 10–12 days of culture, the cells were stained with 1 mg/mL of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT; Alfa Aesar, Thermo Fisher), and mammospheres were counted using the GelCount automated colony counter (Oxford Optronix, Adderbury, United Kingdom) as described previously [1-3].

**Colony formation assay**

The colony formation assay was conducted as described previously [1]. In brief, Hs578T and BT549 cells were seeded in 6-well plates at a density of 1000 cells per well in triplicate. Growth medium (200 µL) containing either vehicle or 1 µM doxycycline was added every 24 h for 2 weeks. The cells were then stained with 1 mg/mL MTT for 2 h at room temperature, and colonies were counted using the GelCount automated colony counter.

**Mitochondrial membrane potential (MMP; ΔΨm) by flow cytometry**

To evaluate mitochondrial membrane polarization, the MitoProbe JC-1 assay kit for flow cytometry (Life Technologies; M34152) was employed. Briefly, a 200 μM JC-1 (5’,6,6’-tetrachloro-1,1’,3,3’-tetraethylbenzimidazolylcarbocyanine iodide, Thermo Fisher Scientific) stock solution was prepared by dissolving the contents of one vial in 230 μL of DMSO. For each sample, 1 × 10^6^ cells were suspended in 1 mL of warm medium or PBS. As a positive control, 1 μL of 50 mM CCCP (carbonyl cyanide 3-chlorophenylhydrazone) was added, and cells were incubated at 37°C for 5 minutes. Subsequently, 10 μL of 200 μM JC-1 (2 μM final concentration) was added, and the cells were incubated at 37°C with 5% CO_2_ for 15 to 30 minutes. The cells were then washed by adding 1 mL of warm PBS and pelleted by centrifugation. Afterward, the cells underwent 1 wash with PBS containing 0.5 μg/mL DAPI and were analyzed on a flow cytometer with 488 nm excitation, using emission filters suitable for Alexa Fluor 488 dye and R-phycoerythrin. Cells were gated to exclude debris and were compensated using the CCCP-treated sample. The data were analyzed by calculating the ratios of red vs. green fluorescence.

**Measurement of oxygen consumption rate in breast cancer cells**

Oxygen consumption was assessed using the Seahorse XF assays with the XFe24 Analyzer from Seahorse Bioscience. The day prior to the assay, the sensor cartridge was immersed in the calibration buffer medium (1 ml) provided by Seahorse Biosciences for overnight hydration. Cells (3.0 × 10^3^) were seeded in V3-PS Seahorse XF96 96-well plates (Agilent) overnight, treated with nutlin-3a (10 µM), doxycycline (1 µM), or vehicle in normal growth medium, and incubated for 6–12 hours. Subsequently, the culture medium was replaced with 500 µl of Seahorse media in each well. After a 1-hour incubation at 37°C in a CO_2_-free atmosphere, basal oxygen consumption rate (OCR) as a respiration indicator and extracellular acidification rate as a glycolysis indicator were measured using the XFe24 analyzer with Seahorse Cell Mito Stress Assay–recommended parameters. The ATP-linked respiration rate was determined by the difference between the initial OCR and the OCR after adding oligomycin (first injection; 1 µM final concentration). Spare respiratory capacity was calculated as the difference between maximum respiration obtained after adding carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP; second injection; 2 µM final concentration) and basal OCR. The mitochondrial respiration rate was determined by the difference between the starting OCR and the OCR after adding an Antimycin A/rotenone mixture (third injection; 1 µM for each drug).

**Immunofluorescence**

The 8-chambered ibidi slides were coated by incubating 300-400 µl of poly-L-lysine (P4832; Millipore Sigma) for 30 minutes at room temperature (RT), followed by a wash in 1× PBS (Corning) and air drying inside a cell-culture incubator. A total of 30-50 × 10^3^ cells were cultured on the 8-chambered slides for 24 hours. MitoTracker Red CMXRos (Thermo Scientific) was prepared by dissolving in 94 µl of sterile DMSO to make a stock concentration of 1 mM. A working concentration of 200 nM was then prepared by dissolving 2 µl from the stock in 10 ml of PBS. Each well received 250 µl of MitoTracker staining buffer, and the slides were incubated for 15–20 minutes in a 37°C CO_2_ incubator. After incubation, the staining buffer was aspirated, and the wells were washed with warm complete medium and then warm PBS. To fix the cells, 250 µl per well of 4% formaldehyde was added for 15 minutes at RT. The cells were then rinsed 3 times with PBS. For permeabilization, 250 µl of 0.25% Triton X-100 was added for 10 minutes or ice-cold acetone for 5 minutes, followed by three washes with PBS. Blocking was performed using 250 µl of 5% FBS in 1× PBS for 30 minutes. For immunostaining, 250 µl of LAMP1 Alexa Fluor 488 (BioLegend), diluted in flow-staining buffer, was added to each well for lysosome staining and incubated at RT for 1 hour. This was followed by 2 washes with PBS. For nuclear staining, 250 µl of 1 µg/ml DAPI was added to each well for 5 minutes, and the wells were washed 2 times with PBS. The chamber bracket was then removed, and a drop of mounting medium was applied to each well, which was then covered using a coverslip (#1.5H; 170 µm ± 5µm). Images were acquired using the Andor revolution spinning disk confocal microscope and analyzed using Fiji software (ImageJ, NIH).

**p53 mutation characterization and expression levels** **in cell lines**

Information pertaining to the types of p53 mutations in each breast cancer cell line was obtained from the TP53 Cell Line Compendium (https://p53.fr/tp53-database/the-tp53-cell-line-compendium) [4]. Cell line p53 mutations were characterized based on type, location, nucleotide, and domain affected (Table S1). Reverse-phase protein array (RPPA)-measured p53 expression levels for each cell line were acquired from the MD Anderson Cell Lines Project (https://tcpaportal.org/mclp/#/) [5, 6].

**RNA sequencing**

**RNA library construction and sequencing:** The extracted RNA was sent to LC Sciences (Houston) for RNA sequencing. Poly(A) RNA sequencing library was prepared following Illumina’s TruSeq-stranded-mRNA sample preparation protocol. RNA integrity was checked with Agilent Technologies 2100 Bioanalyzer. Poly(A) tail-containing mRNAs were purified using oligo-(dT) magnetic beads with two rounds of purification. After purification, poly(A) RNA was fragmented using divalent cation buffer at elevated temperature, followed by DNA library construction. Quality control and quantification of the sequencing library were performed using Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 sequencing system.

**Pre-processing of RNA-sequencing data:** Cutadapt was used to remove the reads that contained adaptor contamination, low-quality bases, and undetermined bases [7]. After verification of sequencing quality using FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>), HISAT2 was used to map reads to release 107 of the *Homo sapiens* reference genome from Ensemble [8].

The mapped reads of each sample were assembled using StringTie, and all transcriptomes were merged to reconstruct a comprehensive transcriptome using perl scripts and gffcompare. We used StringTie and ballgown (<http://www.bioconductor.org/packages/release/bioc/html/ballgown.html>) to estimate the expression levels of all transcripts [9].

**Differential expression analysis of mRNAs:** Transcripts with average FPKM lower than 1.00 across all 12 samples were removed due to low expression levels, leaving 12,373 unique mRNA transcripts. The 12 samples were equally divided into four groups, each subjected to one condition defined by the combination of genotype (control or overexpression) and compound treatment (DMSO or Nutlin3A). Using the statistic and machine learning toolbox in MATLAB R2021b Update 3, we performed two-way analysis of variance (ANOVA) (balanced design) followed by Tukey’s range tests to identify differentially expressed mRNAs between each pair of conditions. The mRNAs fulfilling all the conditions below were selected for further investigation:

- - p-value≤0.05 for control+DMSO (denoted as CD) vs. control+Nutlin3A (CN) from Tukey’s range tests;
  - p-value≤0.05 for CN vs. overexpression+Nutlin3A (ON) from Tukey’s range tests;
  - Opposite directions of changes for CD-CN and CN-ON, to be consistent with the rescuing effects of the ON condition towards the phenotypes of CN, shown in animal studies;
  - p-value>0.05 for the interaction between genotype and treatment from two-way ANOVA, ensuring the two variables are independent from each other;
  - p-value>0.05 for CD vs. overexpression+DMSO (OD), to be consistent with the phenotypes shown in animal studies.

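Each criterion was also counted singly over the 12362 genes past the FPKM filter, with Tukey's range test on FPKM and no adjustment over genes. CD>CN held for 2563 genes and CD<CN for 3432, CN<ON for 1243 and CN>ON for 3115, no difference between CD and OD was called for 9662 genes, and the interaction p was over 0.05 for 8181 genes. Among those 8181 genes, CD>CN held for 1408, CN<ON for 547, CD<CN for 1253, CN>ON for 953 and the criterion on CD and OD for 6888. All criteria together left 98 genes with CD>CN, HDGF and DARS2 among them, and 226 with CD<CN, CABYR and MAPK11 among them. Requiring an interaction p of at most 0.05 in place of one above it gave 262 and 1572 genes, and dropping this criterion gave 360 and 1798.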

Ultimately, 74/12,373 (0.595%) mRNAs fulfilled all the conditions above, with 32 genes downregulated by Nutlin3A in control genotypes comparing to DMSO treated baseline (CD>CN), and 42 genes having CD<CN. These transcripts were further filtered by correlation of ST8SIA1 with mitochondrial activity and cell death in TCGA and METABRIC databases, confirming 30/32 genes as a potential panel of pro-survival genes and 22/42 genes as a panel of pro-death genes.

**Pathway analysis for the pro-survival and pro-death group:** Using ConsensusPathDB (Release 35), we carried out over-representation analysis separately on the panel of 32 pro-survival and 22 pro-death genes defined above. Canonical pathways from all 13 resources in that release of ConsensusPathDB were included, namely Biocarta, Ehmn, HumanCyc, Inoh, KEGG, Manual upload, Netpath, Pharmgkb, PID, Reactome, Signalink, SMPDB, and Wikipathways. There were 34 pathways significantly overrepresented (p-value≤0.01) with the 30 pro-survival genes and 19 pathways significantly overrepresented (p-value≤0.01) with the 22 pro-death genes [10, 11].

A 34-by-30 pathway-gene matrix $M={[m_{i,j}]}_{i\in\left[ 1,2\ldots34 \right], j\in\left[ 1,2\ldots30 \right]}$ was generated for the pro-survival panel, where a value 1 for m_(i,j) indicates that the i-th pathway contains the j-th gene as a pathway member. Bi-hierarchical analysis was applied to both rows and columns of matrix M with average linkage and Jaccard index as similarity metric. The clustering and results visualization was done using Morpheus, with number 1’s visualized in green. Similarly, a 22-by-19 matrix was generated and validated for the pro-death panel, with pathway memberships highlighted in red.

Given the comparisons between conditions A and B, each gene’s performances is quantified as performance score ${-log}_{10}\left( p \right)*sign$, with p representing the p-value from Tukey’s range test and sign=1 if condition A is higher than condition B in each of the three comparisons, and sign=-1 otherwise. Three different pre-ranked gene set enrichment analyses were run using the performance scores from three key comparisons (CN-ON, CN-CD, and OD-CD), and a bubble plot was generated using MATLAB R2021b Update 3 summarizing the performance of top 8 pro-survival pathways identified from over-representation analysis.

**Modeling the core protein-protein interaction network responding to the three treatments:** Combining protein products for these 52 genes (30 pro-survival and 22 pro-death) as well as TP53, we obtained 101 protein-protein interactions with combined confidence score≥0.4 based on STRING database v12.0, with 21/52 proteins directly interacting with TP53. Primary localizations for all these proteins were obtained from the Compartments database, showing 12 proteins exclusively localized in the mitochondrion, with 11/12 belonging to the pro-survival panel [12].

The resulting protein-protein interaction networks were visualized in Cytoscape, with each gene’s performances in three different comparisons (CN-ON, CN-CD, and OD-CD) quantified as ${-log}_{10}\left( p \right)*sign$, with p representing the p-value from Tukey’s range test and sign=1 if condition A is higher than condition B in each of the three comparisons (e.g. CN>ON for CN-ON), and sign=−1 otherwise [13]. These three performance scores were visualized as three sectors in one node via the EnhancedGraphics app for Cytoscape [14]. The network is stratified into different sections based on the primary localization information, with the icons for key organelles obtained from Biorender.

**REFERENCES:**

1. Jaggupilli, A., et al., *Metabolic stress induces GD2(+) cancer stem cell-like phenotype in triple-negative breast cancer.* Br J Cancer, 2022. **126**(4): p. 615-627.

2. Ly, S., et al., *Anti-GD2 antibody dinutuximab inhibits triple-negative breast tumor growth by targeting GD2(+) breast cancer stem-like cells.* J Immunother Cancer, 2021. **9**(3).

3. Nguyen, K., et al., *ST8SIA1 Regulates Tumor Growth and Metastasis in TNBC by Activating the FAK-AKT-mTOR Signaling Pathway.* Mol Cancer Ther, 2018. **17**(12): p. 2689-2701.

4. Berglind, H., et al., *Analysis of p53 mutation status in human cancer cell lines: a paradigm for cell line cross-contamination.* Cancer Biol Ther, 2008. **7**(5): p. 699-708.

5. El-Dana, F., et al., *Abstract PS16-19: Hotspot p53 mutations correlate with increased expression of stem cell markers in triple-negative breast cancer.* Cancer Research, 2021. **81**(4_Supplement): p. PS16-19-PS16-19.

6. Li, J., et al., *Characterization of Human Cancer Cell Lines by Reverse-phase Protein Arrays.* Cancer Cell, 2017. **31**(2): p. 225-239.

7. Martin, M., *Cutadapt removes adapter sequences from high-throughput sequencing reads.* 2011, 2011. **17**(1): p. 3.

8. Kim, D., B. Langmead, and S.L. Salzberg, *HISAT: a fast spliced aligner with low memory requirements.* Nat Methods, 2015. **12**(4): p. 357-60.

9. Pertea, M., et al., *StringTie enables improved reconstruction of a transcriptome from RNA-seq reads.* Nat Biotechnol, 2015. **33**(3): p. 290-5.

10. Curtis, C., et al., *The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups.* Nature, 2012. **486**(7403): p. 346-52.

11. Herwig, R., et al., *Analyzing and interpreting genome data at the network level with ConsensusPathDB.* Nat Protoc, 2016. **11**(10): p. 1889-907.

12. Binder, J.X., et al., *COMPARTMENTS: unification and visualization of protein subcellular localization evidence.* Database (Oxford), 2014. **2014**: p. bau012.

13. Shannon, P., et al., *Cytoscape: a software environment for integrated models of biomolecular interaction networks.* Genome Res, 2003. **13**(11): p. 2498-504.

14. Morris, J.H., et al., *enhancedGraphics: a Cytoscape app for enhanced node graphics.* F1000Res, 2014. **3**: p. 147.

How the deposited data were processed for this re-analysis (not part of the article)

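Expression was measured by RNA sequencing in 12 libraries of MCF7 cells, a luminal breast cancer line. Cells stably carrying the GD3S overexpression plasmid (GD3S-OE) or its empty vector (EV; the deposited labels write wildtype or control) received DMSO or 10 µM N3a for 72 h, with 3 libraries in each of the 4 groups. In the study's codes, CD and CN are EV cells with DMSO and N3a, and OD and ON are GD3S-OE cells with DMSO and N3a. The paper's Methods state that the cells were cultured in triplicate. Each genotype was represented by 1 line.

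The authors made stranded poly(A) libraries, sequenced them paired-end on a NovaSeq 6000, trimmed reads with cutadapt and checked them with FastQC. They mapped the reads with HISAT2 to the human genome of Ensembl release 107 (GRCh38) and assembled and quantified transcripts with StringTie, gffcompare and ballgown; the versions of these tools are not stated. The FPKM values in the deposited table are fragments per kilobase of gene and per library size from the authors' StringTie and ballgown step. The count values in the same table, as deposited by the authors, are whole numbers per Ensembl gene and library without scaling, and how they were derived is not stated. Of the counts from 1 to 40, 31.4% were multiples of 4, so that 1 count need not be 1 fragment. Within a gene, counts divided by FPKM and library total varied by a median of 0.714% (coefficient of variation) over libraries. The table holds 37626 genes, with 63236921 to 88493223 counts per library (median 79599681). The common dispersion of the counts in edgeR was 0.0421.

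The main tests used the counts. Genes with a mean of at least 1 FPKM over the 12 libraries were kept (12362 genes), the counts were scaled by TMM, and the 4 groups were fitted in 1 model with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). Comparisons were N3a against DMSO in either line, GD3S-OE against EV with either treatment, and the interaction, that is the N3a response in GD3S-OE cells minus that in EV cells. P values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, with a threshold of 0.05. Standard errors are those of the fitted log2 fold changes. In simulated counts with 3 libraries per group, 200 of 12362 genes were changed. For N3a in EV cells this test recovered 95.5% of genes changed by 2.0 on the log2 scale. It recovered 67.2% of those changed by 1.0 and 7.46% of those changed by 0.5. For the interaction the shares were 81.8% and 29.9%, and none of the genes changed by 0.5 were recovered. Many more genes were called in the data, 7162 for N3a in EV cells. The adjusted threshold depends on that number, so these shares do not give the recovery in the data.

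The study's criteria were applied to FPKM on the linear scale, since no log transformation is stated. These were a 2-way model with interaction, Tukey's range test at 0.05 or less for CD against CN and for CN against ON in opposite directions, an interaction p over 0.05 and a Tukey p over 0.05 for CD against OD, with no adjustment over genes. The authors ran this step in MATLAB R2021b. Differences in ST8SIA1 were tested by exact permutation of 3 libraries against 3, whose smallest two-sided p is 0.1.

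Lists of genes were written from textbook knowledge and from the pathways the paper discusses: p53 targets, pro- and anti-apoptotic genes, cell cycle, the mitochondrial ribosome, mitochondrial aminoacyl-tRNA synthetases, nuclear and mitochondrial genes of the respiratory chain, the tricarboxylic acid cycle, mitochondrial dynamics and mitophagy, lysosome, p38 MAPK signaling, ganglioside metabolism, estrogen response, NF-kappaB targets, interferon response, stemness and epithelial-mesenchymal transition, stress response, sterol synthesis, glycolysis, and markers of luminal, of basal or mesenchymal, and of fibroblast or leukocyte cells. Camera of limma compared 21 of the 23 lists (those with at least 3 measured genes) with all other genes, at a preset correlation of 0.01, with adjustment over 105 tests (21 lists in 5 comparisons). One-sided Fisher's exact tests of the lists among the genes meeting the study's criteria stood in for the ConsensusPathDB analysis, which needs that database.

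The genes named in the text follow a rule: for each comparison the 8 largest rises and the 8 largest falls among called genes whose groups do not overlap; all genes the paper names; up to 4 examples per list, those with the smallest adjusted p; the 8 genes per direction that meet the study's criteria most clearly; and the genes shown in Fig. S7A and S7B. The paper's figures had been seen when the rule was written.

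Replicate numbers were not taken as pairs. After group means were removed, correlations between libraries with the same number ran from -0.41 to 0.29, and 2 of 18 exceeded 0.1, against 10 of 36 between libraries with different numbers. The first principal component held 57.6% and the second 21.8% of the variance. The genes of the mitochondrial genome took 8.99% to 13.2% of counts. EV DMSO replicate 2, GD3S-OE DMSO replicate 3 and GD3S-OE N3a replicate 1 deviated from their groups with gene length, with rank correlations of -0.29, -0.46 and -0.37. These deviations are from the group mean, so the other libraries of those groups had positive values: 0.16 and 0.27 for EV DMSO replicates 1 and 3, 0.36 and 0.38 for GD3S-OE DMSO replicates 1 and 2, and 0.29 and 0.29 for GD3S-OE N3a replicates 2 and 3.

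Alternatives were limma on log2 FPKM with pseudocounts of 1 and 0.1, with quantile normalization, and without a variance trend; DESeq2 1.42.0; median-of-ratios scaling; scaling to the total without the mitochondrial genome and ST8SIA1; no expression filter or a mean of at least 5 FPKM; fitting only the compared groups; the replicate number as a term; values summed per symbol; leaving out each library in turn; and an estimated correlation for camera. Added after seeing the data were the removal of each library's trend with gene length, leaving out the 3 libraries above together, adjustment of the Tukey p over genes, and rounding of the mean FPKM. The qPCR, protein, cell and patient data of the paper are not in the table and were left out.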

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

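The tests of scaling and gene length, the fit without the 3 libraries that deviate with gene length and the count of lines were chosen only after the result was seen; the regroupings of libraries were not.

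The N3a response differed between EV and GD3S-OE cells for 2106 genes by the interaction term of edgeR's model. For 2014 of them the difference ran against the EV response and for 92 along with it. The EV libraries enter the difference as well as the EV response, which by itself favors opposite directions. Across all genes the correlation of the 2 was -0.69, against -0.27 to -0.20 in simulations with equal responses. Of 60 regroupings, the real one included, 2 gave as many genes, a share under 0.05, and the highest other gave 2331. This share cannot exclude chance for the number of genes. Regroupings that mix the N3a libraries of the 2 lines put the difference between the lines into the spread, and they gave at most 101 genes. The other regroupings that kept the N3a groups gave 957, 946 and 2331. The regrouping with 2331 genes kept the N3a groups and exchanged EV DMSO replicates 1 and 3 with GD3S-OE DMSO replicates 1 and 2. For the number of lists, 6 in the interaction, chance cannot be excluded, since 25 of 60 regroupings gave as many and the highest other gave 10. The number of genes was 1385, 1325 and 1346 without EV N3a replicate 2, EV N3a replicate 3 and GD3S-OE N3a replicate 3.

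Genes of the estrogen response and of glycolysis fell with N3a in EV cells, and their N3a response differed between the lines. An interaction opposite to the EV change is not particular to these lists, since 85.3% of the genes called in EV cells had one. The change was smaller in size in GD3S-OE cells for 18 of 21 glycolysis and 16 of 23 estrogen response genes. It kept its direction for 17 and 7 of them. Camera compares a list with all other genes, not with genes that fell alike. Of 23 measured estrogen response genes, 20 fell in EV cells and none rose (20 and none adjusted over the list alone), while 10 rose and 2 fell in GD3S-OE cells (11 and 3 adjusted over the list alone). The interaction was higher for 20 genes and lower for none (22 and none adjusted over the list alone; list adjusted p = 3.76e-35, camera; adjusted p = 0.000384 with an estimated correlation). Its log2 values were 2.37 for the receptor tyrosine kinase RET, 2.09 for OLFM1, which encodes olfactomedin, 2.71 for the chemokine CXCL12, 2.99 for the transcription factor MYB and 1.45 for ESR1, the estrogen receptor. In DMSO, 12 of the 23 genes were lower and 3 higher in GD3S-OE than in EV cells (12 and 4 adjusted over the list alone; list adjusted p = 0.00424, camera; adjusted p = 0.261 with an estimated correlation), which enters the interaction. Under N3a 1 was lower and 18 were higher (1 and 18 adjusted over the list alone; list adjusted p = 2.47e-16, camera; adjusted p = 0.00329 with an estimated correlation). ESR1, unlike most of the list, was higher in GD3S-OE cells in DMSO, by 1.27. Of 21 glycolysis genes, 19 fell in EV cells and none rose (19 and 1 adjusted over the list alone), and 8 fell and 3 rose in GD3S-OE cells (9 and 3 adjusted over the list alone). The interaction was higher for 16 glycolysis genes and lower for none (19 and none adjusted over the list alone; list adjusted p = 3.21e-15, camera; adjusted p = 0.0284 with an estimated correlation). Its log2 values were 2.66 for the aldolase ALDOC, 1.40 for the lactate dehydrogenase LDHA, 1.51 for the phosphoglycerate kinase PGK1, 1.71 for the glucose transporter SLC2A1 and 0.98 for GAPDH, which the paper's qPCR used as the reference (adjusted p = 0.0149 from edgeR; 0.0851 with quantile normalization; 3.46e-05 to 0.0851 over all alternatives).

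Scaling between libraries is argued against for the estrogen response genes, since at least 18 of the 23 were called higher in the interaction under 3 other scalings. The glycolysis genes were not part of this test, and GAPDH lost its call with quantile normalization. A trend with gene length is argued against as well, since the median log2 interaction of the estrogen response genes was 1.98 with the trend removed and 1.97 without that step, and 14 glycolysis genes were still called. What stays open is a difference between the lines other than GD3S. With 1 line per genotype, an effect of GD3S on these genes and such a difference cannot be told apart. In GD3S-OE cells the mean of ST8SIA1 was also unequal, at 89.8 FPKM with DMSO and 271 FPKM with N3a. The interaction thus compares 2 levels of GD3S RNA, which the design cannot tell apart from a changed N3a response.

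Interferon response genes, which the paper does not discuss, were lower in GD3S-OE than in EV cells. Of 17 measured genes, 12 were lower and 1 higher in DMSO (12 and 1 adjusted over the list alone; list adjusted p = 4.12e-10, camera; adjusted p = 0.00329 with an estimated correlation). Under N3a 10 were lower and none higher (10 and none adjusted over the list alone; list adjusted p = 8.03e-06, camera; adjusted p = 0.0137 with an estimated correlation). IFI27, a small interferon-induced protein, had log2 fold changes of -4.25 in DMSO and -4.65 under N3a, the antiviral protein IFIT1 of -2.21 and -2.21, and the transcription factor STAT1 of -1.33 and -1.00. A trend with gene length is argued against as the whole cause, since the median log2 change of the list in DMSO was -0.88 with the trend removed and -1.10 without that step. The 3 libraries that deviate with gene length are argued against too, since 13 of the genes were called lower in DMSO without them. What stays open is a difference between the lines other than GD3S: with 1 line per genotype, it and an effect of GD3S cannot be told apart.

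Other differences in the N3a response between the lines, by the same interaction term, are given as values. A smaller change is not particular to these lists, since 85.3% of the genes called in EV cells had an interaction opposite to their EV change. Direct p53 targets as a list rose less in GD3S-OE cells (adjusted p = 0.0269, camera; adjusted p = 0.187 with an estimated correlation; 0.121 without EV DMSO replicate 3; 0.00130 to 0.187 over all alternatives), with an interaction of -1.19 on the log2 scale for BTG2. The BH3-only genes BBC3 and BMF had interactions of -2.05 and -1.90. Cell cycle genes fell less (adjusted p = 6.43e-19, camera; adjusted p = 0.000268 with an estimated correlation), with 3.45 for RRM2, 2.50 for CDC45 and 1.54 for BIRC5, whose call was lost with quantile normalization (log2 value 0.20, adjusted p = 0.229; 1.52e-06 to 0.229 over all alternatives). Sterol synthesis genes differed (adjusted p = 0.00105, camera; adjusted p = 0.261 with an estimated correlation), with 9 of 23 genes higher and none lower (9 and none adjusted over the list alone), among them the LDL receptor LDLR at 2.54, the transcription factor SREBF2 at 1.45 and the lanosterol demethylase CYP51A1 at 1.44. Luminal markers differed (adjusted p = 0.0217, camera; adjusted p = 0.351 with an estimated correlation; 0.0557 without EV DMSO replicate 2; 0.00231 to 0.351 over all alternatives), with 4 of 12 genes higher, MUC1 at 1.79. The cancer stem cell marker CD44 had an interaction of 1.45. Among the largest interactions were 5.86 for the peptidylarginine deiminase PADI3, 4.88 for the scaffold protein PDZK1, 4.89 for the plasminogen activator inhibitor SERPINE1, -3.86 for the stress-response factor ATF3 and -3.60 for ID1, an inhibitor of differentiation.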

How the results depend on the processing

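The removal of the trend with gene length, the fit without the 3 libraries that deviate with it and the adjustment of Tukey p over genes were chosen only after the data were seen. Over all alternatives, the leading results gave 213 values on the same side of the threshold or within 1.5 times the reported count, 14 larger and 17 smaller ones and 2 that moved. Of the list values 1313 were unchanged in call, 25 became called, 37 lost the call and 1 reversed; of the values of named genes the numbers were 5439, 62 and 85, and none reversed. Except where stated, the cause was not tested. With a mean of at least 5 FPKM, and so fewer genes tested, 3962, 3100, 1601, 2841 and 1252 genes were called for N3a in EV cells, N3a in GD3S-OE cells, GD3S in DMSO, GD3S under N3a and the interaction. With only the groups compared in the fit, GD3S in DMSO called 1028 genes and GD3S under N3a 7275. Without the 3 deviating libraries, GD3S under N3a called 7456 and the interaction 4143 genes. An estimated correlation left 13 of 31 list calls. DESeq2 called 7557, 5778, 3372, 5455 and 2924 genes in the order above.

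With the replicate block, 6639, 4220, 2163, 4305 and 1564 genes and 30 lists were called, and 84 and 205 genes met the study's criteria. Without 1 library, the calls ranged from 6101 to 7909 for N3a in EV cells, from 3365 (without GD3S-OE N3a replicate 2) to 6010 (without EV DMSO replicate 2) for N3a in GD3S-OE cells, from 2075 to 2783 for GD3S in DMSO, from 3663 to 5851 for GD3S under N3a, from 1325 (without EV N3a replicate 3) to 2447 (without EV DMSO replicate 3) for the interaction, and from 27 to 34 for lists. The interaction also called 1385 and 1346 genes without EV N3a replicate 2 and GD3S-OE N3a replicate 3. For nuclear genes of the respiratory chain, GD3S in DMSO had adjusted p from 7.38e-05 (without GD3S-OE DMSO replicate 2) to 0.997 (without GD3S-OE DMSO replicate 3, direction reversed), and 0.225 without EV DMSO replicate 3.

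For the study's criteria (98 genes with CD>CN and 226 with CD<CN), limma contrasts gave 268 and 506 genes at unadjusted p, and 163 with CD>CN at adjusted p. No condition on the interaction gave 360 and 1798, an interaction p of at most 0.05 gave 262 and 1572, and no filter, with more genes tested, gave 469 with CD<CN. CD>CN held for 163 genes with the length trend removed and 149 without the 3 deviating libraries, and Tukey p adjusted over genes gave 39 and 69. Without 1 library, genes with CD>CN ranged from 60 (without EV N3a replicate 3) to 191 (without GD3S-OE DMSO replicate 3), with 63, 64 and 65 without EV N3a replicates 1 and 2 and GD3S-OE N3a replicate 1, and genes with CD<CN from 166 to 328. Without the condition on the interaction, 5 other lists were over-represented among the genes, and the 3 reported ones were not (adjusted p = 0.171, 0.129 and 0.281). The log2 difference in ST8SIA1, 6.04 in DMSO and 7.88 under N3a, was 7.75 and 10.47 with a pseudocount of 0.1, by the construction of that value.

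The share of called genes that were higher moved with the method. For GD3S in DMSO it was 44.3% (1195 higher, 1500 lower), 48.4% with median-of-ratios scaling, 36.7% with scaling to the total without the mitochondrial genome and ST8SIA1, 30.9% with limma on log2(FPKM + 1) (880 and 1969) and 63.8% with the length trend removed (2075 and 1176). For GD3S under N3a the shares were 48.2%, 51.0%, 39.0%, 35.3% (1825 and 3338) and 61.5% (3265 and 2042). Removing the trend shifted the median of all genes in DMSO from -0.00034 to 0.12 on the log2 scale. With limma on log2(FPKM + 1) this median was -0.08. With quantile normalization it was 0.016, and 1390 genes were higher and 1502 lower in DMSO. In simulated data with 3 libraries per group, 67.2% of changes of 1.0 on the log2 scale and 7.46% of changes of 0.5 were recovered for N3a in EV cells. For the interaction the shares were 29.9% and none. Only 200 of 12362 genes were changed there, far fewer than were called in the data, so these shares do not give the recovery in the data.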

Differences from the paper's values

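The adjustment of Tukey p over genes was chosen only after the result was seen. The paper states 74 genes that met its criteria, and 324 genes met them in the deposited values. The paper divides its genes into 32 with CD>CN and 42 with CD<CN, against 98 and 226 here. As a share of the genes past the expression filter, the paper gives 0.595%, against 2.62% here. Of the alternatives set before the data were examined, none of 21 came within 1.5 times the paper's numbers (230 to 2158 genes in all, 60 to 360 with CD>CN and 153 to 1798 with CD<CN), nor did any of 19 for the share (1.86% to 17.5%). An adjustment of Tukey p over genes, chosen after seeing the values, gave 108 genes, 39 with CD>CN and 69 with CD<CN. This is within 1.5 times the paper's number in all and with CD>CN but not with CD<CN, and it drops 38 of the 52 genes of the paper's panel. All 52 genes of the panel were among the 324, but 18 met the criteria with log2(FPKM + 1), 16 with median-of-ratios scaling, 24 with the replicate block and 16 to 35 without 1 library. Without the 3 deviating libraries, chosen after seeing the data, 11 did.

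The paper shows lower expression of its pro-death genes in GD3S-OE than in EV cells under N3a. All 22 genes had negative log2 fold changes in edgeR's model, and 12 did not pass its test at an adjusted p under 0.05, a test the paper did not use. Among the 12 was MAPK14, with a log2 fold change of -0.29 (adjusted p = 0.0657; 0.00617 to 0.413 over all alternatives). It passed with limma on log2(FPKM + 1) with and without a variance trend, with a mean of at least 5 FPKM, with only the compared groups in the fit, without GD3S-OE DMSO replicate 3, and without the 3 deviating libraries together, the last chosen after seeing the data. The paper reports MRPL3, MRPS27 and MRPS18B as higher with GD3S. Under N3a all 3 passed edgeR's test in that direction, and in DMSO MRPS27 (adjusted p = 0.0299; 0.00337 to 0.164 over all alternatives) and MRPS18B (0.0497; 0.00945 to 0.204) did. For these and the pro-death genes, the direction under N3a was part of the criteria that chose them on these libraries. In DMSO the call for MRPS18B was lost without any of 11 of the 12 libraries, and that for MRPS27 without any of 4. MRPL3 had a log2 fold change of 0.24 in DMSO (adjusted p = 0.0953; 0.0147 to 0.358 over all alternatives), and it passed with DESeq2, without EV DMSO replicate 2 and, chosen after seeing the data, with the length trend removed.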

Other observations

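The tests of gene length were chosen only after the result was seen; the regroupings and the simulations were not. N3a lowered genes of the tricarboxylic acid cycle in EV cells. Of 17 tricarboxylic acid cycle genes, 14 fell with N3a in EV cells and none rose (14 and none adjusted over the list alone; list adjusted p = 0.0129, camera; adjusted p = 0.261 with an estimated correlation), and 13 were higher and none lower in GD3S-OE than in EV cells under N3a (13 and none adjusted over the list alone; list adjusted p = 0.000499, camera; adjusted p = 0.108 with an estimated correlation). In DMSO 5 were higher and none lower (6 and none adjusted over the list alone; list adjusted p = 0.0314, camera; adjusted p = 0.328 with an estimated correlation; 0.147 without EV DMSO replicate 3; 0.00573 to 0.328 over all alternatives). SUCLG2, a subunit of succinyl-CoA synthetase, and FH, the fumarase, had log2 fold changes of -1.00 and -0.90 with N3a in EV cells and of 1.33 and 0.94 between the lines under N3a. Of 78 nuclear genes of the respiratory chain, 25 fell and 3 rose in EV cells (20 and 3 adjusted over the list alone; list adjusted p = 0.0929, camera; 0.0370 without EV DMSO replicate 3; 0.0370 to 0.932 over all alternatives). In GD3S-OE cells 46 fell and none rose (53 and none adjusted over the list alone; list adjusted p = 8.03e-06, camera; adjusted p = 0.790 with an estimated correlation). The median log2 fold change was -0.39 in EV and -0.69 in GD3S-OE cells, and the change was smaller in GD3S-OE cells for 23 of the 78 genes. Among these 23 was ATP5F1B, a subunit of ATP synthase, with -1.66 and -0.79. The respiratory chain genes are short, with a median length implied by counts and FPKM of 2612 against 4831 for all genes. Over all genes, the log2 fold change with N3a had a rank correlation with length of 0.30 in GD3S-OE and 0.12 in EV cells. The larger fall in GD3S-OE cells can thus not be read apart from a shift with gene length. Between the lines, 13 of the 78 were higher and 8 lower under N3a (13 and 5 adjusted over the list alone; list adjusted p = 0.905, camera), and 9 higher and 1 lower in DMSO (5 and 1 adjusted over the list alone; list adjusted p = 0.0176, camera; adjusted p = 0.905 with an estimated correlation; 0.225 and 0.997 without EV DMSO replicate 3 and GD3S-OE DMSO replicate 3; 7.38e-05 to 0.997 over all alternatives). The interaction, with a median of -0.35, was higher for 3 and lower for 3 (3 and 2 adjusted over the list alone; list adjusted p = 0.110, camera), and the list passed without EV DMSO replicate 2, GD3S-OE DMSO replicates 1 or 2 or GD3S-OE N3a replicate 1 (0.00347 to 0.0179; 0.00347 to 0.985 over all alternatives). Of the 13 protein genes of the mitochondrial genome, 4 rose and 1 fell in EV cells (4 and 1 adjusted over the list alone; list adjusted p = 0.427, camera), with 1.56 for MT-ND5, a subunit of complex I. Mitochondrial aminoacyl-tRNA synthetases fell for 11 and rose for 4 of 19 genes in EV cells (12 and 4 adjusted over the list alone; list adjusted p = 0.0456, camera; adjusted p = 0.261 with an estimated correlation). This call was lost without EV DMSO replicate 3 (0.0866), EV N3a replicate 1 (0.0671) or GD3S-OE N3a replicates 1, 2 or 3 (0.0540, 0.0677 and 0.0543), against 0.0316 to 0.261 over all alternatives.

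Sterol synthesis genes fell with N3a in EV cells for 15 of 23 genes and rose for 1 (15 and 2 adjusted over the list alone; list adjusted p = 0.00105, camera; adjusted p = 0.261 with an estimated correlation), and 15 were higher and 1 lower in GD3S-OE cells under N3a (15 and 1 adjusted over the list alone; list adjusted p = 8.54e-05, camera; adjusted p = 0.183 with an estimated correlation). Luminal markers were higher for 5 and lower for 2 of 12 genes in GD3S-OE cells under N3a (7 and 3 adjusted over the list alone; list adjusted p = 0.00788, camera; adjusted p = 0.261 with an estimated correlation). Ganglioside metabolism genes went both ways, with 6 of 12 higher, the overexpressed ST8SIA1 among them, and 3 lower between the lines under N3a (7 and 3 adjusted over the list alone; list adjusted p = 0.348, camera). B4GALNT1, the synthase of GM2 and GD2, was lower in GD3S-OE cells under N3a by a log2 fold change of -0.71. Also in both directions went genes of the lysosome (4 of 29 higher and 8 lower; 4 and 8 adjusted over the list alone; list adjusted p = 0.730, camera), of the stress response (8 of 25 higher and 4 lower; 8 and 4 adjusted over the list alone; list adjusted p = 0.369, camera), NF-kappaB targets (2 of 8 higher and 1 lower; 2 and 1 adjusted over the list alone; list adjusted p = 0.702, camera) and genes of stemness and epithelial-mesenchymal transition (3 of 9 higher and 3 lower; 5 and 3 adjusted over the list alone; list adjusted p = 0.397, camera). CD44 fell with N3a by 2.19 on the log2 scale in EV cells and by 0.74 in GD3S-OE cells. TP53 itself fell by 1.67 in EV cells and by 1.17 in GD3S-OE cells. GAPDH fell by 1.42 in EV cells and was higher in GD3S-OE than in EV cells under N3a by 1.53 (adjusted p = 2.93e-05 from edgeR). The paper's qPCR was normalized to GAPDH. Such a difference in the reference would lower the normalized values of all targets in GD3S-OE cells under N3a, pro-death and pro-survival alike. The qPCR values were not examined here. ITGB4 was the 1 measured gene of the basal and mesenchymal markers (log2 fold change of -0.70 for GD3S in DMSO), and COL1A1 the 1 measured gene of the fibroblast and leukocyte markers (-2.04).

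ST8SIA1 in EV cells with N3a differed between libraries, with 0.503, 0.00415 and 0.0116 FPKM (661, 6 and 14 counts) in replicates 1, 2 and 3. The GD3S-OE libraries held 57677 to 345300 counts of it, and whether reads from them entered EV N3a replicate 1 was not tested. Its log2 fold change with N3a in EV cells was -1.04 (adjusted p = 0.414 from edgeR; exact permutation p = 0.4), and -5.45 without EV N3a replicate 1 (adjusted p = 0.000197; 0.000197 to 0.707 over all alternatives). In GD3S-OE cells the mean with N3a was 3.02 times that with DMSO (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow), a log2 fold change of 1.58 (standard error 1.00, adjusted p = 0.222 from edgeR; 0.0196 without EV N3a replicate 1; 0.000139 to 0.370 over all alternatives).

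The hypothesis that the smaller N3a response of GD3S-OE cells comes from chance values of the shared EV libraries was tested by simulation. Of the 7162 genes called in EV cells, 6111 (85.3%) had an interaction opposite in sign to the EV change, that is a smaller or reversed change in GD3S-OE cells. In 10 simulations with equal responses in the 2 lines the share was 59.9% to 61.6%, and 0 to 2 interaction genes were called. This argues against chance values that arise gene by gene as the whole cause. Each gene was drawn independently, so the simulations cannot test deviations that many genes of a library share.

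The number of genes meeting the study's criteria was compared with an N3a response without any GD3S effect. In 20 such simulations 69 to 103 genes met the criteria (median 82), against 324 in the data. Such a response with gene-by-gene chance values does not account for the number. The simulations drew each gene independently, so they cannot test deviations that many genes of a library share. After the trend with gene length was removed 333 genes met them, of which 117 were among the 324. Of 100 regroupings, the real one included, 4 gave as many as the 98 genes with CD>CN. As many as the 226 with CD<CN came from 3 of 100. These shares, though under 0.05, cannot exclude chance for the number in either direction. Regroupings that mix the N3a libraries of the lines put the difference between the lines into the spread. Those gave at most 1 gene with CD>CN and 5 with CD<CN. All regroupings that gave as many as the real one kept the N3a groups. The others among them gave 100, 124 and 148 genes with CD>CN, and 246 and 338 with CD<CN. The real numbers are therefore not beyond the highest others. In simulations around the observed group means, 301 to 345 genes met the criteria and 49 to 71 of them (median 62) were among the 324.

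For comparisons of 3 libraries with 3, 10 splits are too few for a share under 0.05. The numbers of genes called by the real split and by the highest other were 7162 and 0 for N3a in EV cells, 5126 and 1 for N3a in GD3S-OE cells, 2695 and 2 for GD3S in DMSO, and 4921 and 0 for GD3S under N3a. The numbers of lists were 8 and 10, 4 and 5, 5 and 7, and 10 and 10, with adjustment over the lists of 1 comparison.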
